# TFEB drives mTORC1 hyperactivation and kidney disease in Tuberous Sclerosis Complex

**DOI:** 10.1038/s41467-023-44229-4

**Published:** 2024-01-09

**Authors:** Nicola Alesi, Damir Khabibullin, Dean M. Rosenthal, Elie W. Akl, Pieter M. Cory, Michel Alchoueiry, Samer Salem, Melissa Daou, William F. Gibbons, Jennifer A. Chen, Long Zhang, Harilaos Filippakis, Laura Graciotti, Caterina Miceli, Jlenia Monfregola, Claudia Vilardo, Manrico Morroni, Chiara Di Malta, Gennaro Napolitano, Andrea Ballabio, Elizabeth P. Henske

**Keywords:** Cancer genetics, Paediatric cancer, Cell biology

## Abstract

Tuberous Sclerosis Complex (TSC) is caused by TSC1 or TSC2 mutations, leading to hyperactivation of mechanistic target of rapamycin complex 1 (mTORC1) and lesions  in multiple organs including lung (lymphangioleiomyomatosis) and kidney (angiomyolipoma and renal cell carcinoma). Previously, we found that TFEB is constitutively active in TSC. Here, we generated two mouse models of TSC in which kidney pathology is the primary phenotype. Knockout of TFEB rescues kidney pathology and overall survival, indicating that TFEB is the primary driver of renal disease in TSC. Importantly, increased mTORC1 activity in the TSC2 knockout kidneys is normalized by TFEB knockout. In TSC2-deficient cells, Rheb knockdown or Rapamycin treatment paradoxically increases TFEB phosphorylation at the mTORC1-sites and relocalizes TFEB from nucleus to cytoplasm. In mice, Rapamycin treatment normalizes lysosomal gene expression, similar to TFEB knockout, suggesting that Rapamycin’s benefit in TSC is TFEB-dependent. These results change the view of the mechanisms of mTORC1 hyperactivation in TSC and may lead to therapeutic avenues.

## Abstract (web summary)

Tuberous Sclerosis Complex (TSC) is caused by TSC1 or TSC2 mutations, leading to hyperactivation of mechanistic target of rapamycin complex 1 (mTORC1) and tumors in multiple organs. Here, the authors show that TFEB is the primary driver of renal disease and mTORC1 hyperactivation in TSC.

## Introduction

Tuberous Sclerosis Complex (TSC) is an autosomal dominant disease caused by germline loss-of-function mutations in the *TSC1* or *TSC2* genes, leading to neurologic disease (seizures, autism, and cognitive disability) and lesions in multiple organs including the brain, skin, heart, lungs (lymphangioleiomyomatosis), and kidneys^1,2^. Renal disease, which includes angiomyolipoma, cysts, and renal cell carcinoma, is the major cause of TSC-associated death^3^.

The TSC protein complex (TSC1, TSC2, TBC1D7) integrates growth signals to regulate the activity of mechanistic/mammalian target of rapamycin complex 1 (mTORC1), a key metabolic hub^4–7^. The activation of mTORC1 requires two different types of small GTPases: the Rag GTPases, a heterodimeric protein complex composed of RagA or RagB bound to RagC or RagD, which mediate the nutrient-dependent recruitment of mTORC1 to the lysosomal surface^8–10^; and Rheb, which is activated by growth factors and acts as an allosteric activator of mTORC1^11–13^. Upon growth factor removal, the TSC complex stimulates the conversion of Rheb to its inactive GDP-bound state, thereby inhibiting mTORC1^11,14^. In *TSC1*- or *TSC2*-deficient cells, Rheb is constitutively GTP-bound and mTORC1 is hyperactive^11,14^. This Rag-Rheb-dependent mechanism of mTORC1 activation is required for the phosphorylation of the well-characterized substrates S6K and 4E-BP1. Unlike S6K and 4EBP1, which contain a TOS motif (TOR signaling motif) and are recruited by mTORC1 via its regulatory subunit Raptor^15,16^, TFEB and TFE3, which are master transcriptional modulators of lysosomal biogenesis and autophagy^17,18^, lack a TOS motif and are recruited by mTORC1 via a non-canonical mechanism that requires active RagC/D GTPases but not Rheb^19–21^.

It is well-established that mTORC1 phosphorylates TFEB at serine 211 and TFE3 at serine 321, leading to 14-3-3 protein binding and cytoplasmic sequestration^19,22–24^. Surprisingly, this mechanism does not apply to *TSC1/2* deficient cells: we and others have demonstrated that in TSC, in which mTORC1 hyperactivity is the widely acknowledged hallmark, TFEB, and TFE3 are unexpectedly hypophosphorylated at their mTORC1 sites, leading to nuclear localization and hyperactivation^25–28^. Constitutive activation of TFEB and TFE3 promote cell proliferation in several types of cancer^29^. Chromosomal translocations involving TFEB and TFE3 lead to TFEB/TFE3 overactivation causing renal cell carcinoma^30^. Furthermore, kidney-specific genetic inactivation of TFEB rescues renal disease in a mouse model of Birt-Hogg-Dubé (BHD) syndrome^21^, which is caused by loss-of-function mutations of the RagC/D GTP-ase activating protein folliculin (FLCN) and is characterized by skin tumors, lung cysts, and kidney cancer^31^. Given the prominent role of TFEB in tumorigenesis in other diseases^32^, we sought to determine whether TFEB contributes to the phenotypes associated with TSC.

We report here that TFEB knockout rescues renal pathology and survival in two models of whole-body and kidney epithelium-specific inactivation of *Tsc2*. TFEB inactivation was sufficient to normalize the phosphorylation of mTOR substrates 4E-BP1 and p70 S6 Kinase (S6K) as well as the expression of Rag-Ragulator complex components, critical for the recruitment of mTOR to the lysosomal surface. Moreover, TFEB knockout was as efficient as Rapamycin treatment in decreasing kidney cystogenesis and kidneys to body weight ratio in *Tsc2*-deficient mice. In vitro, we found that Rapamycin treatment paradoxically increased phosphorylation of TFEB at Serine 211 and promoted its cytoplasmic localization in *TSC*-deficient cells in a Rag-dependent manner. In vivo, Rapamycin treatment has a similar RNA-Seq signature compared to TFEB knockout since of the genes upregulated in *TSC2*-deficient kidneys, more than 50% are both TFEB and Rapamycin-dependent, suggesting that Rapamycin effect in TSC is at least partially due to its inhibition of TFEB. Collectively, our data support a concept of “TFE-opathies” in which TFEB and/or TFE3 drive kidney pathology in three distinct diseases: TSC, BHD and translocation RCC^21,25,31,33,34^.

## Results

### TFEB knockout rescues renal pathology in a whole-body inducible model of TSC

We crossed whole-body tamoxifen-inducible Cre transgenic mice *(CaggCreERT2*^*+*^*)* with *Tsc2*^*fl/fl*^ mice to generate an inducible *Tsc2* knockout mouse line *(CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^*)*. Tamoxifen was administered to the lactating mothers for 3 days beginning at post-natal day 1 (P1) resulting in *Tsc2* inactivation in the mouse progeny via lactation. At P30, *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ mice were smaller in size (Supplementary Fig. 1a), with enlarged, pale kidneys (Fig. 1a) relative to corresponding tamoxifen-treated control mice (*CaggCreERT2*^*-*^ mice). 

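Whole-kidney mRNA of 12 CaggCreERT2 mice was sequenced at P30. There were 3 control mice, 3 Tsc2 KO mice, 3 Tfeb KO mice and 3 mice lacking both Tsc2 and Tfeb (double knockout, DKO). The sample labels describe libraries made from poly-A RNA without strand information, and the methods state that a company prepared and sequenced them. The authors' tables hold the number of reads on each of 54532 genes, without normalization, and an FPKM value (fragments scaled by gene length and library size) for the same genes. The paper's text does not name the aligner, the annotation or the test. Of the 54532 gene identifiers, 53499 have the same coordinates in GENCODE M21 on the mouse genome GRCm38. Reads counted on genes came to between 16047699 and 20865587 per library, with a median of 17841764. The control libraries held 18971329 to 20865587 reads (median 19001140) and the Tsc2 KO libraries 16186631 to 19625547 (median 17664900). The Tfeb KO libraries held 16047699 to 16307592 reads (median 16242121) and the DKO libraries 16628767 to 19154801 (median 18018628). Counts of replicate mice differed by 17.0 to 54.3 times the sampling noise per gene (chi-square per gene). Each count column was joined to the FPKM column with one constant ratio of FPKM to count per gene length. The ratio varied by at most 1.99e-10 within the joined columns and by at least 0.197 for any other column. By this match, 4 of the 12 libraries carry different names in the count and FPKM tables, and for 2 of them the genotype differs between Tfeb KO and DKO. The names of the FPKM table were used. Under these names, the log2 fold changes between DKO and Tsc2 KO that the paper lists for 95 lysosomal genes in Supplementary Data 1 lay within 2.96e-06 of a DESeq2 fit to the 2 groups, against 0.521 under the names of the count table. The library in question, called Tfeb KO 3, had a Tsc2 level of 10.2 FPKM, while the DKO libraries had 4.82 to 5.64. Xist and 4 Y-linked genes showed that all 3 controls were male and all 3 Tfeb KO mice female. The Tsc2 KO group held 2 females and 1 male, and the DKO group 1 female and 2 males. The 16348 genes kept by edgeR's filter on low counts were tested with edgeR's quasi-likelihood test after TMM normalization, with all 4 groups in one fit. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of 0.05 or lower and a mean FPKM of at least 5 in at least 1 of the groups compared. The paper states these thresholds without saying in which group the FPKM minimum applies. In data with 200 simulated changes between Tsc2 KO and control, this procedure recovered 88.5% of them, and 3.80% of its calls were genes without a change. The simulated changes were larger than the median changes of lysosomal genes given below, so recovery of small changes was not measured. The FPKM minimum was not part of this test.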

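Of 8090 genes that could pass the thresholds, 1858 were increased and 1251 decreased in Tsc2 KO kidneys relative to control kidneys. With Xist as a covariate for sex, the counts were 1144 and 783, and with no FPKM minimum they were 2548 and 2194. Under the count table's names, an alternative chosen after seeing the data, they were 1101 and 849. Leaving out Tsc2 KO 1 gave 1315 increased genes. Tsc2 (ENSMUSG00000002496, chromosome 17, 24595816 to 24632630) had 10.3 ± 0.445 FPKM (SD, n = 3) in controls and 4.25 ± 0.264 FPKM (SD, n = 3) in Tsc2 KO kidneys. Its log2 fold change was -1.22 (standard error 0.09, adjusted p = 4.82e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among protein-coding genes, the largest increases were those of Gpnmb, Nyx, Rnase1, Acta1 and Hmga1b. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 0.0314 ± 0.00685 FPKM (SD, n = 3) to 34.7 ± 23.2 FPKM (SD, n = 3), a log2 fold change of 10.14 (standard error 0.75, adjusted p = 4.35e-06 by the same edgeR test). With each library left out in turn, it stayed between 9.47 and 10.51. Nyx and Rnase1 had at most 3 counts in every control library and were at least 216-fold and at least 47.3-fold higher in Tsc2 KO kidneys. Acta1 had a log2 fold change of 6.46 and Hmga1b of 6.22, with adjusted p of 5.85e-05 and 1.91e-06 in the edgeR test. Hmga1b is a near copy of Hmga1, so reads may have been shared between these genes. Supplementary Data 1 lists 95 genes of the KEGG lysosome pathway for this cohort, and all were tested. In Tsc2 KO kidneys 54 of them were increased and 4 decreased, and 59 and 5 when adjusted over the list alone. The study chose this pathway on the same kidneys, so the second pair and the tests of the list that follow are not independent evidence. Their median log2 fold change was 0.48, and 76 of the 95 were higher than in control. The list moved relative to the other genes with adjusted p = 5.57e-15 by camera at an inter-gene correlation of 0.01 and adjusted p = 8.90e-06 by fry (both from limma, Benjamini-Hochberg adjusted over 20 comparisons of the lysosomal lists). The increased genes were enriched in it with p = 8.51e-13 (one-sided Fisher's exact test against the 8090 genes). Without 9 genes that are also abundant in macrophages, the median was 0.40. Among the lysosomal genes also decreased in DKO relative to Tsc2 KO, those with the largest increases were Cd68, Hexa and Gla. Hexa (ENSMUSG00000025232, chromosome 9, 59539540 to 59565109) rose from 45.9 ± 5.66 to 243 ± 31.8 FPKM (SD, n = 3 each), a log2 fold change of 2.46 (standard error 0.14, adjusted p = 6.69e-07 by the edgeR test). Cd68 also had a log2 fold change of 2.46, and Gla one of 1.65. Enrichment over all KEGG pathways was not analysed here.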

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis following RNA sequencing of *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ relative to control *CaggCreERT2*^*+*^*; Tsc2*^*+/+*^ kidneys (both groups exposed to tamoxifen) identified the lysosomal and phagosomal pathways as the most upregulated (Fig. 1b), suggesting a possible role of TFEB and/or TFE3, which are master regulators of lysosomal biogenesis^17,18^.

**Fig. 1:**
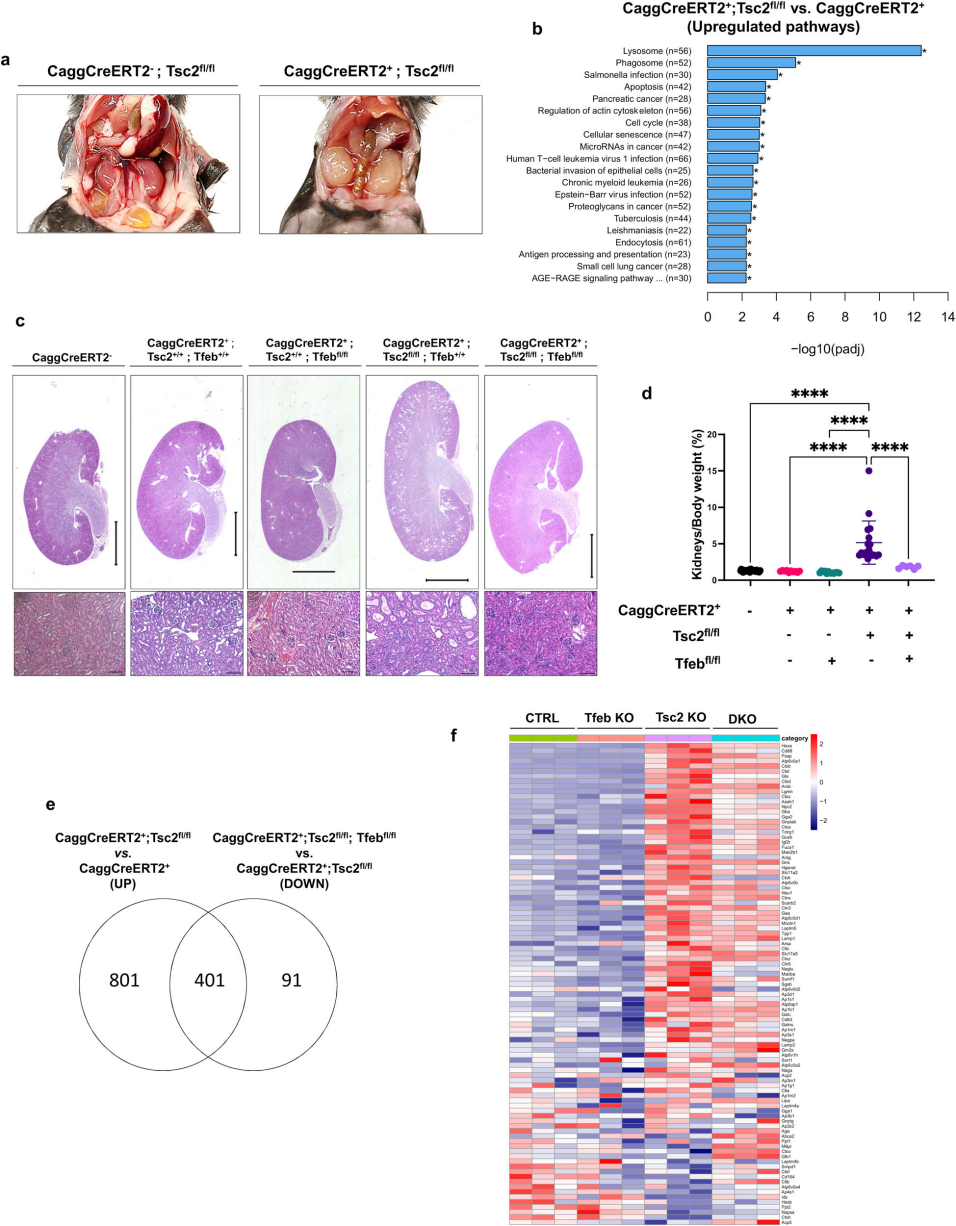
TFEB knockout rescues renal pathology in a global inducible mouse model of TSC. **a** Abdominal cavity images of tamoxifen-treated *CaggCreERT2*^*-*^*; Tsc2*^*fl/fl*^ (Ctrl) and *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ (*Tsc2* KO) mice at P30. **b** KEGG enrichment analysis of upregulated pathways in tamoxifen-induced *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ (*Tsc2* KO) mouse kidneys vs control (*CaggCreERT2*^*+*^). **c** Low (top) and high (bottom) magnification images of H&E stained kidneys of the indicated genotypes. Low magnification scale bar = 2 mm, high magnification scale bar = 100 μm. **d** Kidneys to body weight ratios of *Cre*-negative or *Cre*-expressing male and female tamoxifen-induced mice with loss of *Tsc2 (Tsc2*^*fl/fl*^*), Tfeb (Tfeb*^*fl/fl*^*)* or both *(Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^*)* compared to control mice *(Tsc2*^*+/+*^*; Tfeb*^*+/+*^*)* at P30 (*Cre*-negative mice, *n* = 35; Cre-expressing mice, *n* = 10; *Cre*-expressing *Tfeb*^*fl/f*^ mice, *n* = 12; *Cre*-expressing *Tsc2*^*fl/fl*^ mice, *n* = 18; *Cre*-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ mice, *n* = 6). **e** Venn diagram showing overlap of statistically significant genes increased by *Tsc2* deficiency and decreased by combined *Tsc2* and *Tfeb* deficiency in the *CaggCreERT2*^*+*^ kidneys using RNA sequencing at P30. **f** Heatmap of KEGG lysosome gene expression in *CaggCreERT2*^*+*^ mouse kidneys with loss of *Tsc2, Tfeb* or both (DKO) at P30. Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, ****p < 0.0001. Source data are provided as a Source data file.

To evaluate the contribution of TFEB to the phenotype in this new model, we crossed the *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ mice with *Tfeb*^*fl/fl*^ mice to generate a *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ inducible double knockout (DKO) line. *Tsc2* and *Tfeb* mRNA levels in whole kidney lysates were decreased as expected, and levels of *Gpnmb*, a well-known target of TFE3 and TFEB^33^ and histological marker of TSC2^35^, were increased about 800-fold in the *Tsc2* KO kidneys, and almost completely normalized in DKO mice (Supplementary Fig. 1b).

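Relative to Tsc2 KO kidneys, 546 genes were increased and 598 decreased in DKO kidneys of CaggCreERT2 mice. The decreased genes numbered 193 without Tsc2 KO 1 and 772 without Tsc2 KO 3, and 333 when only these 2 groups were fitted. With Xist as a covariate for sex, which differs in part between these groups, they numbered 355. Of the 1858 genes increased in Tsc2 KO kidneys, 499 were decreased in DKO kidneys. This is 26.9% (Wilson 95% confidence interval 24.9 to 28.9%, which covers counting error only). Without Tsc2 KO 1 the overlap was 158 genes, and it also fell with Xist as a covariate. Both comparisons use the same Tsc2 KO libraries, which alone can make the changes oppose each other. In 20 simulations in which the DKO group did not differ from Tsc2 KO, the correlation of the 2 sets of log2 fold changes across genes had a median of -0.176. The observed correlation across genes was -0.638, where genes are not independent replicates. DKO kidneys differed from control kidneys in 809 increased and 376 decreased genes, while between Tfeb KO and control 2 genes were called (Nccrp1 and Angptl7, named after their values were seen) and 607 had an unadjusted p under 0.05. Between the latter 2 groups, which differ in sex, the lysosomal list still had a median log2 fold change of -0.12 (limma camera adjusted p = 4.34e-06, fry adjusted p = 0.0122, by Benjamini-Hochberg). It reversed to 0.10 under the count table's names, which by Tsc2 level mix Tfeb KO and DKO libraries. Xist and the 4 Y-linked genes were not called between Tfeb KO and control either (adjusted p of 0.289 to 0.459 in edgeR's quasi-likelihood test). The 2 calls therefore do not show that few genes differ. With DESeq2 in place of edgeR, 23 genes were increased and 32 decreased in Tfeb KO relative to control. Of the 95 lysosomal genes, 13 were decreased and 4 increased in DKO relative to Tsc2 KO, and 22 and 6 when adjusted over the list alone. Without DKO 3 the decreased ones numbered 7. The median log2 fold change of the list was -0.12 (limma camera adjusted p = 0.00155, fry adjusted p = 0.0112, by Benjamini-Hochberg). With the inter-gene correlation estimated from the data, limma camera gave adjusted p = 0.146 (Benjamini-Hochberg over 7 comparisons). Relative to control, 36 lysosomal genes were increased in DKO kidneys, and their list's median log2 fold change was 0.33. The Tfeb transcript (ENSMUSG00000023990, chromosome 17, 47737030 to 47792419) fell by 1.48 on the log2 scale in DKO relative to Tsc2 KO (standard error 0.23, adjusted p = 0.00325 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Gpnmb, the decrease to 3.05 ± 1.33 FPKM (SD, n = 3) was a log2 fold change of -3.53 (standard error 0.47, adjusted p = 0.00116 in the edgeR test). It stayed between -3.90 and -2.87 with each library left out in turn. Hexa, Cd68 and Gla, which were chosen among the decreased genes, changed by -0.57, -0.90 and -0.95 on the log2 scale, with adjusted p of 0.0177, 0.0499 and 0.00541 in the edgeR test. With 1 library left out, the adjusted p of Cd68 reached 0.210 and that of Hexa 0.0666. Acta1 fell by 2.38, with an adjusted p of 0.0150 that reached 0.0766 with 1 library left out. Nyx (-0.58), Rnase1 (0.59) and Hmga1b (0.01) did not change past the threshold, and the sign for Hmga1b reversed under other settings. Leaving out Tsc2 KO 2 turned the change in Nyx to 0.34.

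**Figure D1:**
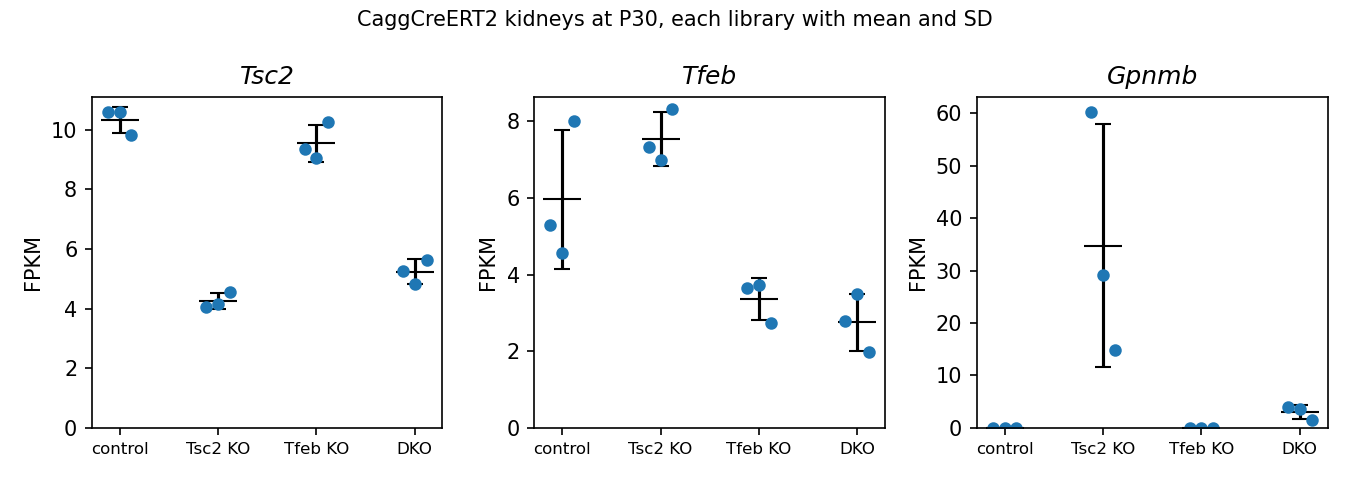
FPKM of Tsc2, Tfeb and Gpnmb in CaggCreERT2 kidneys at P30. Each point is 1 mouse, horizontal lines are the mean and bars the SD (n = 3 per group). The 3 Tsc2 KO kidneys lie between 14.8 and 60.2 FPKM of Gpnmb and the 3 DKO kidneys between 1.53 and 3.96.

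The paper sets these changes beside kidney histology and kidney weight to evaluate the contribution of TFEB to the phenotype of this model.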

Strikingly, genetic inactivation of *Tfeb* rescued the kidney pathology of the *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ mice (Fig. 1c), decreased the kidneys to body weight ratio (Fig. 1d), normalized body weight (Supplementary Fig. 1c) and significantly corrected the transcriptional alterations associated with *Tsc2* depletion (Fig. 1e), including the induction of lysosomal gene expression (Fig. 1f and Supplementary Dataset 1). Fifty percent of the *Tsc2* KO mice had died by 40 days while all the DKO mice were alive at 80 days (Supplementary Fig. 1d). Interestingly, inducible total body knockout of *Tfeb* did not induce any apparent phenotype at the analyzed timepoints.

### TFEB knockout rescues renal pathology and lethality in kidney-specific Tsc2-knockout mice

To specifically address the impact of *Tfeb* in *Tsc2*-deficient kidney epithelium, we next generated a second TSC mouse model by crossing kidney-specific cadherin16 Cre (*KspCre*^*+*^) mice with *Tsc2*^*fl/fl*^ mice, generating a *KspCre*^*+*^*; Tsc2*^*fl/fl*^ line. *Tsc2* and *Tfeb* mRNA levels in whole kidney lysates were decreased, as expected (Supplementary Fig. 2a). These mice were phenotypically normal at birth, but with kidney pathology evident as early as P21 (Supplementary Fig. 2b). At P50, the *KspCre*^*+*^*; Tsc2*^*fl/fl*^ mice have enlarged, pale kidneys (Fig. 2a), with numerous cysts in the renal cortex (Supplementary Fig. 2b), decreased body weight (Supplementary Fig. 2c), elevated kidneys to body weight ratio (Fig. 2b), and a 2-fold increase in blood urea nitrogen (BUN), indicating impaired kidney function (Supplementary Fig. 2d). The renal phenotype was even more severe at P90 (Fig. 2c, d and Supplementary Fig. 2e). At P90, 40% of the male *Tsc2* knockout mice, and 70% of the female *Tsc2* knockout mice were alive (Fig. 2e). TFEB was primarily localized in the nucleus of the cyst lining cells from kidneys of *KspCre*^*+*^*; Tsc2*^*fl/fl*^ mice (Supplementary Fig. 3a). Consistent with this nuclear localization of TFEB in *KspCre*^*+*^*; Tsc2*^*fl/fl*^ mice, lysosomal number was increased in cyst lining cells relative to normal adjacent tubular cells or to renal tubular cells of control mice, as assessed by transmission electron microscopy (TEM) (Supplementary Fig. 3b). 

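The kidney-specific model used KspCre, in which the promoter of cadherin 16 drives Cre in tubular epithelium. RNA of 12 whole kidneys collected at P50 was sequenced, 3 each from control, Tsc2 KO, Tfeb KO and DKO mice, by the same procedure as for the CaggCreERT2 cohort. The paper gives the controls of this model as Cre-negative, so a difference from control may include an effect of Cre. Library totals ran from 14926050 to 20541625 counted reads, with a median of 17049073. Control libraries held 15764719 to 17599769 reads (median 16890643) and Tsc2 KO libraries 15679205 to 20541625 (median 17207503). Tfeb KO libraries held 14926050 to 18499062 (median 18316423) and DKO libraries 15560137 to 20248413 (median 16502251). All 12 libraries had Xist counts of females. Names in the count and FPKM tables matched for all 12. Testing covered 16631 genes, with the thresholds of the first cohort. In data simulated as for that cohort 76.0% of 200 changed genes were recovered, and 3.80% of calls were genes without a change. This Cre acts in part of the kidney's cells, so each value averages over cells with and without recombination. The Tsc2 transcript reached 3.91 ± 0.419 FPKM (SD, n = 3) in Tsc2 KO kidneys and 8.93 ± 0.289 FPKM (SD, n = 3) in controls.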

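In KspCre Tsc2 KO kidneys, 729 genes were increased and 676 decreased relative to control, of 7736 that could pass the thresholds. These counts were 411 and 477 when every library had to reach an FPKM of 5, and 1270 and 1033 with no minimum. Without control 1 the increased genes numbered 469, and without Tsc2 KO 1 the decreased ones numbered 355. The protein-coding genes with the largest increases were Matn1, Gpnmb, Nyx, Meltf and Gm9732. Matn1 (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475) had 0 counts in every control library and was at least 105-fold higher in Tsc2 KO kidneys, at 9.66 ± 1.69 FPKM (SD, n = 3). Gpnmb had a log2 fold change of 7.76 (standard error 0.85, adjusted p = 0.000307 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Meltf (ENSMUSG00000022780, chromosome 16, 31878810 to 31899020) rose from 0.0349 ± 0.0245 to 6.48 ± 1.16 FPKM (SD, n = 3 each), a log2 fold change of 7.47 (standard error 0.44, adjusted p = 1.24e-05 in the edgeR test). The log2 fold changes of Nyx and Gm9732 were 7.52 and 5.66. Of the 96 lysosomal genes that Supplementary Data 1 lists for this cohort, 33 were increased and 3 decreased, and 40 and 4 when adjusted over the list alone. The list's median log2 fold change was 0.37, and 79 of the 96 genes were higher than in control (limma camera adjusted p = 4.25e-12, fry adjusted p = 1.01e-05, by Benjamini-Hochberg). The increased genes were enriched in the list with p = 9.18e-12 (one-sided Fisher's exact test against the 7736 genes). Without the 9 genes shared with macrophages the median was 0.34. With each library left out in turn, between 24 and 28 lysosomal genes were increased.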

Similar to our whole-body inducible *CaggCreERT2*^*+*^*; Tsc2*^*fl/fl*^ model, lysosome pathway was the most upregulated in *KspCre*^*+*^*; Tsc2*^*fl/fl*^ mice by RNA-seq (Supplementary Fig. 3c). Genetic inactivation of *Tfeb* was sufficient to normalize histology (Supplementary Fig. 2b), the body weight (Supplementary Fig. 2c, e), survival (Fig. 2e), and renal function (Supplementary Fig. 2d) of kidney-specific *Tsc2* KO, and significantly corrected the transcriptional alterations (Fig. 2f), the induction of lysosomal genes in *Tsc2* null kidneys relative to control kidneys (Fig. 2g and Supplementary Dataset 1), and the number of lysosomes (Supplementary Fig. 3b). These in vivo studies clearly indicate that TFEB plays a fundamental role in murine TSC-associated renal pathology and suggest that pharmacological inhibition of its activity may represent a valuable therapeutic strategy, especially since mice with knockout of *Tfeb* alone appear to be healthy.

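Between DKO and Tsc2 KO kidneys of KspCre mice, 9 genes were increased and 13 decreased at an adjusted p of 0.05 or lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1063 had an unadjusted p under 0.05. The counts moved most with DESeq2 fitted to these 2 groups alone, which gave 293 and 231. Without Tsc2 KO 1, edgeR called 0 increased genes and 1 decreased gene. Of the 729 genes increased in Tsc2 KO kidneys, 12 were decreased in DKO kidneys, or 1 gene without Tsc2 KO 1. The 2 sets of log2 fold changes had a correlation of -0.535 across genes, against a median of -0.216 in 20 simulations with an unchanged DKO group. DKO kidneys differed from control kidneys in 179 increased and 120 decreased genes. Tfeb KO and control kidneys differed in 0 genes, with 841 at an unadjusted p under 0.05. Their lysosomal list had a median log2 fold change of -0.10 (limma camera adjusted p = 0.00360, fry adjusted p = 0.0435, by Benjamini-Hochberg), but without the genes shared with macrophages fry gave adjusted p = 0.0868. Of the 96 lysosomal genes, 0 were decreased and 0 increased over all genes tested, and 10 and 1 when adjusted over the list alone. As a set they were lower in DKO than in Tsc2 KO kidneys, with a median log2 fold change of -0.21 and 76 of 96 genes lower (limma camera adjusted p = 2.96e-09, fry adjusted p = 0.000520, by Benjamini-Hochberg). Relative to control, the median was 0.17 and 12 lysosomal genes were increased. Gpnmb was at 6.39 ± 2.21 FPKM (SD, n = 3) in Tsc2 KO and 2.30 ± 2.09 FPKM (SD, n = 3) in DKO kidneys, a log2 fold change of -1.46 (standard error 0.56, adjusted p = 0.308 in the edgeR test) within the spread of the mice. It was -2.47 without DKO 1, a library high in immune-cell transcripts. Meltf changed by -2.40 (standard error 0.31, adjusted p = 0.0212 in the edgeR test), and with 1 library left out its adjusted p reached 0.111. Matn1, Nyx and Gm9732 changed by -4.68, -1.92 and -2.35, with adjusted p of 0.0558, 0.161 and 0.0878 in that test. The Tfeb transcript itself fell by 0.48 (standard error 0.20, adjusted p = 0.360 in that test). From the expression data together with histology, survival and kidney function, the paper concludes that TFEB has a central part in the renal pathology of Tsc2-deficient mice.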

**Fig. 2:**
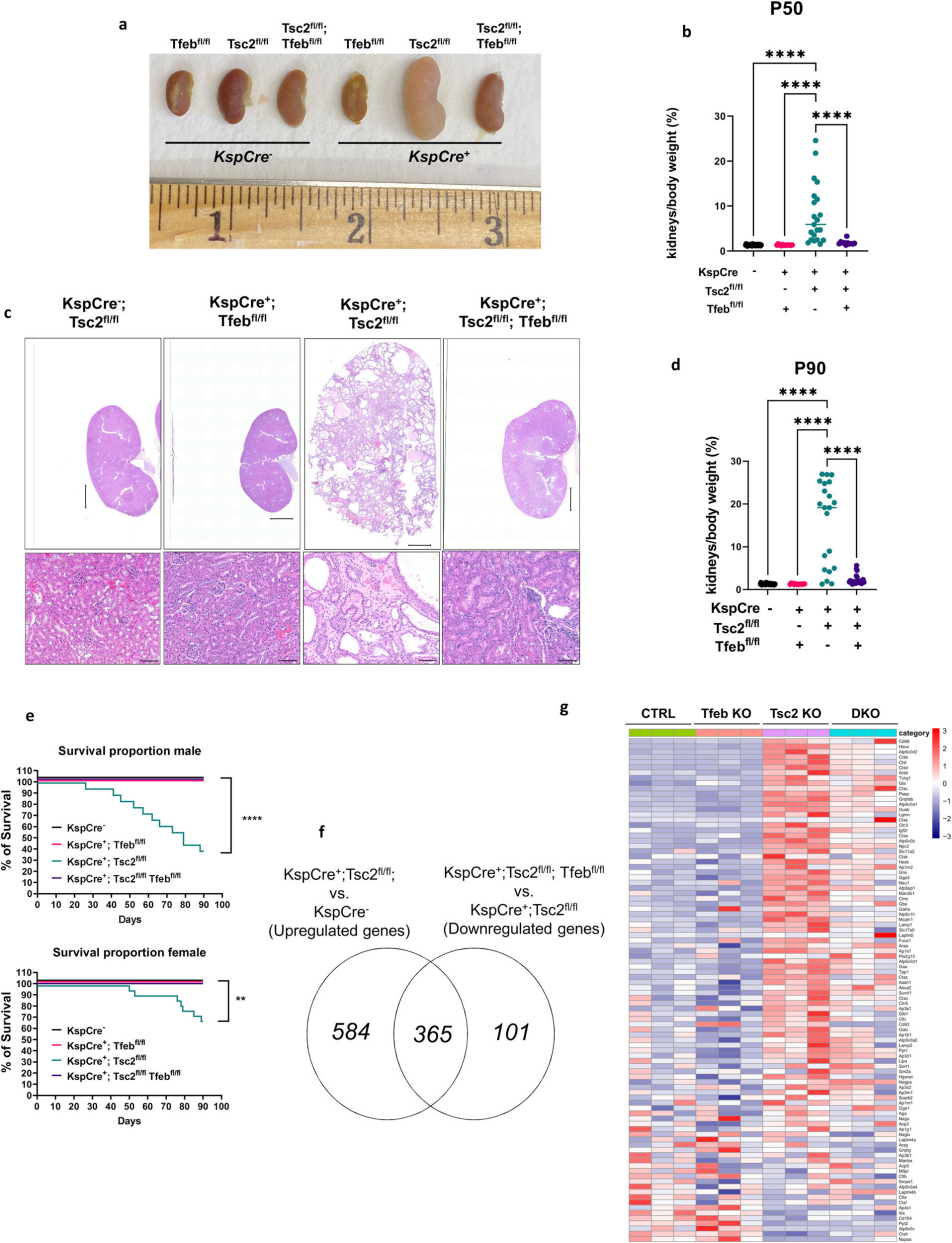
TFEB knockout rescues renal pathology and lethality in kidney-specific *Tsc2*-knockout mice. **a** Representative gross images of kidneys from the indicated genotypes at postnatal day 50 (P50). **b** Kidneys to body weight ratio of the indicated genotypes at P50 (*Cre*-negative mice, *n* = 41; *Cre*-expressing *Tfeb*^*fl/f*^ mice, *n* = 14; *Cre*-expressing *Tsc2*^*fl/fl*^ mice, *n* = 21; *Cre*-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ mice, *n* = 11). **c** Low (top) and high (bottom) magnification images of H&E stained kidneys from the indicated genotypes at P90. Low magnification scale bar = 2 mm, high magnification scale bar = 100 μm. **d** Kidneys to body weight ratio of the indicated genotypes at P90 (*Cre*-negative mice, *n* = 45; *Cre*-expressing *Tfeb*^*fl/f*^ mice, *n* = 15; *Cre*-expressing *Tsc2*^*fl/fl*^ mice, *n* = 21; *Cre*-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ mice, *n* = 25). **e** Kaplan–Meier curve showing survival of male (*p* = 0.0000000194) and female mice (*p* = 0.0017) in (**d**). **f** Venn diagram showing overlap of statistically significant genes increased by *Tsc2* inactivation and decreased by combined *Tsc2* and *Tfeb* inactivation in the *KspCre*^*+*^ kidneys using RNA sequencing at P50. **g** Heatmap of KEGG Lysosome gene expression in mouse kidneys with loss of *Tsc2, Tfeb* or both (DKO) at P50. Graphs are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, **p < 0.01, ****p < 0.0001. Source data are provided as a Source data file.

### Pharmacologic and genetic inhibition of mTORC1 increases the phosphorylation and decreases the nuclear localization of TFEB and TFE3 in *TSC*-deficient cells

As noted earlier, mTORC1 phosphorylates TFEB at S211, inducing 14-3-3 binding and cytoplasmic localization, yet in *TSC1*-deficient and *TSC2*-deficient cells, TFEB and TFE3 are paradoxically nuclear despite high mTORC1 activity^25–27^. The use of catalytic inhibitors of mTOR, such as Torin1, promotes TFEB/TFE3 de-phosphorylation and nuclear translocation, whereas Rapamycin, a widely used allosteric inhibitor of mTORC1, does not affect TFEB or TFE3 phosphorylation in most cell types^18,23,24,27^. Rapamycin (Sirolimus) and Everolimus are FDA-approved for the treatment of TSC-associated disease in the brain, kidney, lung, and skin^36–39^. We found that Rapamycin treatment of *TSC2*-deficient HeLa TFEB-GFP cells and *TSC2*-deficient HeLa cells surprisingly increased TFEB and TFE3 cytosolic localization (Fig. 3a, b, Supplementary Fig. 4c and quantified in Supplementary Fig. 4a, b). Equally unexpectedly, Rapamycin treatment decreased phosphorylation of the canonical mTORC1 substrate S6K, but increased TFEB phosphorylation at Serine 211 (S211) (Fig. 3c), an mTORC1 site. Similar results with Rapamycin treatment were observed in TFEB-GFP HeLa cells silenced for *TSC1* (Supplementary Fig. 4d) and in *TSC2*-deficient HEK293T cells expressing TFEB-GFP (Supplementary Fig. 5a). Silencing of Rheb mimicked Rapamycin treatment, having no effect on the localization of TFEB in control cells, but markedly increasing the cytoplasmic localization of TFEB in *TSC2*-deficient HeLa cells and HeLa TFEB-GFP cells (Fig. 3d, e and quantified in Supplementary Fig. 4e, f). Luciferase assay experiments confirmed that TFEB transcriptional activity was significantly reduced upon silencing of *Rheb* in *TSC2*-deficient HeLa cells overexpressing TFEB-GFP (Fig. 3f). Rheb siRNA also increased the phosphorylation of TFEB at S211 in HeLa TFEB-GFP (Fig. 3g) and HEK293T cells expressing *TSC2* siRNA (Supplementary Fig. 5b), similarly to treatment with Rapamycin.

**Fig. 3:**
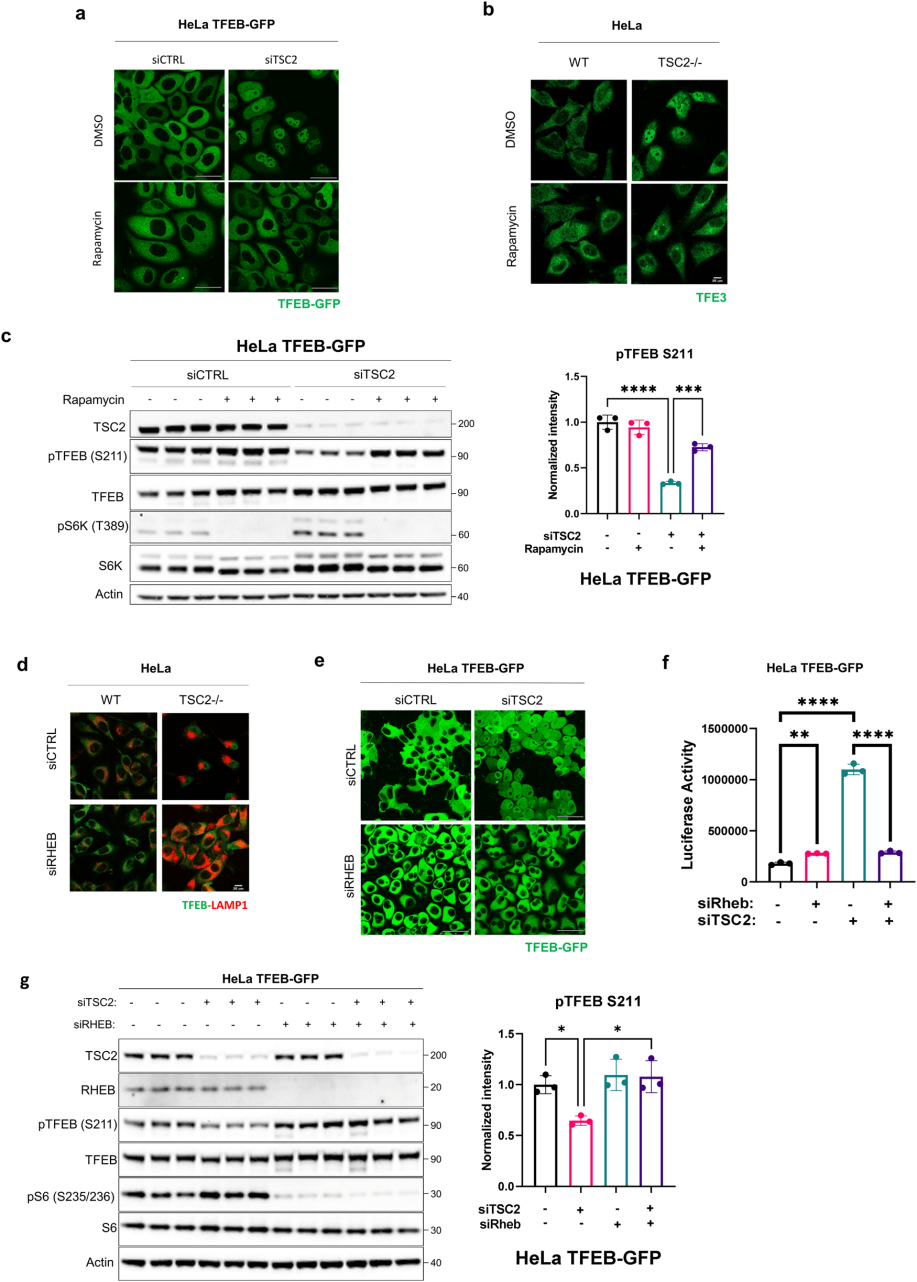
Pharmacologic and genetic inhibition of mTORC1 increases the phosphorylation and decreases the nuclear localization of TFEB and TFE3 in *TSC*-deficient cells. **a** HeLa TFEB-GFP cells were transfected with *Ctrl* or *TSC2* siRNA for 72 h, then treated with DMSO or 20 nM Rapamycin for 24 h and visualized with confocal live imaging. Scale bar = 50 μm. Cytoplasmic/nuclear localization of TFEB-GFP is quantified in Supplementary Fig. 4a. **b** HeLa cells with control or *TSC2* knockout by Crispr-Cas9 were treated with DMSO or 50 nM Rapamycin for 2 h, stained for TFE3 and visualized with confocal microscopy. Scale bar = 25 μm. Cytoplasmic/nuclear localization of TFE3 is quantified in Supplementary Fig. 4b. **c** Immunoblotting of HeLa TFEB-GFP cells treated as in a (*n* = 3 independent biological replicates per condition). Blot was analyzed by staining with the indicated antibodies, phospho-TFEB (S211) density relative to total TFEB is quantified on the right. **d** HeLa cells with control or *TSC2* knockout by Crispr-Cas9 were transfected with *Ctrl* or *RHEB* siRNA for 72 h, stained for TFEB and LAMP1 and visualized with confocal microscopy. Scale bar = 25 μm. Cytoplasmic/nuclear localization of TFEB is quantified in Supplementary Fig. 4e. **e** HeLa TFEB-GFP cells expressing *Ctrl* or *TSC2* siRNA were co-transfected with *Ctrl* or *RHEB* siRNA for 72 h and analyzed with confocal live imaging. Scale bar = 50 μm. Cytoplasmic/nuclear localization of TFEB-GFP is quantified in Supplementary Fig. 4f. **f** Luciferase activity of HeLa TFEB-GFP cells stably expressing the GPNMB luciferase reporter and transfected with indicated siRNAs for 72 h (*n* = 3 biological replicates per condition). **g** Representative immunoblotting of HeLa TFEB-GFP cells treated as in (**e**) (*n* = 3 independent biological replicates per condition). Blot was analyzed by staining with the indicated antibodies, phospho-TFEB (S211) density relative to total TFEB is quantified on the right. Scale bars = 50 μm. Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source data file.

In contrast to the results with Rapamycin, treatment with the mTOR catalytic inhibitor Torin1 resulted in TFEB dephosphorylation and nuclear accumulation in control cells and decreased TFEB phosphorylation at S211 in *TSC2*-depleted HeLa TFEB-GFP cells (Supplementary Fig. 6a and b). Consistent with these results and with Fig. 3, the expression of the TFEB targets RagC and FLCN was markedly increased in the *TSC2*-deficient HeLa-TFEB-GFP cells and decreased by Rapamycin but not Torin1 treatment, whereas in control cells was markedly increased by Torin1 treatment but not Rapamycin (Supplementary Fig. 6b and c).

### The effect of Rapamycin on TFEB in TSC2-deficient cells is mediated by the Rag GTPases

Rapamycin treatment of HeLa TFEB-GFP cells in which *RagC* and *TSC2* were knocked down did not result in relocalization of TFEB to the cytoplasm or increased S211 phosphorylation of TFEB, indicating that the effects of Rapamycin in TSC are RagC dependent (Fig. 4a, b). Overexpression of inactive forms of RagA (T21N-GDP) and RagC (Q120L-GTP) (Fig. 4c) also prevented the Rapamycin-induced relocalization of TFEB in *TSC2*-deficient cells, confirming the Rag-dependence of Rapamycin’s effects. Similarly, Rapamycin treatment of *TSC2*-deficient HEK293T cells overexpressing the delta30 mutant of TFEB (lacking the N-terminal 30 amino acids which mediate binding to the Rags) failed to increase S211 phosphorylation on TFEB (Fig. 4d). Collectively, these data indicate that pharmacologic (Rapamycin) inhibition of mTORC1 paradoxically increases mTORC1-dependent phosphorylation of TFEB at S211 in a Rag-dependent manner.

**Fig. 4:**
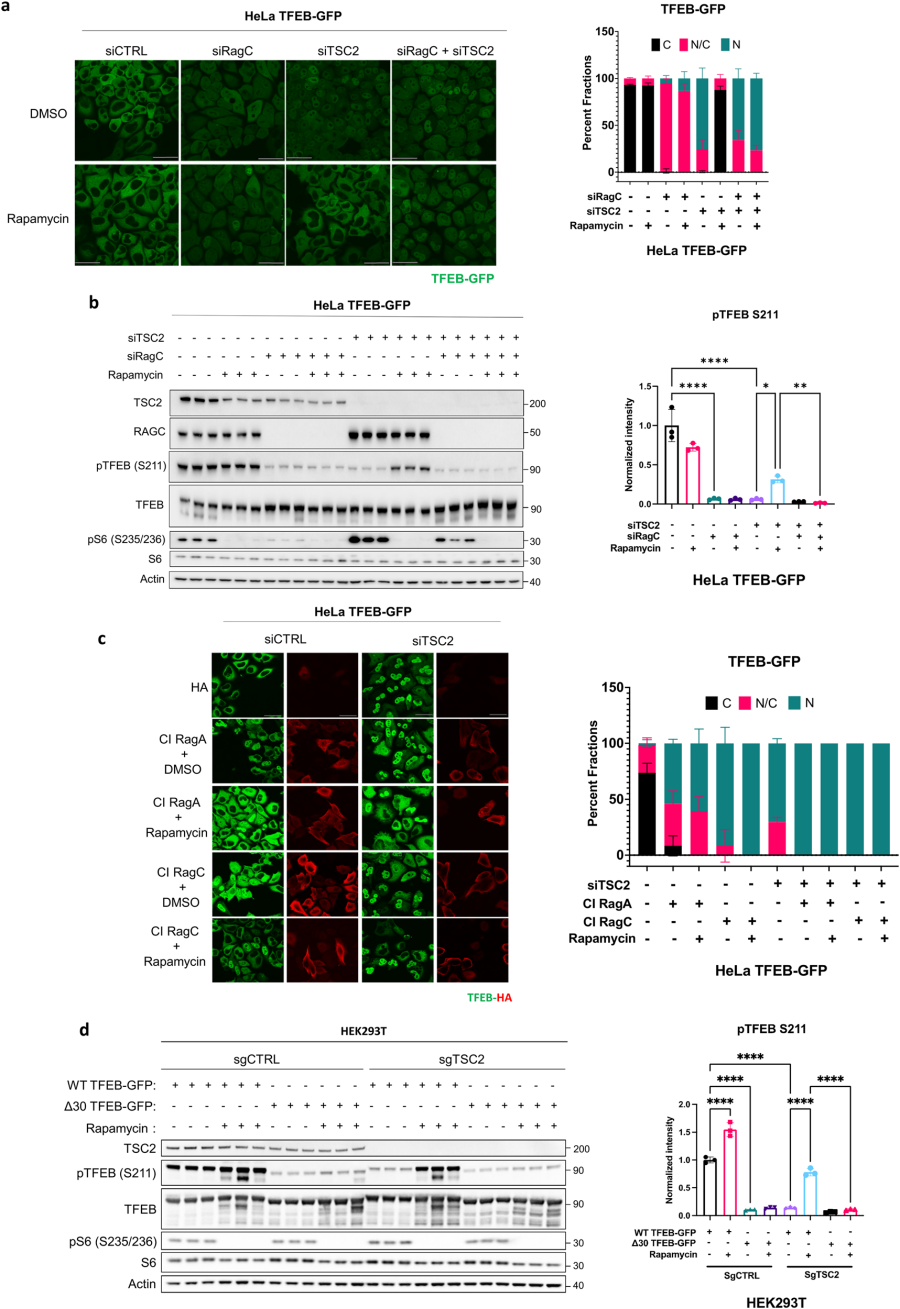
The effect of Rapamycin on TFEB in *TSC2*-deficient cells is mediated by the Rag GTPases. **a** HeLa TFEB-GFP cells transfected with *Ctrl*, *TSC2* and/or *RagC* siRNA for 72 h were treated with DMSO or 20 nM Rapamycin for 24 h and analyzed by confocal live imaging. Scale bar = 50 μm. Cytoplasmic/nuclear localization of TFEB-GFP is quantified on the right. C: cytoplasmic, N/C: nuclear/cytoplasmic, N: nuclear (*n* ≥ 130 cells quantified on 3 independent images for each condition). **b** Representative immunoblotting of HeLa TFEB-GFP cells treated as in (**a**). Blot was analyzed by staining with the indicated antibodies, phospho-TFEB (S211) density relative to total TFEB is quantified on the right (*n* = 3 independent biological replicates per condition). **c** Immunofluorescent analysis of HeLa TFEB-GFP cells after *Ctrl* and *TSC2* siRNA downregulation for 72 h, transfection with constitutively inactive (CI) RagA (pRK5 HA-RagA T21N) or RagC (pRK5 HA-RagC Q120L) for 48 h, and treatment with DMSO or 20 nM Rapamycin for 24 h. Scale bar = 50 μm. Cytoplasmic/nuclear localization of TFEB-GFP is quantified on the right. C: cytoplasmic, N/C: nuclear/cytoplasmic, N: nuclear (*n* ≥ 6 cells quantified on 3 independent images for each condition). **d** HEK293T cells with Crispr-Cas9 inactivation of TSC2 (sg*TSC2*) or control cells (sg*Ctrl*), expressing wild type (WT) TFEB-GFP or mutant TFEB-GFP without the first 30 amino acids (delta30). Cells were treated with DMSO or 20 nM Rapamycin for 24 h, phospho-TFEB (S211) density relative to total TFEB is quantified on the right (*n* = 3 independent biological replicates per condition). Scale bar = 50 μm. Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, *p < 0.05, **p < 0.01, ****p < 0.0001. Source data are provided as a Source data file.

### The effect of Rapamycin in TSC is mediated by TFEB

To determine how Rapamycin treatment impacts TFEB subcellular localization and activity in vivo, kidney specific *Tsc2* KO mice (*KspCre*^*+*^*; Tsc2*^*fl/fl*^) were treated with vehicle or Rapamycin (1 mg/kg/3 times a week) for one week (a total of 3 injections) starting at P43 and kidneys collected at P50. TFEB was primarily localized in the nucleus of the cyst lining cells from kidneys of *Tsc2* KO (*KspCre*^*+*^*; Tsc2*^*fl/fl*^) mice and was relocalized outside of the nucleus upon this short-term Rapamycin treatment (Fig. 5a), consistent with our in vitro data (Fig. 3). Importantly, longer Rapamycin treatment (1 mg/kg/3 times per week, starting at P25, for a total of 11 injections) of kidney-specific *Tsc2* KO mice and *Tsc2/Tfeb* DKO (*KspCre*^*+*^*; Tsc2*^*fl/fl*^*;Tfeb*^*fl/fl*^) mice revealed that Rapamycin treatment and *Tfeb* inactivation were equally effective in correcting kidney size, kidney pathology, and kidneys to body weight ratio of *Tsc2* KO mice (Fig. 5b, c). 

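For expression analysis, RNA was sequenced from 18 whole kidneys of the KspCre model collected at P50. Control mice are given as Cre-negative in this experiment too. Control, Tsc2 KO and DKO mice had received vehicle or rapamycin at 1 mg/kg in 11 injections from day 25, with 3 mice in each of the 6 groups. Counted reads ranged from 15104557 to 22807605 per library, with a median of 18173810. Vehicle-treated libraries held 17326309 to 20077360 reads in controls (median 17780407), 17455925 to 19023720 in Tsc2 KO (median 17692872) and 18426751 to 22228206 in DKO mice (median 18543158). Rapamycin-treated libraries held 17601731 to 21113111 reads in controls (median 19294369), 15104557 to 17920869 in Tsc2 KO (median 16544808) and 17824345 to 22807605 in DKO mice (median 20278964). All 18 had Xist counts of females, and the names in both tables matched. Tests were run as in the other cohorts on 17027 genes with the 6 groups in one fit. In data simulated as for the other cohorts 81.5% of 200 changed genes were recovered, and 5.23% of calls were genes without a change. The vehicle-treated Tsc2 KO libraries serve as reference for both the rapamycin and the Tfeb effect, so the 2 effects share their noise. Cyp21a1 and other adrenal genes were present in 2 of the 3 libraries of both the Tsc2 KO vehicle and the DKO vehicle group. The Tsc2 transcript was at 4.06 ± 0.357 FPKM (SD, n = 3) in vehicle-treated Tsc2 KO kidneys, and at 5.70 ± 0.733 FPKM (SD, n = 3) after rapamycin.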

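Vehicle-treated Tsc2 KO kidneys had 1929 increased and 1995 decreased genes relative to vehicle-treated control kidneys, of 8098 that could pass the thresholds. With no FPKM minimum the increased genes numbered 3295. Rapamycin increased 1694 and decreased 1384 genes in Tsc2 KO kidneys, and loss of Tfeb increased 1345 and decreased 1003. Of the 1929 increased genes, 1304 were decreased by rapamycin and 879 by Tfeb inactivation. Both decreased 754 genes, which is 39.1% of those increased (Wilson 95% confidence interval 36.9 to 41.3%). As a share of the 1429 genes that either of them decreased, it is 52.8% (50.2 to 55.3%), and as a share of the 1304 rapamycin-dependent ones 57.8% (55.1 to 60.5%). The share of all increased genes was 33.6% when every library had to reach an FPKM of 5, and 29.7% without DKO vehicle 3. It was 57.8% with Xist as a covariate, which does not stand for sex in these all-female mice. Xist counts were 7676 to 10171 in control vehicle and 3664 to 6097 in Tsc2 KO vehicle libraries. This covariate can therefore take up part of the difference between these genotypes. The log2 fold change was below 0 for both treatments in 1829 of the 1929 genes. These genes were selected as high in the Tsc2 KO vehicle libraries, which are the reference for both changes. That alone pushes both below 0, so this count does not measure a shared effect. Across all tested genes, the log2 fold changes in Tsc2 KO and in DKO relative to Tsc2 KO had a correlation of -0.764, against a median of -0.167 in 20 simulations in which the DKO vehicle libraries did not differ from Tsc2 KO vehicle libraries. Supplementary Data 1 lists 96 lysosomal genes here, of which 45 were increased and 8 decreased in Tsc2 KO kidneys (50 and 11 when adjusted over the list alone), with a median log2 fold change of 0.29 (limma camera adjusted p = 1.21e-05, fry adjusted p = 0.000191, by Benjamini-Hochberg). Rapamycin decreased 37 of the 96 and increased 7 (39 and 11 over the list alone), with a median of -0.23 (limma camera adjusted p = 0.000130, fry adjusted p = 0.00156, by Benjamini-Hochberg). Tfeb inactivation decreased 17 and increased 8 (21 and 9 over the list alone), with a median of -0.13 (limma camera adjusted p = 0.0145, fry adjusted p = 0.0627, by Benjamini-Hochberg). With the inter-gene correlation estimated from the data, none of these 3 comparisons passed 0.05. There limma camera gave adjusted p = 0.146 for Tsc2 KO, 0.173 for rapamycin and 0.35 for Tfeb inactivation (Benjamini-Hochberg over 7 comparisons). In one-sided Fisher's exact tests the decreased genes were enriched in the list for rapamycin (p = 5.60e-07) and not past 0.05 for Tfeb inactivation (p = 0.0914). Without the 9 genes shared with macrophages, the median for Tfeb inactivation was -0.10 (limma camera adjusted p = 0.0765, by Benjamini-Hochberg over that list's 20 comparisons). Both decreased 17 lysosomal genes, or 11 without DKO vehicle 3. Gpnmb was at 18.0 ± 0.903 FPKM (SD, n = 3) in Tsc2 KO kidneys, 0.169 ± 0.0693 (SD, n = 3) with rapamycin and 0.651 ± 0.495 (SD, n = 3) in DKO kidneys. Its log2 fold changes were -6.74 with rapamycin and -4.77 without Tfeb (standard errors 0.86 and 0.74, adjusted p = 2.97e-05 and 0.000294 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd68, Atp6v0d2 and Hexa, which have the largest increases among the lysosomal genes that both decreased, changed by -2.41, -1.14 and -1.61 with rapamycin and by -1.74, -1.23 and -0.77 without Tfeb. The adjusted p of Hexa without Tfeb was 0.0196 in the edgeR test and reached 0.0735 with 1 library left out. The protein-coding genes with the largest increases were Cyp21a1, Meltf, Matn1, Nyx and Hsd3b1. Meltf, Matn1 and Nyx had at most 3 counts in every control library and were at least 162-fold, 68.5-fold and 336-fold higher in Tsc2 KO kidneys. Rapamycin changed them by -4.89, -3.24 and -5.63, and Tfeb inactivation by -2.46, -3.25 and -2.63 on the log2 scale. Tsc2 KO vehicle kidneys had 0.581 to 9.62 FPKM of Matn1, overlapping 0.499 to 0.735 with rapamycin and 0.224 to 0.969 in DKO vehicle. Their Meltf, at 1.47 to 11.0 FPKM, overlapped DKO vehicle (0.290 to 1.78) but not rapamycin (0.178 to 0.309). Their Nyx, at 8.07 to 13.4 FPKM, overlapped neither. Cyp21a1 and Hsd3b1 are adrenal genes whose values come from single libraries, with 422, 13.9 and 0.0237 FPKM of Cyp21a1 in the 3 Tsc2 KO vehicle mice. Reads of Cyp21a1 may be shared with its pseudogene.

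**Figure D2:**
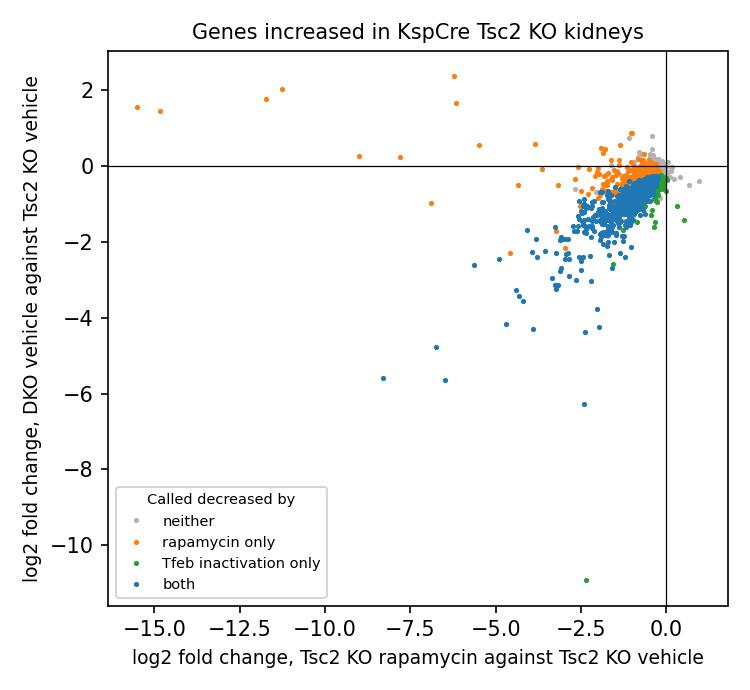
Log2 fold changes of the 1929 genes increased in KspCre Tsc2 KO kidneys, with rapamycin (horizontal axis) and with Tfeb inactivation (vertical axis), each against vehicle-treated Tsc2 KO kidneys. Colours give the treatments that decreased a gene: 754 genes were decreased by both, 550 by rapamycin only, 125 by Tfeb inactivation only and 500 by neither.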

Interestingly, gene expression analysis indicated that >50% of the genes that are significantly upregulated in the *Tsc2-*deficient kidneys were downregulated by both Rapamycin treatment and *Tfeb* inactivation, including most of lysosomal genes (Fig. 5d, e and Supplementary Dataset 1). Collectively, these data indicate that inhibition of TFEB significantly contributes to the beneficial effect of Rapamycin in TSC.

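Across all tested genes, the log2 fold changes with rapamycin and with loss of Tfeb had a correlation of 0.673, while simulations with unchanged DKO libraries gave a median of 0.186. Between rapamycin-treated Tsc2 KO kidneys and vehicle-treated DKO kidneys 135 genes differed, of which 51 were higher and 84 lower with rapamycin. Without Tsc2 KO rapamycin 2 there were 46. Rapamycin-treated Tsc2 KO kidneys and vehicle-treated control kidneys differed in 53 genes, or 22 without control vehicle 1, and 744 had an unadjusted p under 0.05. Rapamycin lowered 363 genes and raised 211 in DKO kidneys. In control kidneys it lowered 5 genes (Tob2, Slc25a25, Gadd45g, Dusp6 and Nfkbia, named after their values were seen) and raised 0, with 1094 genes at an unadjusted p under 0.05. From the overlap between both treatments, and from the position of TFEB in kidney cells under rapamycin, the paper concludes that inhibition of TFEB contributes to the effect of rapamycin.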

**Fig. 5:**
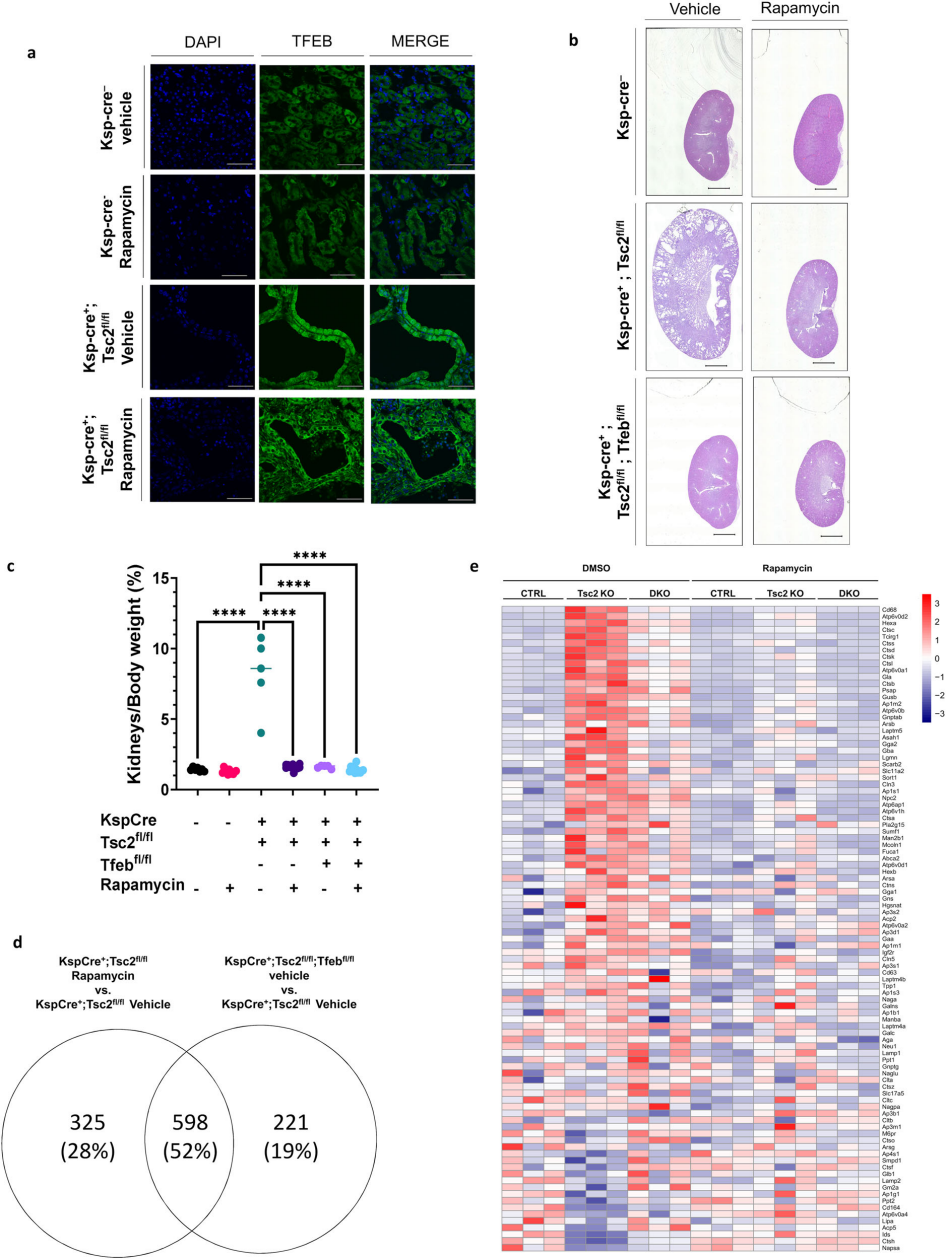
The effect of Rapamycin in TSC is mediated by TFEB. **a** Immunofluorescent analysis of TFEB localization in kidney sections from the indicated genotypes treated with vehicle control or Rapamycin (1 mg/kg 3 times a week) for 1 week beginning at P43 and harvested at P50 (total of 3 injections). Scale bar = 50 μm. **b** Representative images of H&E-stained kidneys from the indicated genotypes at P50 treated with vehicle control or Rapamycin (1 mg/kg 3 times a week) every other day for 25 days (total of 11 injections), scale bar = 2 mm. (*Cre*-negative vehicle-treated mice, *n* = 45; *Cre*-negative Rapamycin treated mice, *n* = 11; *Cre*-expressing *Tsc2*^*fl/fl*^ vehicle-treated mice, *n* = 5; *Cre*-expressing *Tsc2*^*fl/fl*^ Rapamycin treated mice, *n* = 11; *Cre*-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ vehicle-treated mice, *n* = 5; *Cre*-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ Rapamycin treated mice, *n* = 12). **c** Kidneys to body weight ratios from the indicated genotypes treated as in (**b**). **d** Venn diagram showing overlap of statistically significant genes increased by *Tsc2* KO and decreased by Rapamycin treatment (as in b) or decreased by combined *Tsc2/Tfeb* KO in *KspCre*^*+*^ kidneys using RNA sequencing. **e** Heatmap of KEGG Lysosome gene expression in kidneys of Ctrl, *Tsc2* KO, or *Tsc2/Tfeb* double KO mice treated with vehicle control or Rapamycin (as in (**b**)). Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, ****p < 0.0001. Source data are provided as a Source data file.

### TFEB regulates mTORC1 activation in TSC

To determine whether increased activity of TFEB contributes to mTORC1 hyperactivation in TSC, we monitored mTORC1 signaling in kidney-specific *Tsc2* KO and in *Tsc2/Tfeb* DKO mouse kidney lysates. As expected, phospho-levels of the mTORC1 substrates 4EBP1 and S6K were elevated in the *Tsc2* KO kidney lysates. Strikingly, the hyperphosphorylation of 4EBP1 (Thr37/46) and S6K (Thr389) was normalized upon genetic inactivation of *Tfeb* in *KspCre*^*+*^*; Tsc2*^*fl/fl*^ mice at P15 (before the onset of cysts) (Fig. 6a), at P50 (Fig. 6b) and at P90 (Fig. 6c). In addition, total levels of several key mTOR regulators were upregulated in the *Tsc2* KO kidney lysates and decreased in the DKO kidneys, including RagC and RagD at P15 (Fig. 6a and quantified in Supplementary Fig. 7a), RagC, RagD and Lamtor1 at P50 and P90 (Supplementary Fig. 7b, c). Levels of phospho-4EBP1 and total 4EBP1 were also elevated in the *Cagg-CreERT2*^*+*^ *Tsc2* KO kidneys and decreased in the DKO kidneys (Supplementary Fig. 7d).

**Fig. 6:**
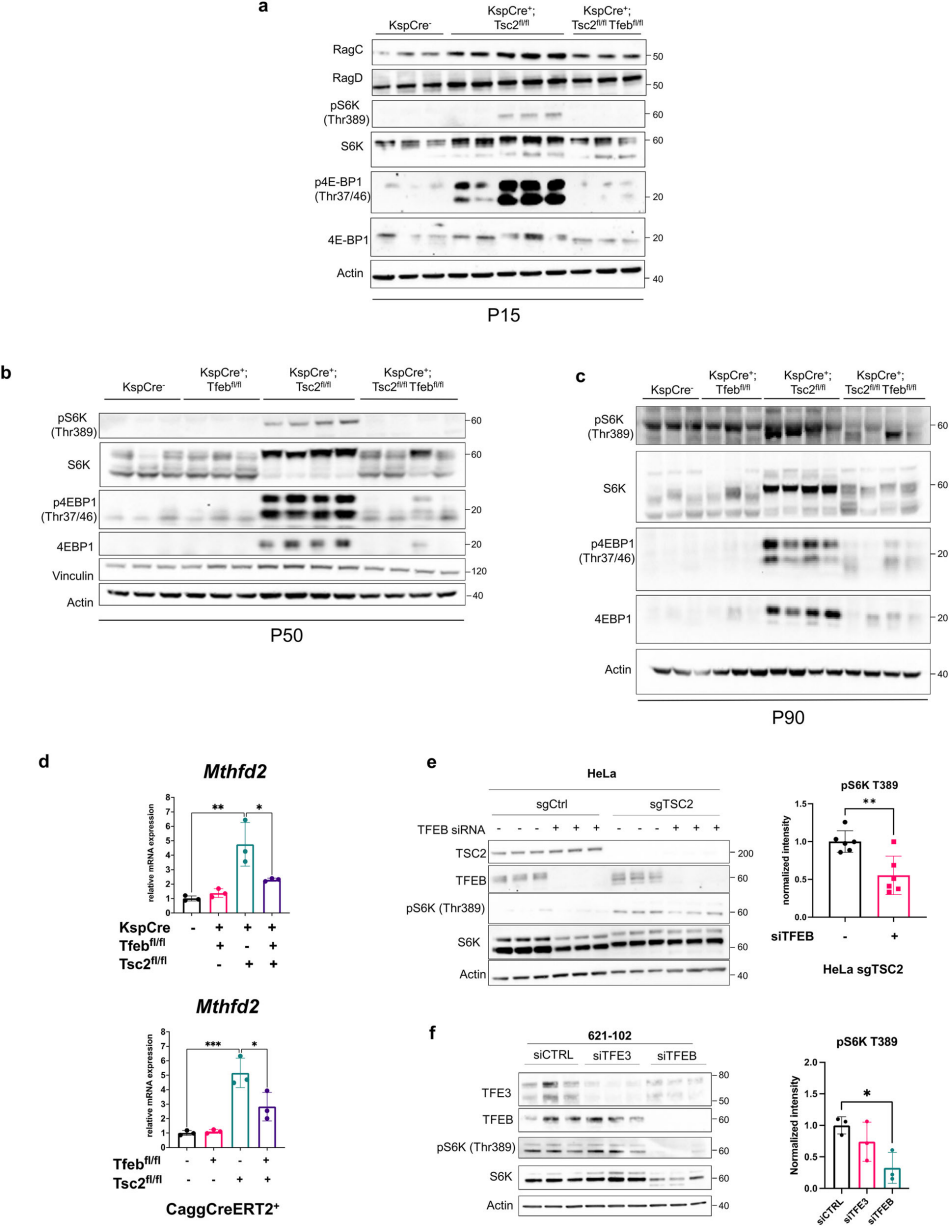
TFEB regulates mTORC1 activation in TSC. **a** Immunoblot analyses of whole kidney lysates from *KSP-Cre* mice of the indicated genotypes at P15 (*n* = 3 independent Cre-negative and Cre-expressing *Tsc2*^*fl/fl*^*; Tfeb*^*fl/fl*^ animals, *n* = 5 independent *Cre*-expressing *Tsc2*^*fl/fl*^ animals). Densitometry analysis of relative protein expression of RagC and RagD in immunoblots from a is quantified in Supplementary Fig. 7a. **b** Immunoblot analyses of whole kidney lysates from *KSP-Cre* mice (fasted overnight prior to harvest) of the indicated genotypes at P50 (*n* = 3 or 4 independent animals per genotype). **c** Immunoblot analyses of whole kidney lysates from mice of the indicated genotypes at P90 (*n* = 3 or 4 independent animals per genotype). **d**, qRT-PCR analysis of *Mthfd2* expression in *KspCre* and *CaggCreERT2*^*+*^ mice with loss of *Tsc2*, *Tfeb* or both at P50 and P30 respectively (*n* = 3 independent animals). **e** Representative immunoblotting of HeLa cells with control or *TSC2* knockout by Crispr-Cas9 transfected with Ctrl or *TFEB* siRNA for 72 h (*n* = 6 independent biological replicates). Phospho-S6K (T389) density relative to total S6K is quantified on the right (*p* = 0.0036). **f** Immunoblotting of *TSC2*-deficient 621-102 cells transfected with Ctrl, *TFEB* or *TFE3* siRNA for 72 h (*n* = 3 independent biological replicates). Phospho-S6K (T389) density relative to total S6K is quantified on the right (*p* = 0.00142). Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source data file.

To further examine whether TFEB regulates mTORC1 activity in TSC, we analyzed expression of *Mthfd2* (methylenetetrahydrofolate dehydrogenase 2) in the mouse kidneys. *Mthfd2* was shown by Brendan Manning’s laboratory to be strongly associated with mTORC1 activity^40^. *Mthfd2* was increased 4.5–5 fold in both *Ksp-Cre* and *CAGG-Cre* kidneys (Fig. 6d) and decreased by more than 50% in the double KO kidneys, consistent with a TFEB-dependent mTORC1 hyperactivation.

To determine whether similar effects of TFEB on mTORC1 activity occur in vitro, TFEB was downregulated in HeLa cells with Crispr knockout of *TSC2* and phosphorylation of S6K at Thr389, the mTORC1 site, was monitored. In *TSC2*-deficient cells, siRNA silencing of *TFEB* decreased the ratio of phospho-S6K to total S6K by about 50% (Fig. 6e). Similarly, in *TSC2*-deficient 621-102 cells^41^, which are derived from a human angiomyolipoma, downregulation of *TFEB* decreased the phospho-S6K/total S6K ratio by 60%. Downregulation of *TFE3* in these cells did not significantly impact phospho-S6K (Fig. 6f). Together with the in vivo results, these data support a key role for TFEB in upregulating mTORC1 activity in TSC.

## Discussion

Our data reveal for the first time that TFEB is the critical driver of renal disease in two mouse models of TSC. Both total body tamoxifen-inducible *Cagg-Cre* and kidney epithelium-specific *KSP-Cre* models of *Tsc2* inactivation exhibit significant cystic kidney disease burden, decreased body weight and decreased survival. Remarkably, inactivation of *Tfeb* almost completely prevented TSC-associated kidney cystic disease, decreased mTORC1 signaling and partially “normalized” TSC-dependent transcriptional changes in both mouse models.

Several lines of complementary evidence support TFEB-dependent regulation of mTORC1 activity in TSC. First, levels of phospho-4EBP1 and phospho-S6K are increased in *Tsc2* KO kidneys and decreased in the *Tsc2/Tfeb* double KO kidneys. Similarly, levels of *Mthfd2*, an established marker of mTORC1 activity, are increased 4.5-5-fold in *Tsc2* KO kidneys and decreased in the *Tsc2/Tfeb* double KO kidneys. Lysosomal proteins critical for mTOR activity (RagC, RagD, and LAMTOR1, as shown in Fig. 6 and Supplementary Fig. 7) are upregulated in the *Tsc2* KO kidneys and their levels are decreased in the double KO kidneys. Our results complement those of Bonucci et al.^42^. who found that knockout of S6K partially reversed kidney pathology in a model of TSC. We hypothesize that knockout of TFEB has a stronger impact than knockout of S6K because knockout of TFEB decreases the phosphorylation of multiple mTORC1 substrates, including S6K.

Lysosome number is also increased in *Tsc2*-deficient kidneys in a TFEB-dependent manner. Lysosomes are critical signaling hubs for mTOR signaling and one possibility is that increased lysosomal mass in *TSC*-deficient cells provides more docking surface for mTORC1. We observed consistent but milder effects of TFEB downregulation on mTORC1 activity in our *TSC*-deficient cell lines. The reasons for the differences between the in vivo and in vitro results remain unclear, in vivo factors such as the immune microenvironment (which is increasingly recognized as a component of tumorigenesis in TSC^43,44^) or nutrient/oxygen availability may be involved.

The mouse models of *Tsc2* inactivation presented here do not replicate the typical genetic mechanisms of kidney disease in human TSC, in which a germline “first hit” mutation is followed by a stochastic “second hit” mutation, but they clearly indicate that in the mouse kidney, TFEB plays a critical role in TSC-associated pathology. The other members of the TFEB family (TFE3, MITF, and TFEC) may impact TSC-associated kidney disease and other manifestations of TSC, via similar mechanisms. Indeed, MITF is considered a hallmark gene of lymphangioleiomyomatosis (LAM) and angiomyolipomas in TSC^44,45^, based on upregulation of genes that are known transcriptional targets of MITF/TFE3/TFEB/TFEC including MelanA and Cathepsin K^46,47^.

Our data presented here support and contribute to the understanding of a distinction between the canonical substrates of mTORC1 (including S6K and 4EBP1) and the non-canonical substrates (including TFEB and TFE3)^20,21,48^. In TSC, the mTORC1 canonical substrates are hyperphosphorylated and the non-canonical substrates are, surprisingly, hypophosphorylated, leading to increased nuclear TFEB/TFE3. Recently, a cryo electron microscopy structure of the lysosomal TFEB-mTORC1-Rag-Ragulator megacomplex was published, revealing the structural basis of the differentiation between canonical and non-canonical mTOR substrates^49^. Whether the clinical manifestations of human TSC are primarily the result of hyperactivity of the canonical substrates or hyperactivity of the non-canonical substrates remains an open question, but it is clear that in the murine kidney, the non-canonical substrate TFEB predominates^50^.

Currently, the only approved therapy for TSC-associated renal disease is mTORC1 inhibition with Everolimus (a Rapamycin derivative), which can be associated with serious and potentially life-threatening adverse effects^36,51^, often requiring dose reductions or treatment breaks. We found that Rapamycin treatment and Rheb knockdown, both of which inhibit mTORC1-dependent phosphorylation of its canonical substrates, paradoxically increase phosphorylation of TFEB at S211, an mTORC1 site, leading to decreased nuclear TFEB and decreased TFEB activity in *TSC*-deficient cells. The mechanisms underlying the unexpected Rapamycin and Rheb downregulation-induced nuclear exclusion and increase in TFEB phosphorylation remain unclear. We hypothesize that in TSC, mTORC1 inhibition may impair the FLCN-RagC axis and/or lead to a conformational change in mTORC1, resulting in increased phosphorylation and nuclear exclusion of TFEB.

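In KspCre kidneys, the 1384 genes decreased by rapamycin in Tsc2 KO mice included 761 that were also decreased by loss of Tfeb. This is 55.0% (Wilson 95% confidence interval 52.4 to 57.6%). It was 42.2% without DKO vehicle 3 and 64.9% without Tsc2 KO rapamycin 2. Across the settings tried it ran from 51.5% (FPKM of 5 in every library) to 66.9% (Xist as a covariate). All these mice are female, so that covariate does not stand for sex. Both comparisons share the Tsc2 KO vehicle libraries, and the correlation of their log2 fold changes across genes was 0.673 against a median of 0.186 in simulations with unchanged DKO libraries.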

Our data suggest that the therapeutic benefit of Rapamycin in TSC occurs at least partially via TFEB, since mTORC1 inhibition moves TFEB out of the nucleus in *TSC2*-deficient cells, in vitro and in vivo, and more than 50% of the genes that are downregulated by Rapamycin treatment of *Tsc2*-deficient kidneys are also decreased by knockout of TFEB. Future experiments comparing Rapamycin and Torin1 treatment could help to further dissect the canonical versus non-canonical substrate predominance in our mouse models of TSC. In *TSC*-deficient cells, we have shown that Rapamycin inhibits both canonical and non-canonical substrates, by moving TFEB/TFE3 out of the nucleus. In contrast, Torin1 inhibits only the canonical substrates, since TFEB remains nuclear upon Torin1 treatment.

The evidence that kidney-specific knockout of TFEB has no detectable effects on kidney physiology (Figs. 1, 2) suggests that targeting TFEB could represent an alternative and potentially safer therapeutic strategy for TSC-associated renal disease, and potentially for other TSC-associated manifestations.

In summary, we have discovered that TFEB plays a fundamental role in the development of kidney disease downstream of *Tsc2* knockdown in two distinct mouse models of TSC. The TSC complex is an established negative modulator of mTORC1 signaling, and mTORC1 hyperactivation is the widely accepted hallmark of TSC-associated tumors. For 20 years, it has been believed that hyperactivation of Rheb upon loss of *TSC1* or *TSC2* is solely responsible for mTORC1 hyperactivity in TSC. Our data support a paradigm-shifting model in which TFEB, through the Rag GTPases, is also required for mTORC1 activation in *TSC2*-deficient cell lines and genetically engineered mouse models of TSC.

## Methods

All performed experiments complied with Brigham and Women’s Hospital Chemical and Biological safety and Animal Care and Use Committee regulations.

### Cell culture

HeLa cells and HEK293T cells were purchased from ATCC. Hela TFEB-GFP cells were developed by the Shawn Ferguson lab^23^. 621-102 and 621-103 cells were developed and characterized previously^41^. All cells were grown in Dulbecco’s Modified Eagle Medium (DMEM, Gibco/Thermo Fisher Scientific, USA) supplemented with 10% fetal bovine serum with 1% penicillin/streptomycin. Rapamycin and Torin1 were purchased from LC Laboratories.

### Generation of HeLa TSC2 CRISPR knock-out line

HeLa cells (ATCC CCL-2) with knockout of the *TSC2* gene were generated by using the CRISPR/Cas9 system. The gRNA for the *TSC2* gene (CCAACGAAGACCTTCACGAA) was selected using the http://crispor.tefor.net/crispor.py online tool. HeLa cells were electroporated with the gRNA and the CAS9 protein (*HiFi Cas9 Nuclease V3 IDT cat# 1081060*) using the Amaxa system (*kit Cat No VCA-1003 from Lonza)*. Cells were FACS sorted into 96 well plates to obtain single cell-derived colonies carrying the INDEL mutations. Upon genomic DNA extraction, the genomic sequence containing the targeted region were amplified by PCR reaction with the specific primers: hTSC2up=TGCTGATCCTGTGGCTTTTG and hTSC2down=CCAGAGAAACCTCCAACCCA. PCR products were analyzed by DNA Sanger sequencing and clones carrying the homozygous deletion introducing a PSC were selected, expanded, and validated by western blot. *Tsc2* KO HeLa cells used in Fig. 6e were described previously^25^.

### Generation of HEK293T TSC2 CRISPR knock-out line

Non-targeting control gRNA and *TSC2* gRNA plasmids were designed using the pRP_gRNA_Cas9 plasmid backbone from Vector Builder. The expression of small guide RNAs and mCherry-tagged human codon-optimized Cas9 from Streptococcus pyogenes was driven by U6 and modified chicken beta-actin (CBh) promoters respectively. Both non-targeting control and *TSC2* CRISPR plasmids included 2 small guide RNAs (GTGTAGTTCGACCATTCGTG and GTTCAGGATCACGTTACCGC for non-targeting control; TCCTTGCGATGTACTCGTCG and GACCCGGTCGTTACTAGGCC for *TSC2*). Plasmids were transiently expressed in HEK293T cells using Fugene 6 (Promega, USA) for 48 h and single-cell sorted for mCherry on 96-well plates. Single clones were isolated and *TSC2* knockout was verified by immunoblotting.

### siRNA transfection

siRNA transfections were performed using Lipofectamine RNAiMax (ThermoFisher, 13778150). The following Silencer Select siRNA reagents from ThermoFisher were used: *Tsc2* (s502596), *Tsc2* (s533034), *Tsc1* (s526384), *Rheb* (s12019), *RRagC* (s34476), *Tfeb* (s15497), *Tfe3* (s14030), and non-targeting control (4390844). in Fig. 3d, siRNA for *Rheb* (#14267) was from Cell Signaling and the non-targeting siRNA Pool (D-001810-10-05) was from Dharmacon.

### Live imaging

Hela-TFEB-GFP cells were plated onto 35 mm glass bottom dishes (Mattek, USA). Images were captured using an Olympus Fluoview FV10i confocal microscope.

### Immunofluorescence

Cells were plated onto 35 mm glass bottom dishes, fixed with 2% paraformaldehyde (PFA) for 15 min, permeabilized with 0.1% Triton X-100 for 5 min and washed three times with PBS. Cells were then blocked for 30 min in 1% BSA and incubated with primary antibodies: anti-GFP (1:1000) (ab13970, Abcam, USA) and anti-HA-tag (1:1000) (3724, Cell Signaling Technology, USA) in blocking buffer (1% BSA) for 1 h. Cells were then washed with PBS and stained with secondary antibody (1:1000 dilution) anti-Rabbit Alexa Fluor Green 488 and Red 568 (Life Technologies/ThermoFisher) in blocking buffer and kept in the dark for 1 h. DAPI (4’, 6-diamidino-2-phenylindole) (Sigma-Aldrich, USA) was used to visualize nuclei. Cells were washed again with PBS and mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories, USA). Images were captured using an Olympus Fluoview FV10i confocal microscope. Confocal images were analyzed for percentage of nuclear localization using ImageJ as previously described^25^ or by manual quantification in a blinded fashion.

To detect endogenous TFEB, TFE3, and LAMP1 the following antibodies were used: TFEB (1:200) (Cell Signaling cat. 4240), TFE3 (1:200) (Cell Signaling cat. 14779) and LAMP1 (H4A3) (1:500) (Santa Cruz cat. 20011). Cells were fixed in 4% PFA for 15 min and permeabilized with 0.1% Triton X-100 for 5 min. Blocking was performed with 3% bovine serum albumin in PBS + 0.02% saponin for 1 h at RT. Cells were incubated with the indicated primary antibodies overnight and then with secondary antibodies for 1 h (AlexaFluor 488, 1:500, Thermo Fisher). For confocal imaging, the samples were examined under a Zeiss LSM 800 confocal microscope. Optical sections were obtained under a ×63 immersion objective.

### Protein extraction and western blot analysis

Cells were washed with ice-cold PBS, scraped, and lysed on ice with 1X RIPA buffer. Lysates were normalized by concentration and resolved on 4-12% Bis-Tris gel. The following antibodies were used at 1:1000 dilution and purchased from Cell Signaling Technology unless otherwise indicated: b-actin (Sigma-Aldrich, A5316), b-actin (1:5000) (Sigma-Aldrich, A2066), b-actin (4970), Vinculin (4650), GFP (1:5000) (Abcam, ab13970), phosphorylated S6 ribosomal protein (pS6 Ser 235/236) (2211), total S6 ribosomal protein (TS6) (2217), TSC2 (4308), mouse-specific TFEB (32361), human-specific TFEB (37785), TFE3 (14779), FLCN (3697), phosphorylated TFEB S211 (37681), RagC (9480), RagD (Abcam, ab1877679), LAMTOR1 (8975), Rheb (13879), phosphorylated p70 S6 Kinase (pS6K Thr389) (9234), p70 S6 Kinase (2708), 4EBP1 (9644), and phosphorylated 4EBP1 (p4EBP1 Thr37/46) (2855). The relative protein expression was quantified using ImageJ software in 3 biological replicates.

### Plasmids

The following plasmids from Addgene were used: CI RagA (pRK5 HA-RagA T21N) #99711, CI RagC (pRK5 HA-RagC Q120L) #99720 and pEGFP-N1-TFEB (Addgene #38119). TFEB-GFP wild-type and delta30 mutants were developed by Dr. Shawn Ferguson^23^. The GPNMB reporter activity plasmid was previously described^25^. Plasmids were expressed using Fugene6 reagent (Promega) for immunofluorescence or Lipofectamine 3000 (Invitrogen) for immunoblotting.

### Animal studies

Animal studies were approved by the Brigham and Women’s Hospital Animal Care and Use Committee. All mice were maintained in a C57BL/6 strain background and housed in an animal facility with 12 h light/12 h dark cycle at 72 °F and 40% humidity with ad libitum access to food and water unless otherwise specified. Mice were maintained on irradiated PicoLab Rodent Diet 20 (5053). The *Tfeb*^*fl/fl*^ mice were developed by Andrea Ballabio^24^. *Tsc2*^*fl/fl*^, *CaggCreERT2*, and *KspCre (Cadh16Cre)* mice were acquired from Jackson Laboratories. Recombination in *CaggCreERT2* mice was achieved by intraperitoneal Tamoxifen injection (62.5 μg/g of body weight) in lactating mothers at day 1, 2 and 3 postpartum. Rapamycin (1 mg/kg of body weight) was administered intraperitoneally every other day from day 25 to day 50 (11 injections) or from day 43 to day 50 (3 injections). Blood for Blood Urea Nitrogen (BUN) measurements was collected from P50 mice by heart puncture. Serum was separated from the blood by centrifugation in EDTA-containing tubes (BD Microtainer) and then frozen at −80C. BUN measurements were done by VRL Animal Health Diagnostics (Maryland, USA).

### Mouse kidney immunofluorescence

Mice were perfused with 4% paraformaldehyde in PBS by cardiac puncture. Optimal Cutting Temperature compound (OCT)-embedded kidney sections were permeabilized with 0.5% Triton X-100 for 5 min and washed three times with PBS. Sections were then blocked for 30 min in 1% BSA and incubated with primary antibody TFEB (1:50 dilution) (Bethyl Laboratories, A303-673A), in blocking buffer (1% BSA) overnight. Sections were then washed three times with PBS and stained with secondary antibody (1:1000 dilution) anti-Rabbit Alexa Fluor Green 488 (Life Technologies/ThermoFisher), in blocking buffer (1% BSA) and kept in the dark for 1 h. DAPI (4′, 6-diamidino-2-phenylindole) (Sigma-Aldrich) was used to visualize nuclei. Sections were washed again three times with PBS and mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories).

### Electron microscopy

Kidney specimens were fixed in 2% glutaraldehyde/2% paraformaldehyde in 0.1 M phosphate buffer for 3 h at 4 °C, postfixed in 1% osmium tetroxide in the same buffer solution, dehydrated in graded alcohols, and embedded in an Epon-Araldite mixture. Thin sections were stained with lead citrate and examined with a CM10 transmission electron microscope. Ten random images were utilized for lysosome quantitation.

### mRNA extraction, real-time PCR, and RNA-sequencing

mRNA from flash frozen mouse kidneys or cultured human cells was isolated using the RNeasy MiniKit (Qiagen). cDNA was generated using the high capacity reverse transcription kit (4368814, Thermo Fisher). Real-time PCR was conducted using the StepOne Plus Realtime PCR Machine (Applied Biosystems) with TaqMan Real-Time PCR Master Mix (Thermo Fisher Scientific). Gene expression was measured relative to mouse *b-actin* (4351315) or human *b-actin* (4325788). The delta delta Ct (ΔΔCt) method was used to calculate fold change differences. Human and mouse-specific TaqMan real-time PCR assays (Thermo Fisher Scientific) with optimized probe/primer sets were used for *Tfeb* (Mm00448968_m1), *Tsc2* (Mm00442004_m1), *Gpnmb* (Mm01328587_m1), *Mthfd2* (Mm00485276_m1). RNA-sequencing: library preparation and sequencing were performed by Novogene (Sacramento, CA, USA). Differentially expressed genes were defined as having FPKM values of at least 5 and adjusted *p* values of 0.05 or lower.

### Statistical analyses and reproducibility

All quantitative, normally distributed data were analyzed for statistical significance using a Student’s unpaired *t*-test, or one-way ANOVA and Tukey’s post-hoc tests when comparing more than two groups relative to a single factor, or two-way ANOVA and Sidak’s post-hoc tests when comparing more than two groups relative to more than one factor. GraphPad Prism Software (www.graphpad.com) was used. Log-rank test was used for the survival analysis.

All experiments have been repeated independently at least three times.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All RNA sequencing data generated in this study have been deposited to Gene Expression Omnibus (GEO) under accession code GSE244072 and are freely accessible. Source data are provided with this paper in a Source Data file. Uncropped western blots for data in Main and Supplementary Figures are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: TFEB drives mTORC1 hyperactivation and kidney disease in Tuberous Sclerosis Complex
**Source:** Nat Commun. 2024 Jan 9;15:406. doi: 10.1038/s41467-023-44229-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **TFEB drives mTORC1 hyperactivation and kidney disease in Tuberous Sclerosis Complex**

Supplementary Figure 1

a

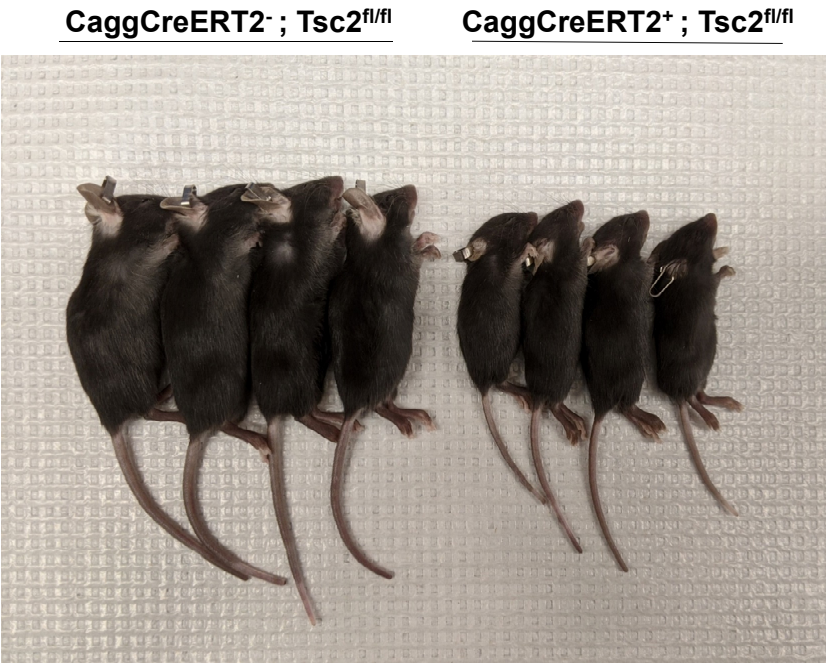

b

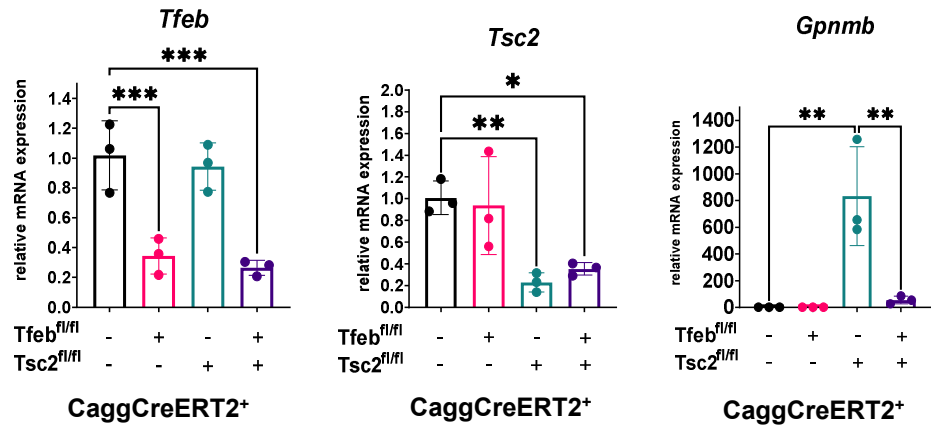

c

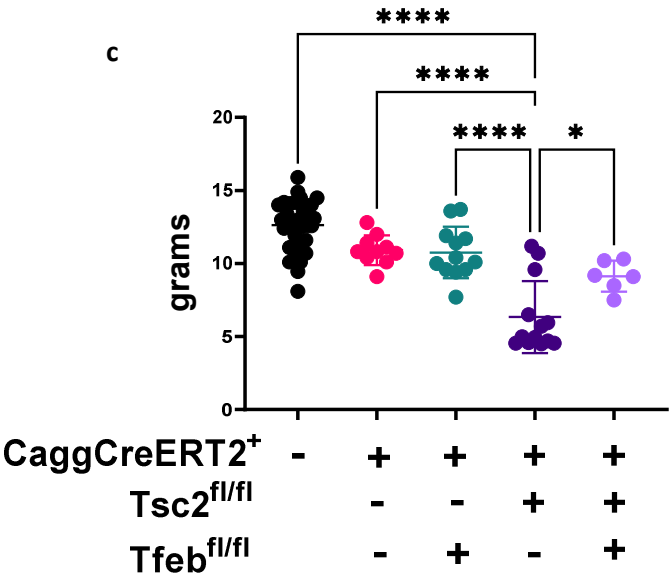

d

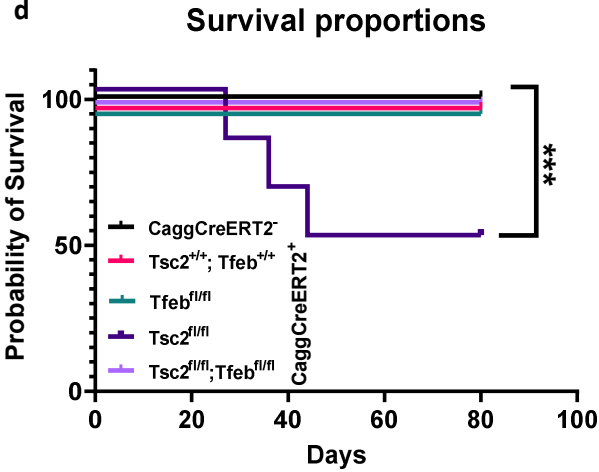

**Supplementary Figure 1: TFEB knockout rescues renal pathology in a global inducible model of TSC**

**a**, Whole-body image of tamoxifen treated *CaggCreERT2<sup>-/-</sup>; Tsc2<sup>fl/fl</sup>* (Ctrl) and *CaggCreERT2<sup>+</sup>; Tsc2<sup>fl/fl</sup>* (*Tsc2* KO) mice at P30. **b**, qRT-PCR analysis of *Tsc2*, *Tfeb* and *Gpnmb* expression in tamoxifen-induced *CaggCreERT2<sup>+</sup>* kidneys with loss of *Tsc2*, *Tfeb* or both (n = 3 independent animals). **c**, Body weight of mice from the indicated genotypes at P30 (*Cre*-negative mice, n = 35; *Cre*-expressing mice, n = 10; *Cre*-expressing *Tfeb<sup>fl/f</sup>* mice, n = 12; *Cre*-expressing *Tsc2<sup>fl/fl</sup>* mice, n = 18; *Cre*-expressing *Tsc2<sup>fl/fl</sup>; Tfeb<sup>fl/fl</sup>* mice, n = 6). **d**, Kaplan-Meier survival curve for mice of the indicated genotypes (p = 0.0003). Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Source data are provided as a Source data file.

Supplementary Figure 2

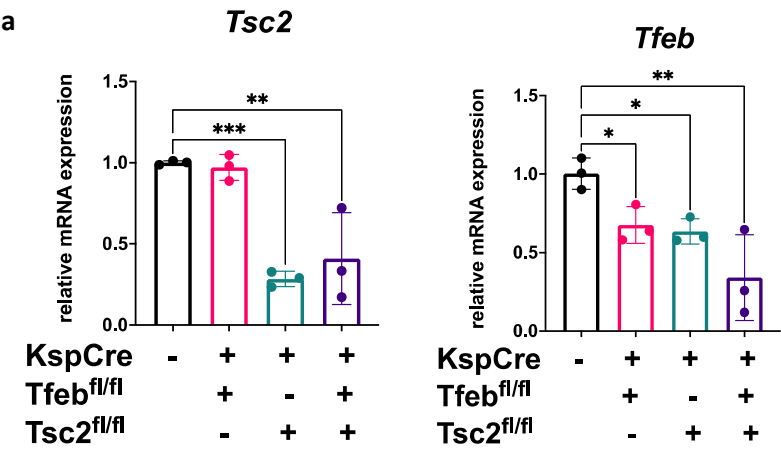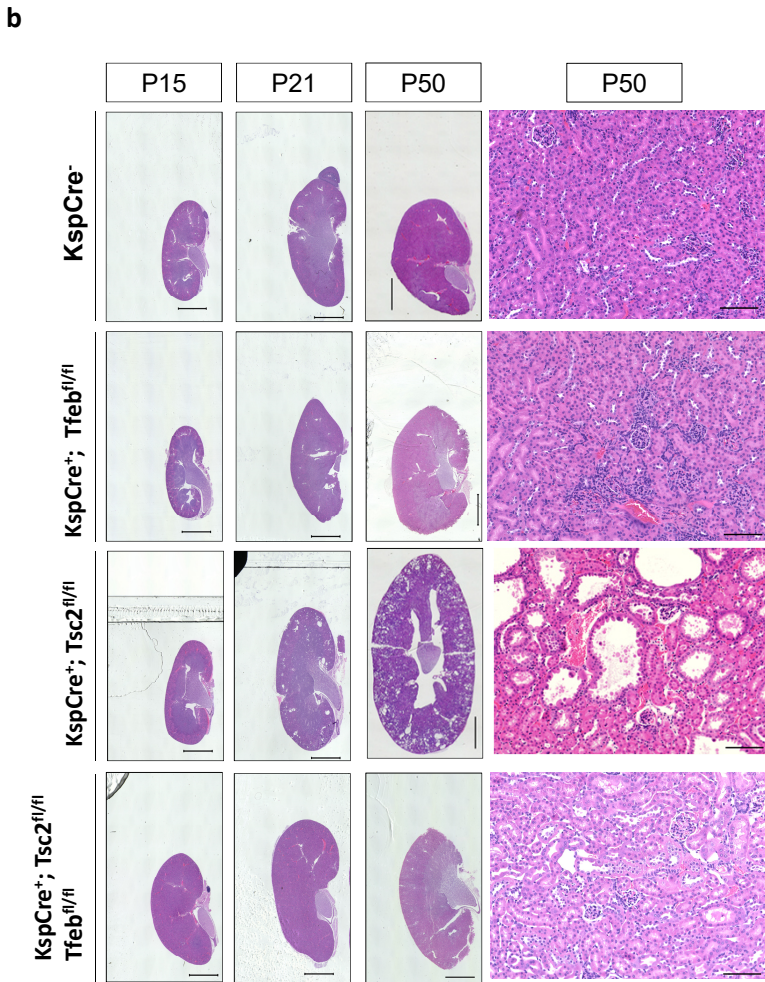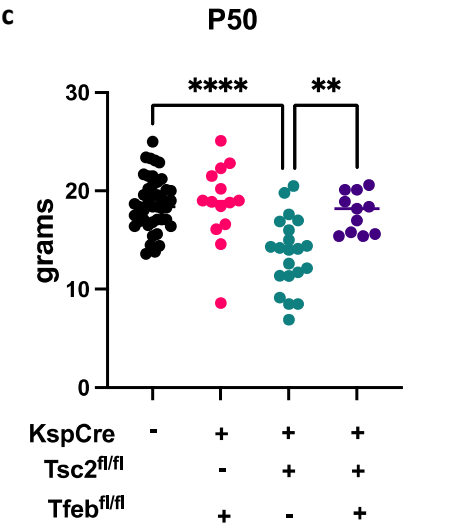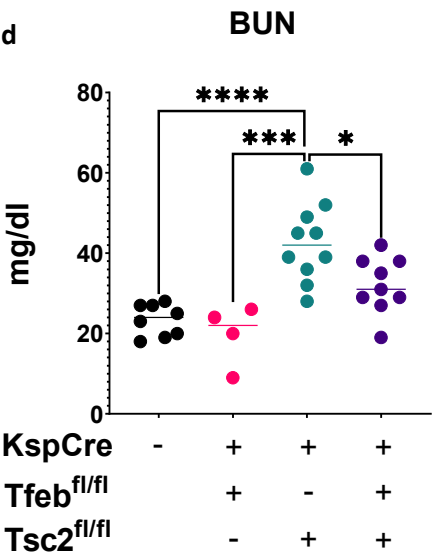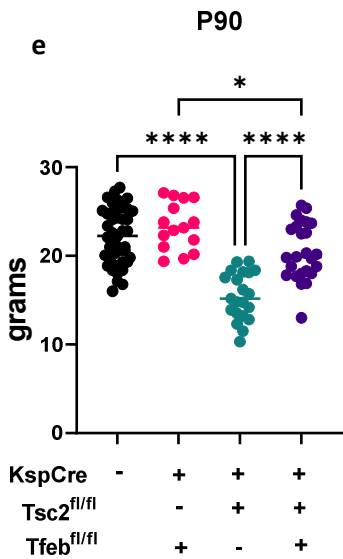

**Supplementary Figure 2: TFEB knockout rescues renal function and lysosome number in kidney-specific *Tsc2* knockout mice**

**a**, qRT-PCR analysis of *Tsc2* and *Tfeb* expression in *KspCre* mice from the indicated genotypes (n = 3 independent animals). **b**, Images of H&E-stained kidneys from the indicated genotypes at P15, P21 and P50. Scale bar = 2mm. Right column: higher magnification (20X) at P50. Scale bar = 100um. **c**, Body weight from the indicated genotypes at P50 (*Cre*-negative mice, n = 41; *Cre*-expressing *Tfeb<sup>fl/f</sup>* mice, n = 14; *Cre*-expressing *Tsc2<sup>fl/fl</sup>* mice, n = 21; *Cre*-expressing *Tsc2<sup>fl/fl</sup>; Tfeb<sup>fl/fl</sup>* mice, n = 11). **d**, Blood urea nitrogen (BUN) levels of the indicated genotypes at P50 (*Cre*-negative mice, n = 8; *Cre*-expressing *Tfeb<sup>fl/f</sup>* mice, n = 4; *Cre*-expressing *Tsc2<sup>fl/fl</sup>* mice, n = 10; *Cre*-expressing *Tsc2<sup>fl/fl</sup>; Tfeb<sup>fl/fl</sup>* mice, n = 9). **e**, Body weight from the indicated genotypes at P90 (*Cre*-negative mice, n = 45; *Cre*-expressing *Tfeb<sup>fl/f</sup>* mice, n = 15; *Cre*-expressing *Tsc2<sup>fl/fl</sup>* mice, n = 21; *Cre*-expressing *Tsc2<sup>fl/fl</sup>; Tfeb<sup>fl/fl</sup>* mice, n = 25). Data are presented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Source data are provided as a Source data file.

## Supplementary Figure 3

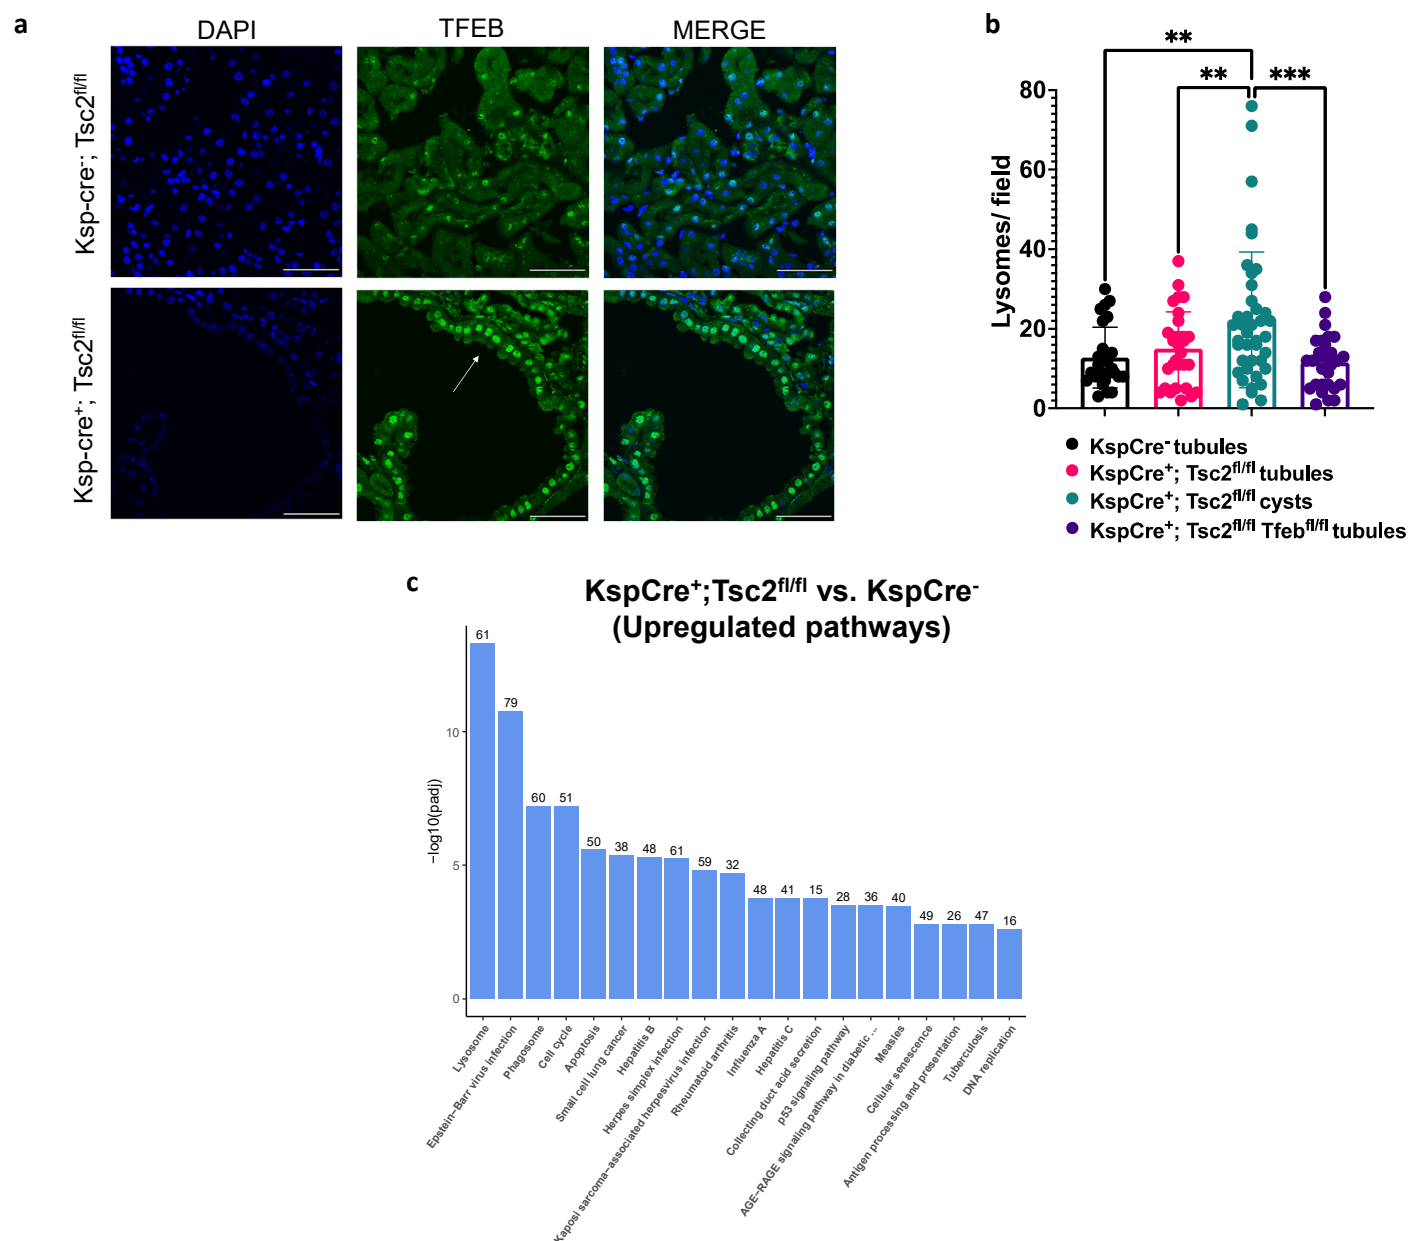

### Supplementary Figure 3: TFEB knockout rescues lysosome number in kidney-specific *Tsc2* knockout mice

**a**, Immunofluorescent analysis of TFEB localization in kidney sections from the indicated genotypes at P50. White arrow indicates cyst lining cells with nuclear TFEB. Scale bar = 50um. **b**, Transmission electron microscopy (TEM) analysis of lysosome number in cyst lining cells in *Tsc2* KO compared with normal appearing tubule cells in *Tsc2* KO, normal tubule cells in *Tfeb* KO and normal tubule cells in *Tsc2* KO/*Tfeb* KO mice. Each dot represent the number of lysosomes/ field of observation ( $n \geq 300$  lysosomes quantified in 30-40 random fields in 3 independent *Cre*-negative and *Cre*-expressing *Tsc2<sup>fl/fl</sup>*; *Tfeb<sup>fl/fl</sup>* animals and 4 *Cre*-expressing *Tsc2<sup>fl/fl</sup>* animals). **c**, KEGG enrichment analysis of upregulated pathways in *KspCre<sup>+</sup>*; *Tsc2<sup>fl/fl</sup>* mouse kidneys vs control (*KspCre<sup>-</sup>*). Graphs are presented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . Source data are provided as a Source data file.

Supplementary Figure 4

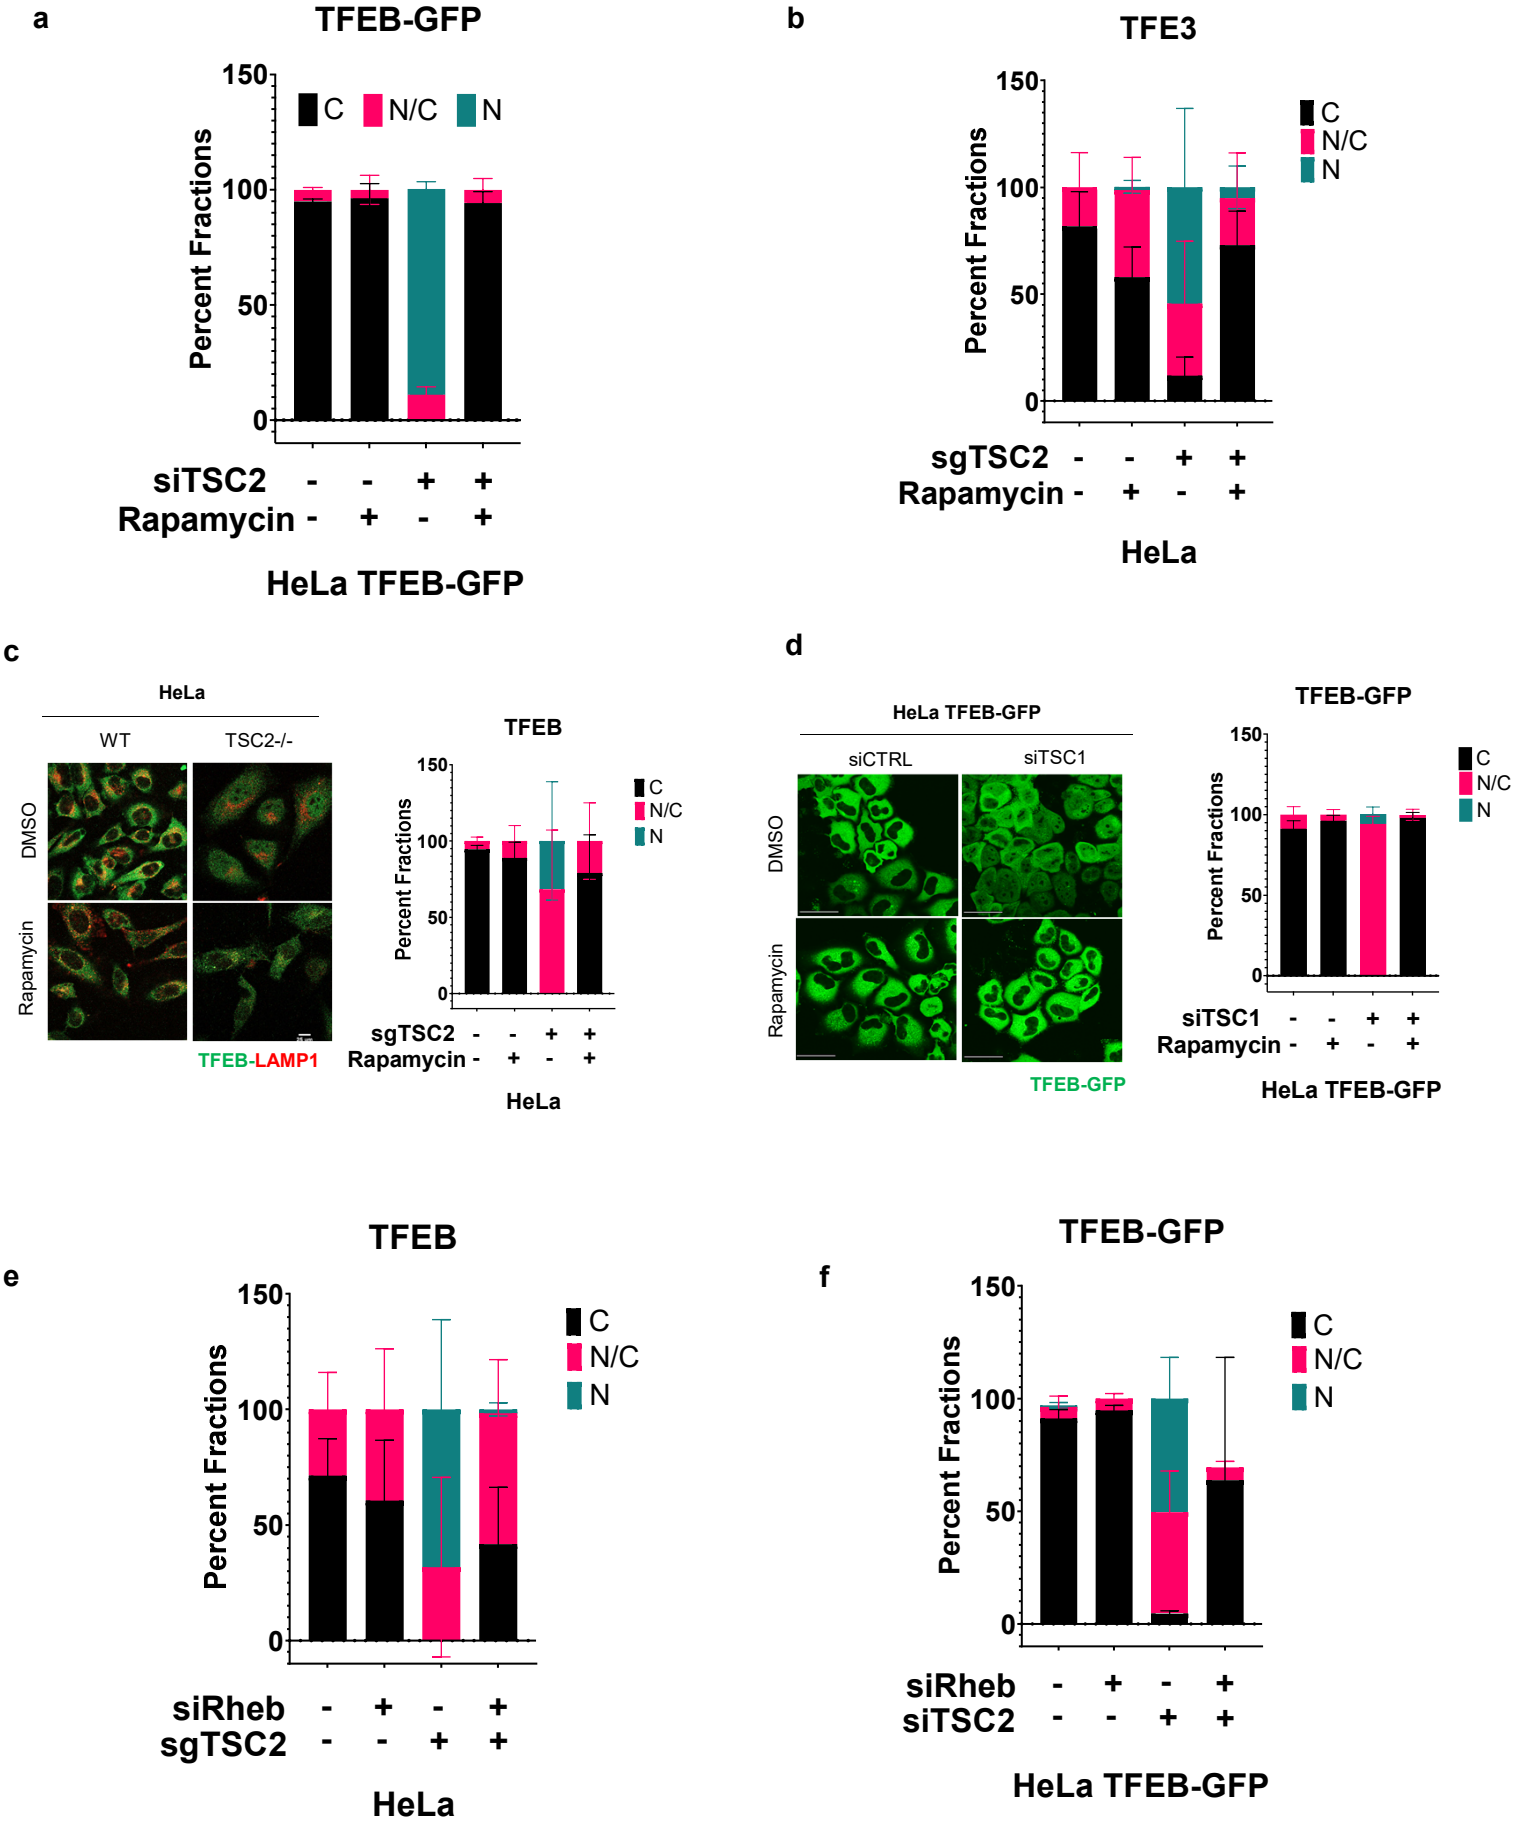

#### **Supplementary Figure 4: Rapamycin treatment induces cytoplasmic localization in *TSC2*-deficient HeLa cells**

**a**, Quantification of cytoplasmic/nuclear localization of TFEB-GFP for experiment in Fig. 3a ( $n \geq 37$  cells quantified on 3 independent images for each condition). **b**, Quantification of cytoplasmic/nuclear localization of TFE3 for experiment in Fig. 3b ( $n \geq 27$  cells quantified on 3 independent images for each condition). **c**, HeLa cells with control or *TSC2* knockout by Crispr-Cas9 were treated with DMSO or 50nM Rapamycin for 2 h, stained for TFEB and LAMP1 and visualized with confocal microscopy. Scale bar = 25um. Cytoplasmic/nuclear localization of TFEB is quantified on the right ( $n \geq 27$  cells quantified on 3 independent images for each condition). **d**, HeLa TFEB-GFP cells transfected with *Ctrl* or *TSC1* siRNA for 72 h were treated with DMSO or 20 nM Rapamycin for 24 h and visualized with confocal live imaging. Scale bar = 50um. Cytoplasmic/nuclear localization of TFEB-GFP is quantified on the right ( $n \geq 62$  cells quantified on 3 independent images for each condition). **e**, Quantification of cytoplasmic/nuclear localization of TFEB for experiment in Fig. 3d ( $n \geq 34$  cells quantified on 3 independent images for each condition). **f**, Quantification of cytoplasmic/nuclear localization of TFEB-GFP for experiment in Fig. 3e. C: cytoplasmic, N/C: nuclear/cytoplasmic, N: nuclear ( $n \geq 120$  cells quantified on 3 independent images for each condition). Data are presented as mean  $\pm$  SD. Source data are provided as a Source data file.

### Supplementary Figure 5

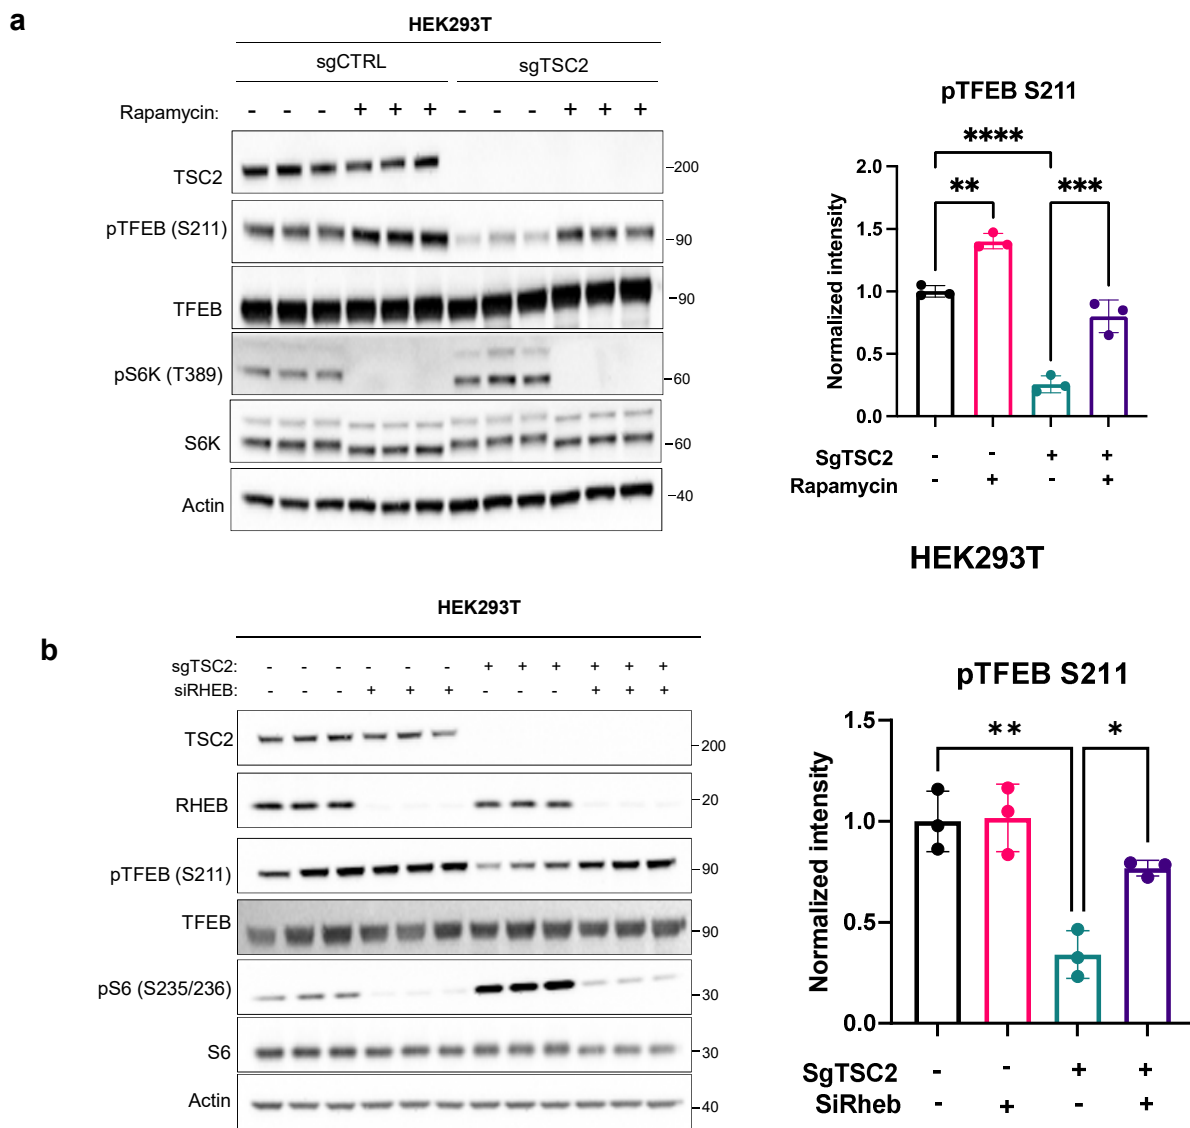

**Supplementary Figure 5: Rapamycin treatment or downregulation of *RHEB* induces cytoplasmic localization in *TSC2*-deficient HEK293T cells**

**a**, Representative immunoblotting of HEK293T cells with Crispr-Cas9 inactivation of *TSC2* (sg*TSC2*) or control cells (sg*Ctrl*) overexpressing TFEB-GFP and treated with 20nM Rapamycin or DMSO for 24 hr. Blot was analyzed by staining with the indicated antibodies, phospho-TFEB (S211) density relative to total TFEB is quantified on the right (n = 3 biological replicates). **b**, Representative immunoblotting of HEK293T cells with Crispr-Cas9 inactivation of *TSC2* (sg*TSC2*) or control cells (sg*Ctrl*) transfected with *Ctrl* or *RHEB* siRNA for 72 h. Blot was analyzed by staining with the indicated antibodies, phospho-TFEB (S211) density relative to total TFEB is quantified on the right (n = 3 biological replicates). Data are presented as mean ± SD. Statistical analyses were performed using one-way ANOVA, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Source data are provided as a Source data file.

Supplementary Figure 6

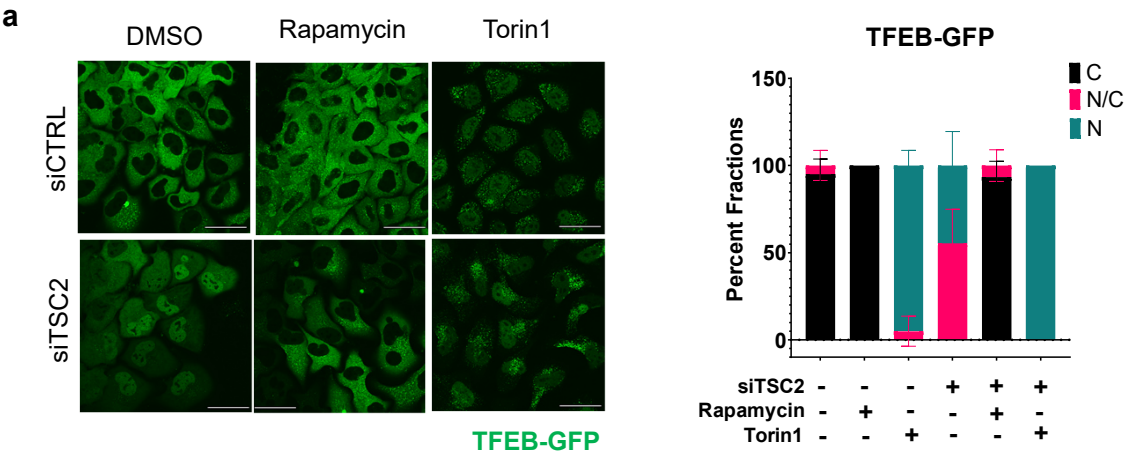

HeLa TFEB-GFP

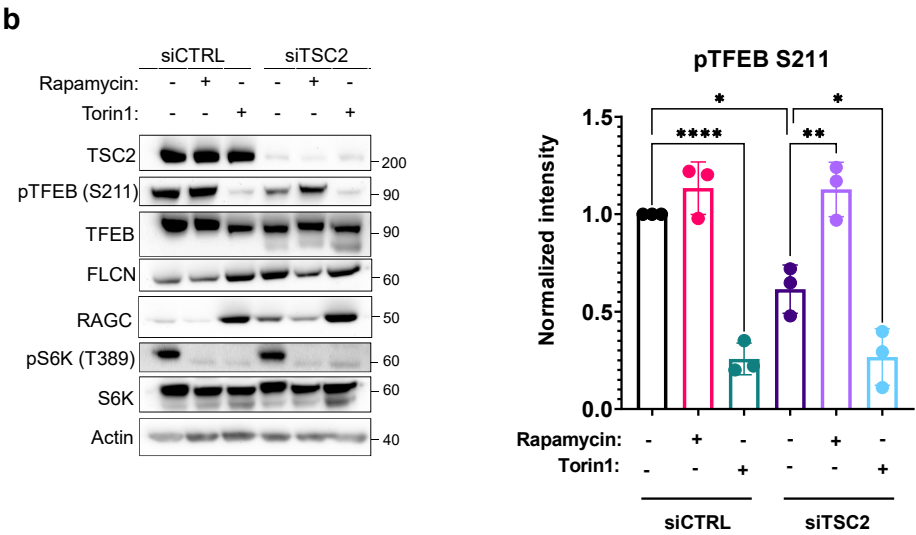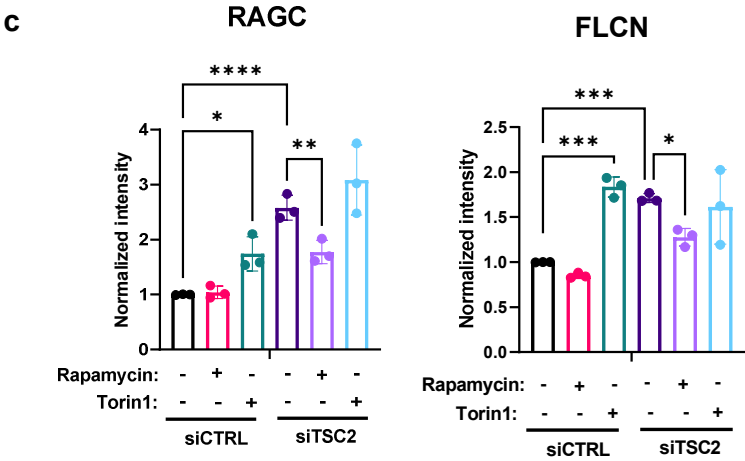

**Supplementary Figure 6: Differential effects of Rapamycin and Torin1 on TFEB nuclear localization and phosphorylation in *TSC2*-deficient cells**

**a**, HeLa TFEB-GFP cells transfected with *Ctrl* or *TSC2* siRNA for 72 h, treated with DMSO, 20 nM Rapamycin or 250nM Torin1 for 24 h and visualized with confocal live imaging. Scale bar = 50um. Cytoplasmic/nuclear localization of TFEB-GFP is quantified on the right. C: cytoplasmic, N/C: nuclear/cytoplasmic, N: nuclear ( $n \geq 50$  cells quantified on 3 independent images for each condition). **b**, Representative immunoblotting of HeLa TFEB-GFP treated as in a ( $n = 3$  biological replicates per condition). Blot was analyzed by staining with the indicated antibodies. Phospho-TFEB (S211) density relative to total TFEB is quantified below. **c**, Quantification of RAGC and FLCN protein density relative to actin in HeLa TFEB-GFP treated as in b. Data are presented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Source data are provided as a Source data file.

Supplementary Figure 7

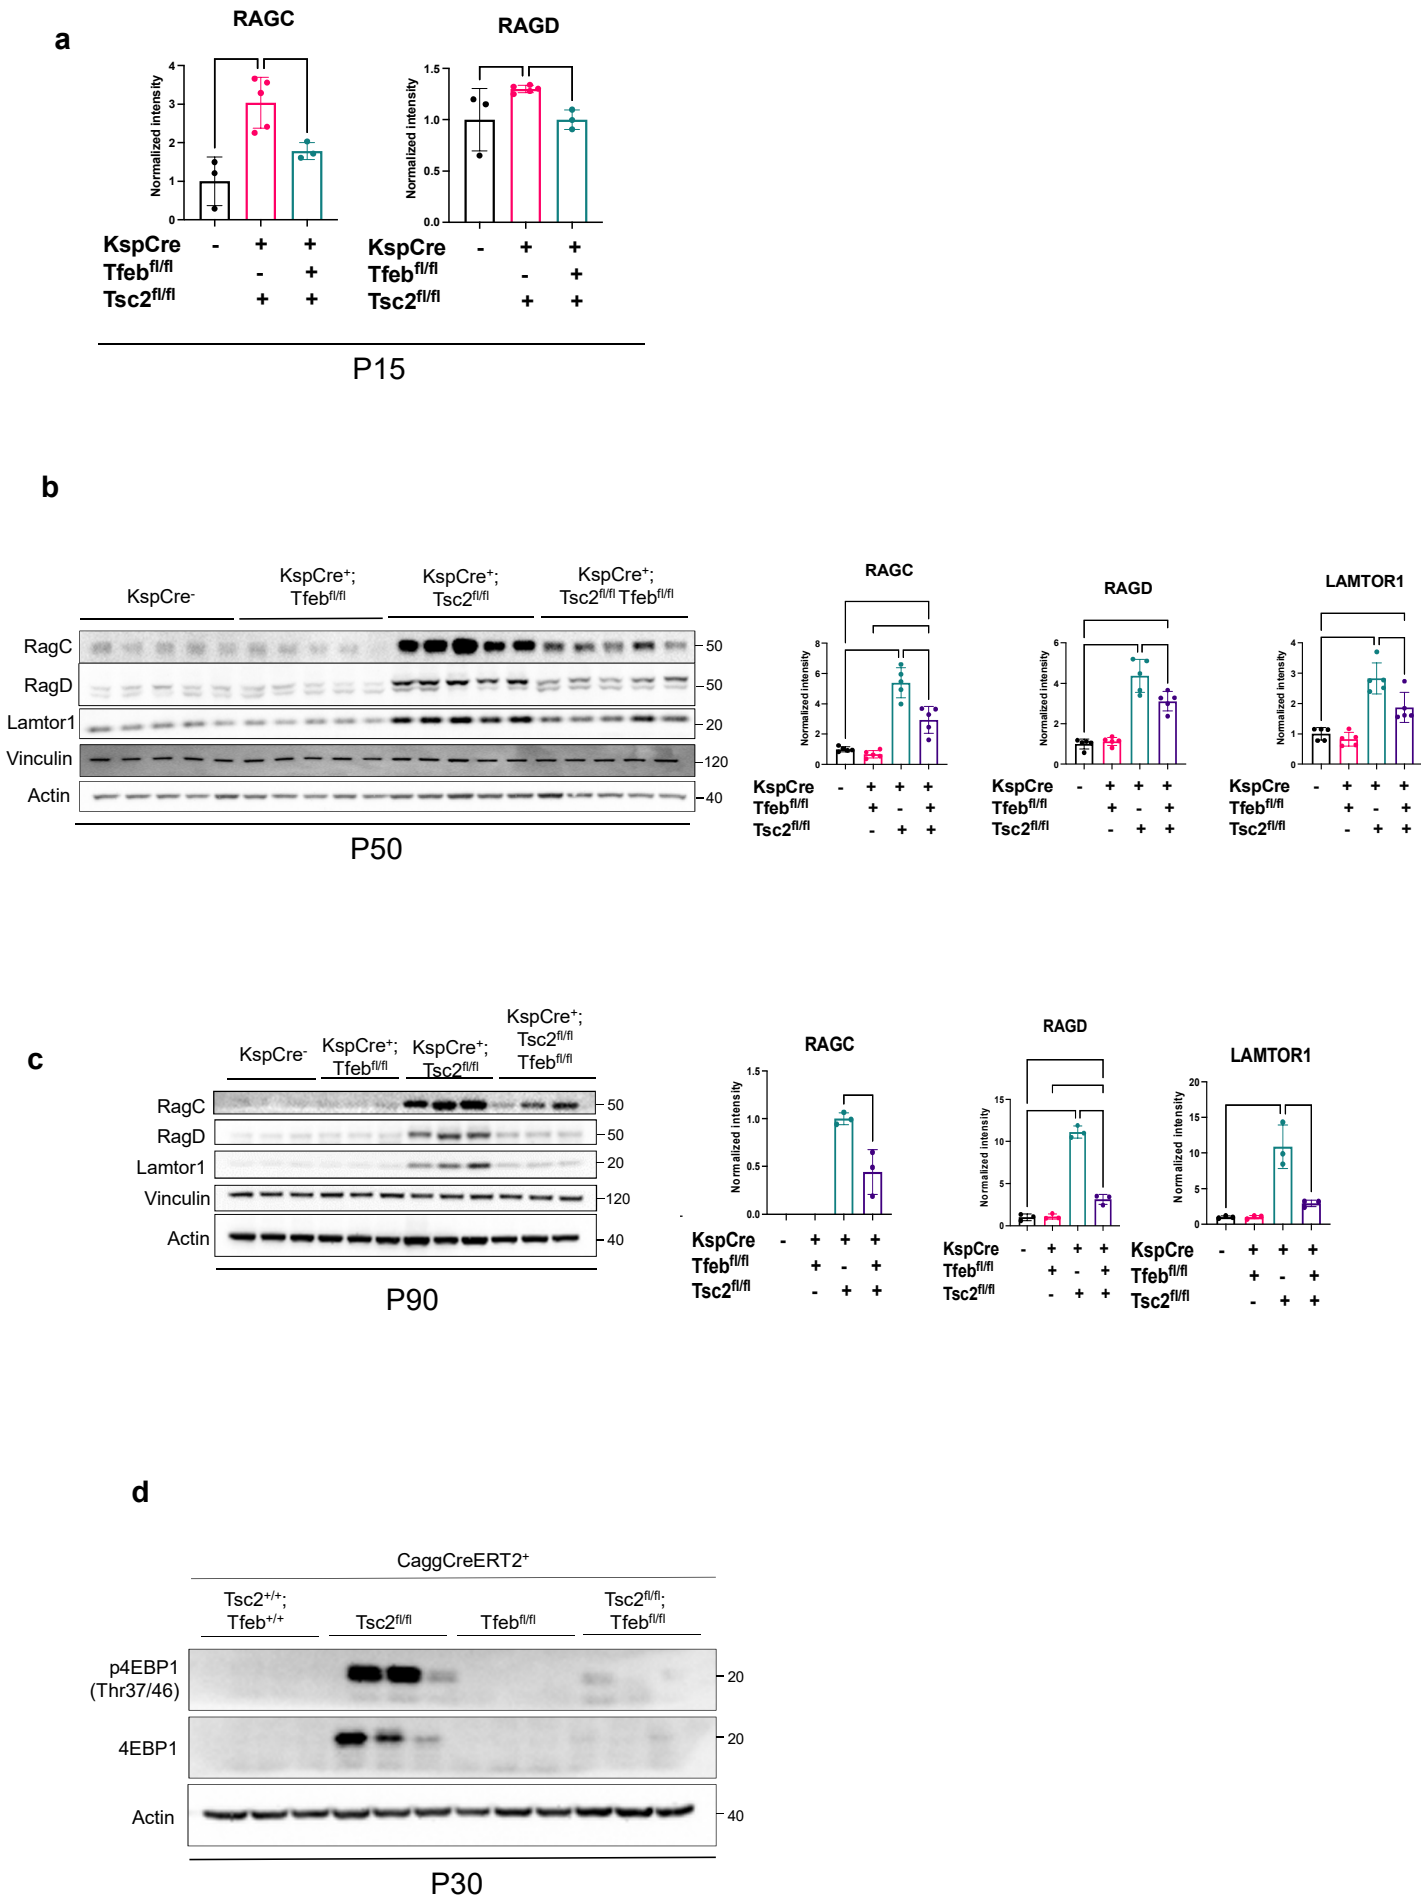

**Supplementary Figure 7: TFEB regulates expression of Rag-Ragulator proteins in *TSC2*-deficient cells.**

**a**, Densitometry analysis of relative protein expression of RagC and RagD in immunoblots in Fig. 6a. **b**, Immunoblot analysis of whole kidney lysates from *KspCre* mice of the indicated genotypes at P50 (n = 5 independent animals per genotype). RAGC, RAGD, and LAMTOR1 density relative to vinculin are quantified on the right. **c**, Immunoblot analysis of whole kidney lysates from *KspCre* mice of the indicated genotypes at P90 (n = 3 independent animals per genotype). RAGC, RAGD, and LAMTOR1 density relative to vinculin are quantified on the right. **d**, Immunoblot analysis of whole kidney lysates from *CaggCreERT2* mice of the indicated genotypes at P30 (n = 3 independent animals per genotype). Data are presented as mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Source data are provided as a Source data file.

# Supplementary material for: TFEB drives mTORC1 hyperactivation and kidney disease in Tuberous Sclerosis Complex
**Source:** Nat Commun. 2024 Jan 9;15:406. doi: 10.1038/s41467-023-44229-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** Expression of KEGG Lysosome pathway genes by RNA sequencing in Cagg-Cre cohort (from heatmap in Fig. 1f), KSP-Cre cohort (from heatmap in Fig. 2g) and KSP-Cre cohort with Rapamycin treatment (from heatmap in Fig. 5e).

# Supplementary material for: TFEB drives mTORC1 hyperactivation and kidney disease in Tuberous Sclerosis Complex
**Source:** Nat Commun. 2024 Jan 9;15:406. doi: 10.1038/s41467-023-44229-4
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Electron microscopy images were captured using CM10 transmission electron microscope. Confocal images were captured using Olympus FV10i-FSW software package (v 4.1) and Zeiss LSM 800 confocal microscope. IHC images were captured using Keyence BZ-X800 microscope using its integrated viewer. Chemiluminescent images were captured using ThermoFisher iBright 1500 imager. GPNMB reporter activity using nano-luciferase was analyzed using Biotek Synergy HT running Gen5 v1.11.5 software. Gene expression by RT-PCR was analyzed using AppliedBiosystems Step One Plus real time PCR system (v2.3). Electron microscopy images were examined with a CM10 transmission electron microscope. |
| Data analysis   | ImageJ (v 1.53a) was used for image analysis. GraphPad Prism (v 9.5.1) was used for statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available from the corresponding authors upon request and all unique materials generated are readily available from the authors. All RNA sequencing data generated in this study have been deposited to Gene Expression Omnibus (GEO) under accession code GSE244072 and is freely accessible. Source data are provided with this paper in a Source Data file. Uncropped western blots are provided in the Supplementary Information file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected based on the previous experience and published literature to detect meaningful biological differences.                                                                                                                                                                                 |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were performed with at least in 3 biological replicates and all replication attempts were successful.                                                                                                                                                                                             |
| Randomization   | Randomization was not relevant to this study. All in vitro and in vivo experiments were based on comparisons of samples with defined perturbations (siRNA downregulation, CRISPR-Cas9 inactivation for in vitro experiments) or genotypes (in vivo experiments).                                                  |
| Blinding        | The quantification of the IF and IHC experiments was conducted blindly whenever possible based on experimental condition and software-based quantification methods (ImageJ) were used to prevent bias. Investigators were not blinded during experimental group allocations due to a limited number of personnel. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The following primary antibodies were used at 1:1000 dilution for immunoblotting and purchased from Cell Signaling Technology unless otherwise indicated:

b-actin (Sigma-Aldrich, A5316)  
 b-actin (1:5000) (Sigma-Aldrich, A2066)  
 b-actin (4970)  
 Vinculin (4650)  
 GFP (1:5000) (Abcam, ab13970)  
 Phosphorylated S6 ribosomal protein (pS6 Ser 235/236) (2211)  
 Total S6 ribosomal protein (TS6) (2217)  
 TSC2 (4308)  
 Mouse-specific TFEB (32361)  
 Human-specific TFEB (37785)  
 TFE3 (14779)  
 FLCN (3697)  
 Phosphorylated TFEB S211 (37681)  
 RagC (9480)  
 RagD (Abcam, ab187679)  
 LAMTOR1 (8975)  
 Rheb (13879)  
 Phosphorylated p70 S6 Kinase (pS6K Thr389) (9234) 1:500  
 p70 S6 Kinase (2708)  
 4EBP1 (9644)  
 Phosphorylated 4EBP1 (p4EBP1 Thr37/46) (2855).

The following primary antibodies were used for immunofluorescent detection:

TFEB (1:200) (Cell Signaling cat. 4240),  
 TFE3 (1:200) (Cell Signaling cat. 14779) and  
 LAMP1 (H4A3) (1:500) (Santa Cruz cat. 20011).

Secondary antibodies:

ThermoFisher AlexaFluor 568 donkey anti-rabbit, #A10042, 1:500-1:1000  
 ThermoFisher AlexaFluor 488 donkey anti-rabbit, #A21206, 1:500-1:1000  
 Amersham/GE Healthcare ECL Mouse IgG, HRP-linked whole Ab (from sheep), #NA931, 1:2000  
 Amersham/GE Healthcare ECL Rabbit IgG, HRP-linked whole Ab (from donkey), NA934, 1:2000  
 Abcam Goat Anti-Chicken IgY H&L (HRP), #ab97135, 1:5000

## Validation

Mouse b-actin (Sigma-Aldrich, A5316), 3759 citations. <https://www.sigmaaldrich.com/US/en/product/sigma/a5316>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry, indirect ELISA and immunofluorescence. Validation from our study: the antibody produces a band at the expected size on the western blot.

Mouse b-actin (Sigma-Aldrich, A2066), 3135 citations. <https://www.sigmaaldrich.com/US/en/search/a2066?focus=products&page=1&perpage=30&sort=relevance&term=a2066&type=product>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry and immunofluorescence. Validation from our study: the antibody produces a band at the expected size on the western blot.

Rabbit b-actin (Cell Signaling, 4970S), 5636 citations. <https://www.cellsignal.com/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry, immunofluorescence and flow cytometry. Validation from our study: the antibody produces a band at the expected size on the western blot.

Vinculin (Cell Signaling, 4650S), 242 citations. <https://www.cellsignal.com/products/primary-antibodies/vinculin-antibody/4650>. The antibody was validated by the manufacturer for western blotting. Validation from our study: the antibody produces a band at the expected size on the western blot.

GFP (Abcam, ab13970), 3182 citations. <https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab13970.html>. The antibody was validated by the manufacturer for western blotting and immunofluorescence. Validation from our study: the antibody produces a band at the expected size on the western blot for GFP-fusion proteins.

Phosphorylated S6 Ser 235/236 (Cell Signaling, 2211S), 1446 citations. <https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-antibody/2211>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry, immunofluorescence, flow cytometry and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot correlating with mTOR pathway activity.

Total S6 (Cell Signaling, 2217S), 2158 citations. <https://www.cellsignal.com/products/primary-antibodies/s6-ribosomal-protein-5g10-rabbit-mab/2217>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry and immunofluorescence. Validation from our study: the antibody produces a band at the expected size on the western blot.

Tuberin/TSC2 (Cell Signaling, 4308S), 307 citations. <https://www.cellsignal.com/products/primary-antibodies/tuberin-tsc2-d93f12-xp-rabbit-mab/4308>. The antibody was validated by the manufacturer for western blotting, immunoprecipitation, immunofluorescence and flow cytometry. Validation from our study: the antibody produces a band at the expected size on the western blot with a decrease in the band intensity after siRNA transfection or complete absence of the band in cells with CRISPR-mediated inactivation.

Mouse-specific TFEB (Cell Signaling, 32361S), 17 citations. <https://www.cellsignal.com/products/primary-antibodies/tfeb-d4l2p-rabbit-mab/32361>. The antibody was validated by the manufacturer for western blotting and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot.

Human-specific TFEB (Cell Signaling, 37785S), 44 citations. <https://www.cellsignal.com/products/primary-antibodies/tfeb-d2o7d-rabbit-mab/37785>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry, immunoprecipitation and chromatin immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot.

TFE3 (Cell Signaling, 14779S), 41 citations (currently discontinued). <https://www.cellsignal.com/product/productDetail.jsp?productId=14779>. The antibody was validated by the manufacturer for western blotting. Validation from our study: the antibody produces a band at the expected size on the western blot.

FLCN (Cell Signaling, 3697S), 49 citations. <https://www.cellsignal.com/products/primary-antibodies/flcn-d14g9-rabbit-mab/3697>. The antibody was validated by the manufacturer for western blotting and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot.

Phosphorylated TFEB Ser211 (Cell Signaling, 37681S), 31 citations. <https://www.cellsignal.com/products/primary-antibodies/phospho-tfeb-ser211-e9s8n-rabbit-mab/37681>. The antibody was validated by the manufacturer for western blotting. Validation from our study: the antibody produces a band at the expected size on the western blot and band intensity correlating with subcellular localization of TFEB.

RagC (Cell Signaling, 9480S), 25 citations. <https://www.cellsignal.com/products/primary-antibodies/ragc-d8h5-rabbit-mab/9480>. The antibody was validated by the manufacturer for western blotting, immunofluorescence, immunoprecipitation and flow cytometry. Validation from our study: the antibody produces a band at the expected size on the western blot.

RagD (Abcam, ab187679), 3 citations. <https://www.abcam.com/products/primary-antibodies/rag-d-antibody-n-terminal-ab187679.html>. The antibody was validated by the manufacturer for western blotting and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot.

LAMTOR1 (Cell Signaling, 8975S), 65 citations. <https://www.cellsignal.com/products/primary-antibodies/lamtor1-c11orf59-d11h6-xp-rabbit-mab/8975>. The antibody was validated by the manufacturer for western blotting, immunoprecipitation, immunohistochemistry and immunofluorescence. Validation from our study: the antibody produces a band at the expected size on the western blot.

Rheb (Cell Signaling, 13879S), 54 citations. <https://www.cellsignal.com/products/primary-antibodies/rheb-e1g1r-rabbit-mab/13879>. The antibody was validated by the manufacturer for western blotting and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot with a decrease in the band intensity after siRNA transfection.

Phosphorylated p70 S6 Kinase Thr389 (Cell Signaling, 9234S), 1754 citations. <https://www.cellsignal.com/products/primary-antibodies/phospho-p70-s6-kinase-thr389-108d2-rabbit-mab/9234>. The antibody was validated by the manufacturer for western blotting. Validation from our study: the antibody produces a band at the expected size on the western blot correlating with mTOR pathway activity.

p70 S6 Kinase (Cell Signaling, 2708S), 1551 citations. <https://www.cellsignal.com/products/primary-antibodies/p70-s6-kinase-49d7-rabbit-mab/2708>. The antibody was validated by the manufacturer for western blotting. Validation from our study: the antibody produces a band at the expected size on the western blot.

4EBP1 (Cell Signaling, 9644S), 1166 citations. <https://www.cellsignal.com/products/primary-antibodies/4e-bp1-53h11-rabbit-mab/9644>. The antibody was validated by the manufacturer for western blotting, immunoprecipitation, immunohistochemistry, immunofluorescence and flow cytometry. Validation from our study: the antibody produces a band at the expected size on the western blot.

Phosphorylated 4EBP1 (p4EBP1 Thr37/46) (Cell Signaling, 2855S), 1684 citations. <https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855>. The antibody was validated by the manufacturer for western blotting, immunohistochemistry, immunofluorescence and flow cytometry. Validation from our study: the antibody produces a band at the

expected size on the western blot correlating with mTOR pathway activity.

TFEB (Cell Signaling, 4240). 166 citations. <https://www.cellsignal.com/products/primary-antibodies/tfeb-antibody/4240>. The antibody was validated by the manufacturer for western blotting and immunoprecipitation. Validation from our study: the antibody produces a band at the expected size on the western blot.

LAMP1 (Santa Cruz, 20011), 460 citations. <https://www.scbt.com/p/lamp-1-antibody-h4a3>. The antibody was validated by the manufacturer for western blotting, immunoprecipitation, immunohistochemistry, immunofluorescence and flow cytometry. Validation from our study: the antibody produces a band at the expected size on the western blot and punctate pattern on IF consistent with lysosomal localization.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HeLa cells and HEK293T cells were purchased from ATCC. HeLa TFEB-GFP cells were developed by the Shawn Ferguson lab (PMID: 22692423). 621-102 and 621-103 cells were developed and characterized previously by the Henske Lab (PMID: 12922981).                                                    |
| Authentication                                                    | Knockout and knockdown cells were authenticated by WB or RT-PCR. Overexpression cells were authenticated by WB or RT-PCR. Cell lines purchased from ATCC were kept in culture using all the standard methods to avoid contamination with other cell lines and validated by morphological analysis. |
| Mycoplasma contamination                                          | Cells were tested for mycoplasma on a regular basis (every 2-3 months) and were confirmed negative.                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cells were used in this study.                                                                                                                                                                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice in the study were in C57BL6 background and housed in an animal facility with 12h light/12h dark cycle at 72°F and 40% humidity with ad libitum access to food and water unless otherwise specified in the appropriate figure legends. Mice were maintained on irradiated PicoLab Rodent Diet 20 (5053). The Tfeb fl/fl mice were developed by Andrea Ballabio. Tsc2 fl/fl, CaggCreERT2, and KspCre (Cadh16Cre) mice were acquired from Jackson Laboratories. 50 day old KspCre animals of the indicated genotypes were used for electron microscopy of the kidneys. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Experimental data (such as survival etc.) were analyzed based on gender and reported in the manuscript when statistically significant                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | Animal studies were approved by the Brigham and Women's Hospital Animal Care and Use Committee.                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

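RNA of 42 whole mouse kidneys was measured by sequencing, 12 from the CaggCreERT2 cohort at P30, 12 from the KspCre cohort at P50 and 18 from a KspCre cohort at P50 that had received vehicle or rapamycin. The paper gives the CaggCreERT2 controls as Cre-positive mice without floxed Tsc2 that were also exposed to tamoxifen, and the KspCre controls as Cre-negative. CaggCreERT2 mice were exposed to tamoxifen through lactation, from mothers that were injected with 62.5 µg/g on day 1, 2 and 3 after birth. Each of the 14 groups held 3 libraries, and no library was pooled or left out. For each cohort the authors deposited a table of counts, the number of reads on each gene as whole numbers without normalization. They also deposited a table of FPKM, which the authors had scaled by gene length and by a library size that is constant within each column but is not the total of the deposited counts. The paper's text names neither the aligner, the counting tool and the annotation nor the test, so these are not stated here. Every value column of the tables was mapped to a sample (0 were left over), and no sample was a duplicate of another. Supplementary Data 1 gives the authors' log2 fold changes for the lysosomal genes of each cohort. It was used for the membership of these lists and for the comparison with the paper's values.

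Reads counted on genes had a median of 17841764 per library in the CaggCreERT2 cohort, 17049073 in the KspCre cohort and 18173810 in the KspCre drug cohort. Replicate mice differed by 16.4 to 87.5 times the sampling noise per gene, so the spread between mice and not the depth sets the precision of most values. Samples were grouped by the genotype and treatment of their labels. In the CaggCreERT2 cohort the column names of the count and FPKM tables conflict for 4 libraries. There the FPKM table's names were used, because the log2 fold changes of Supplementary Data 1 match them. The level of the targeted gene was looked at in every library first. Gene identifiers were compared with GENCODE M21, of which 54409 of 54532 were found.

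Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr using the groups, libraries were scaled by TMM, and glmQLFit and glmQLFTest were run with all groups of a cohort in one fit and no covariates. P-values were adjusted by the Benjamini-Hochberg method over all tested genes of a comparison. A gene was called at an adjusted p of 0.05 or lower and a mean deposited FPKM of at least 5 in at least 1 of the groups compared, and these counts are what the text calls increased and decreased genes. Differences between effects (the Tfeb effect with and without Tsc2, and the rapamycin effect in Tsc2 KO against DKO or control mice) were tested as interaction terms of the same fit. Lists of genes were tested with camera at an inter-gene correlation of 0.01 and with fry, both from limma 3.58.1, and with one-sided Fisher's exact tests against the tested genes that reach the FPKM minimum. Their camera and fry p-values were adjusted by the Benjamini-Hochberg method over all 20 comparisons of the 3 cohorts for the lysosomal lists and again for these without the genes shared with macrophages, over 49 tests for the marker lists, and over 7 for camera with an estimated correlation. This adjustment over lists was added after seeing the data. Shares have Wilson 95% confidence intervals. Correlations between comparisons that share libraries were set against 20 simulated data sets in which the second group did not differ. The overlap of called genes was 0 in all of these, which follows from the missing effect and does not measure how far 2 unrelated effects would overlap. Folds against a group in which no library exceeds 3 counts are lower bounds.

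Genes named in the text follow a fixed rule. Named are the genes the paper names, the 5 protein-coding genes called increased with the largest log2 fold change in Tsc2 KO against control whose 3 Tsc2 KO libraries all lie above all 3 controls, and 3 lysosomal genes per cohort. The lysosomal ones are those with the largest increase among genes also called decreased by Tfeb inactivation and, in the drug cohort, by rapamycin. No lysosomal gene met this in the KspCre cohort. Marker lists were written for macrophages, T cells, B cells, fibroblasts, proximal tubule, distal tubule and collecting duct, proliferation and sex. Lists for adrenal cortex, adrenal medulla, adipose tissue, intercalated cells and principal cells were added after seeing the data. For marker lists the mean log2 fold change over the tested genes is given.

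The alternatives tried were DESeq2 1.42.0 with all groups, DESeq2 with only the groups compared, edgeR with only the groups compared, RLE normalization, no filter on low counts, an FPKM of at least 5 in every library compared, no FPKM minimum, the replicate number as a block, Xist as a covariate, and each library left out in turn. For the lysosomal lists they were the list without 9 genes shared with macrophages, camera with an estimated correlation, and fry. For marker lists they were the median and RLE normalization. Leaving out each library for the marker lists and for the lysosomal interaction, the count table's column names, and the libraries whose genotype both tables give alike, were added after seeing the data. The procedure was tested on simulated data with 200 changed genes per cohort. DESeq2 recovered 94.0, 86.5 and 89.0% of them in the 3 cohorts, with 17.2, 18.0 and 13.2% of its calls on genes without a change. The simulated counts were drawn with edgeR's own dispersions, which may favour edgeR. The shares are for Tsc2 KO against control, with changes larger than the lysosomal medians. Enrichment over all KEGG pathways, read alignments, proteins and histology were not analysed here.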

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

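The tests of depth, of GC content and gene length, of regrouped libraries, of genes already shifted in DKO kidneys, of sex in the interaction and of adrenal and lymph node tissue were chosen only after the results were seen, while the test of rapamycin in DKO kidneys was set earlier. All choices listed as alternatives in the processing summary, apart from those named there as added, were made before the data were examined.

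The effect of rapamycin differed between Tsc2 KO and control kidneys in 2456 genes (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). The signed log2 fold change with rapamycin was higher in Tsc2 KO for 1421 of them and lower for 1035. A difference between groups drew attention to this result, which the paper does not report. With every library thinned to the lowest total of the cohort there were 2415 such genes, and 2332 after each library was corrected for its trends on GC content and gene length. Both argue against these as the whole cause. Of 100 draws that regroup the 12 libraries, 1 (the real one) gave as many genes, and the largest other draw gave 2112. Only 11 of the draws keep the Tsc2 KO rapamycin and vehicle libraries apart, as a comparable draw would, and 1 of 11 is the smallest share these can give, so the regrouping decides little. Leaving out single libraries gave 1861 (control rapamycin 3) to 2726 genes, and an FPKM of 5 in every library 1505. A genotype-dependent response is therefore a hypothesis that these tests leave standing. Batches of library preparation are not given in the labels and were not tested.

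Rapamycin also acted differently on Tsc2 KO and DKO kidneys in 911 genes, 669 with the higher and 242 with the lower signed log2 fold change in Tsc2 KO. Thinning to equal depth gave 919 genes and the correction for GC content and gene length 1120, which argues against both as the whole cause. Regrouping argues for caution: 8 of 100 draws gave as many genes, all of them among the 11 draws that keep the Tsc2 KO rapamycin and vehicle libraries apart, and another draw gave 2056. Without DKO vehicle 1 there were 510 genes, and 1189 without DKO vehicle 2. A candidate explanation is that DKO vehicle kidneys had already moved to the level that rapamycin brings to Tsc2 KO kidneys. Of the 911 genes, 904 (99.2%) had the same sign between DKO and Tsc2 KO vehicle kidneys, and 31 were called between Tsc2 KO rapamycin and DKO vehicle. Their median absolute log2 fold change was 1.15 with rapamycin in Tsc2 KO, 0.25 with rapamycin in DKO and 0.23 between Tsc2 KO rapamycin and DKO vehicle. Part of this follows from the shared vehicle libraries, so it remains a hypothesis.

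In DKO kidneys rapamycin changed 574 genes, a comparison for which the paper shows the lysosomal genes as a heatmap (Fig. 5e) and lists no test. At equal depth there were 580 and after the correction for GC content and gene length 763, so neither accounts for the whole. Only the real split, 1 of the 10 splits of the 6 libraries, gave as many, and a share of 10% is the smallest that 10 splits can give. Without DKO rapamycin 2 there were 179 genes, without DKO vehicle 2 483. The lysosomal genes moved as a set, with 2 increased and 18 decreased and a median log2 fold change of -0.25 (limma camera adjusted p = 2.33e-11, fry adjusted p = 0.000963, by Benjamini-Hochberg). If rapamycin acted on the kidney only through TFEB, it would not lower genes that are increased in kidneys without any TFEB. Of 415 genes increased in DKO vehicle over control vehicle kidneys, rapamycin lowered 234 (56.4%) in DKO kidneys. Among the 312 of them that were also increased in Tsc2 KO and lowered there by rapamycin, it lowered 180 (57.7%). The correlation of the 2 sets of log2 fold changes across genes was -0.766 against a median of -0.23 in simulations with unchanged groups, so sharing the DKO vehicle libraries alone gives a smaller opposition. However, DKO vehicle kidneys had 2.80 FPKM of Tfeb against 4.41 in control vehicle and 5.88 in Tsc2 KO vehicle kidneys. These values cover the whole gene and do not measure intact TFEB. An action of rapamycin through any remaining TFEB and one that bypasses TFEB therefore cannot be told apart.

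The 4-group design of the CaggCreERT2 cohort allows a test of whether the Tfeb effect depends on Tsc2, which the paper does not report. It did in 178 genes. The signed log2 fold change on loss of Tfeb was higher in the absence of Tsc2 for 136 of them and lower for 42. The counts were 163 at equal depth and 246 after the correction for GC content and gene length. The result depends on single libraries (60 genes without control 1, 599 without Tsc2 KO 3), and on column names and sex. The count table's names, chosen after seeing the data, gave 75 genes, but by Tsc2 level they mix Tfeb KO and DKO libraries. Xist as a covariate gave 22. Of 100 draws of regrouped libraries 5 gave as many, all among the 11 that keep the DKO and Tsc2 KO libraries as labelled, and the largest other draw gave 406. Sex is confounded with group between Tfeb KO (female) and control (male). For 167 of the 178 genes (93.8%) the change from Tsc2 KO to DKO was larger than the one between those groups. This does not exclude sex, because groups of mixed sex in the fit keep even Xist and the 4 Y-linked genes from being called in the interaction (adjusted p of 0.0965 to 0.173 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A dependence of the Tfeb effect on Tsc2 may be present, with a number of genes that these libraries do not fix. In the KspCre cohort the same test called 0 genes, and 929 had an unadjusted p under 0.05. There all 100 draws gave as many, so nothing can be read from the count. The lysosomal list had an interaction median of -0.083 there (limma camera adjusted p = 0.00604, fry adjusted p = 0.0435, by Benjamini-Hochberg). The fall on loss of Tfeb was larger without Tsc2 (median -0.21, DKO against Tsc2 KO) than with it (-0.10, Tfeb KO against control). The interaction median was -0.14 without control 1 and -0.050 without DKO 1, and 48 of 100 draws gave a median as large. Without the genes shared with macrophages fry gave adjusted p = 0.119. In the CaggCreERT2 cohort the list's interaction median was -0.012 (limma camera adjusted p = 0.689, fry adjusted p = 0.903, by Benjamini-Hochberg). There it ranged from -0.046 (without Tfeb KO 3) to 0.064 (without Tfeb KO 1), and 90 of 100 draws gave a median as large.

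DKO kidneys differed from control kidneys in all 3 cohorts, in 1185 genes (CaggCreERT2), 299 (KspCre) and 651 (KspCre drug, both with vehicle), while the paper's analysis sets DKO against Tsc2 KO kidneys. Equal depth gave 1176, 302 and 662 genes and the correction for GC content and gene length 1369, 332 and 701, so neither explains the counts as a whole. In each cohort 1 of the 10 splits, the real one, gave as many. Single libraries matter: without control 1 the CaggCreERT2 count was 650 and the KspCre count 54, and without control vehicle 3 the drug cohort's was 240. Under the count table's names, chosen after seeing the data, 1 gene was called in the CaggCreERT2 cohort. Those names put a library with 10.2 FPKM of Tsc2 among the DKO and one with 5.26 FPKM among the Tfeb KO libraries. By Tsc2 level they mix genotypes, so this count says little about the 1185 genes. The sex of the animals differs in part between these CaggCreERT2 groups, but not in the all-female KspCre cohorts. The effect of losing Tsc2 by routes other than TFEB is one candidate explanation and was not tested apart from incomplete loss of Tfeb. An effect of Cre itself is another candidate in the KspCre cohorts, where the paper gives the controls as Cre-negative, while it gives those of the CaggCreERT2 cohort as Cre-positive. Tfeb KO mice of the KspCre cohort also express Cre, yet 0 genes were called between them and the same controls. At an unadjusted p under 0.05 there were 841 genes, against 1788 for DKO. This argues against Cre as the whole cause of the 299 genes, while a part stays open. In the drug cohort, Tsc2 KO kidneys with rapamycin differed from control vehicle in 53 genes. They also express Cre but had received rapamycin, so Cre stays open there.

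Between Tsc2 KO kidneys treated with rapamycin and DKO kidneys treated with vehicle 135 genes differed, 51 higher and 84 lower with rapamycin, a comparison for which the paper lists no test of transcripts. The counts were 142 at equal depth and 188 after the correction for GC content and gene length, which speaks against these as the whole cause, and 1 of the 10 splits gave as many. Leaving out Tsc2 KO rapamycin 2 left 46, and fitting only these 2 groups left 15. DESeq2 called 597 genes, and 371 when fitted to only these groups. The treatments may differ in some genes, but their number depends on the test.

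Transcripts of the adrenal gland, which the paper does not discuss, reached 1200 FPKM of Cyp21a1 in the library DKO vehicle 2 of the drug cohort. Cyp21a1 has a pseudogene whose reads it may share, so other genes were looked at. In 6 of the 42 libraries Cyp21a1 was at 1 FPKM or more: Tsc2 KO vehicle 1 and 2 (422 and 13.9), DKO vehicle 1 and 2 (74.4 and 1200) and CaggCreERT2 Tfeb KO 1 and 2 (64.2 and 9.39). Of 7 other cortex genes, 6 were higher in each of these than in every other library of the cohort. Star reached 775 and Hsd3b1 1636 FPKM in DKO vehicle 2. All 4 genes of the medulla list were at 1 FPKM or more in Tsc2 KO vehicle 1 and DKO vehicle 2, with Chga at 182 FPKM in the latter, and 0 of the 4 in any other library. Of the 9 genes in the cortex list, 2 in CaggCreERT2, 1 in KspCre and 2 in the drug cohort are also expressed in control kidneys, and none of the medulla list. A likely source is adrenal tissue collected with the kidney, and it also enters the named genes Cyp21a1 and Hsd3b1. Without DKO vehicle 2 the log2 fold change of Cyp21a1 between DKO and Tsc2 KO turned from 1.54 to -1.97, and that of Hsd3b1 from 2.02 to -1.34. No biological explanation was tested.

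Immune transcripts were far higher in the library DKO 1 of the KspCre cohort than in the other 2 DKO libraries, with Lyz2 at 403.1 FPKM. The median fold over the other DKO libraries was 6.27 for the macrophage list, 16.6 for T cells, 3.42 for B cells, 2.18 for fibroblasts and 2.03 for proliferation, against 0.583 for proximal tubule and 1.13 for distal tubule and collecting duct. Lymph node tissue in the sample and inflammation of this kidney cannot be told apart, because 1 library shows it and the B cell list rose less than the T cell list. Leaving out DKO 1 gave 9 increased and 12 decreased genes between DKO and Tsc2 KO, and 189 genes between DKO and control.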

How the results depend on the processing

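The settings named in the processing summary were compared for 58 counts, shares and list medians and for 165 values of single genes. The regrouping of libraries and both settings of the CaggCreERT2 column names were tests chosen only after the result was seen. Here a count is said to move when it differs by more than 1.5 times, a share when it leaves its confidence interval, and a list or gene when its direction or call changes. RLE normalization moved 0 of these by this rule, though single counts differed. Camera called the lysosomal lists at an unadjusted p under 0.05 in all 7 comparisons of Tsc2 KO with control, DKO with Tsc2 KO and rapamycin in Tsc2 KO. Fry kept these 7, and 6 of them when adjusted. Over all 20 lysosomal comparisons, camera called 17 after adjustment and fry kept 14 of them (both from limma, with Benjamini-Hochberg adjustment). For the changes below the cause was not tested, except where fewer genes or fewer libraries entered a comparison by the construction of the setting.

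Leaving out single libraries moved 28 of the 58 results in at least 1 of the fits, given here with the full value in brackets and the lowest and highest value. In CaggCreERT2 kidneys genes increased in DKO against Tsc2 KO (546) ranged from 242 without DKO 3 to 776 without Tsc2 KO 3, and those decreased in DKO against Tsc2 KO (598) ranged from 193 without Tsc2 KO 1 to 772 without Tsc2 KO 3. Genes differing between Tfeb KO and control (2) ranged from 2 without control 1 to 16 without Tfeb KO 1, and those differing between DKO and control (1185) ranged from 650 without control 1 to 836 without control 3. Genes with a Tfeb effect that depends on Tsc2 (178) ranged from 60 without control 1 to 599 without Tsc2 KO 3, and those increased in Tsc2 KO and decreased in DKO (499) ranged from 158 without Tsc2 KO 1 to 671 without Tsc2 KO 3. Genes of the lysosomal list decreased in DKO (13) ranged from 7 without DKO 3 to 17 without Tsc2 KO 3. In KspCre kidneys genes increased in Tsc2 KO (729) ranged from 469 without control 1 to 571 without Tsc2 KO 3, and those decreased in Tsc2 KO (676) ranged from 355 without Tsc2 KO 1 to 536 without Tsc2 KO 3. Genes increased in DKO against Tsc2 KO (9) ranged from 0 without Tsc2 KO 1 to 12 without DKO 2, and those decreased in DKO against Tsc2 KO (13) ranged from 1 without Tsc2 KO 1 to 12 without DKO 1. Genes differing between Tfeb KO and control (0) ranged from 0 without control 1 to 6 without control 2, and those differing between DKO and control (299) ranged from 54 without control 1 to 228 without DKO 2. Genes with a Tfeb effect that depends on Tsc2 (0) ranged from 0 without control 1 to 4 without control 2, and those increased in Tsc2 KO and decreased in DKO (12) ranged from 1 without Tsc2 KO 1 to 13 without control 1. In the KspCre drug cohort genes differing between DKO and control (651) ranged from 240 without control vehicle 3 to 763 without control vehicle 1, and those changed by rapamycin in control (5) ranged from 2 without control vehicle 1 to 5 without control vehicle 3. Genes changed by rapamycin in DKO (574) ranged from 179 without DKO rapamycin 2 to 483 without DKO vehicle 2, and those differing between Tsc2 KO rapamycin and DKO vehicle (135) ranged from 46 without Tsc2 KO rapamycin 2 to 112 without DKO vehicle 3. Genes differing between Tsc2 KO rapamycin and control vehicle (53) ranged from 22 without control vehicle 1 to 91 without Tsc2 KO rapamycin 2, and those with a rapamycin effect that differs between Tsc2 KO and DKO (911) ranged from 510 without DKO vehicle 1 to 1189 without DKO vehicle 2. Genes of the lysosomal list decreased in DKO (17) ranged from 11 without DKO vehicle 3 to 18 without DKO vehicle 1, and those of the lysosomal list decreased by both treatments (17) ranged from 11 without DKO vehicle 3 to 17 without Tsc2 KO rapamycin 1. In the KspCre drug cohort the share of the genes increased in Tsc2 KO decreased by both treatments (39.1%) ranged from 29.7% without DKO vehicle 3 to 47.9% without control vehicle 2, and that of the increased and rapamycin-decreased genes also decreased in DKO (57.8%) ranged from 44.6% without DKO vehicle 3 to 68.6% without Tsc2 KO rapamycin 2. The share of all rapamycin-decreased genes also decreased in DKO (55.0%) ranged from 42.2% without DKO vehicle 3 to 64.9% without Tsc2 KO rapamycin 2, and that of the increased genes decreased by either treatment decreased by both (52.8%) ranged from 42.1% without DKO vehicle 3 to 57.5% without control vehicle 2. In the KspCre drug cohort the lysosomal median for DKO against Tsc2 KO (-0.13) ranged from -0.18 without DKO vehicle 1 to -0.074 without DKO vehicle 2.

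Of 990 values of single genes with 1 library left out, 883 kept direction and call, 72 were weaker, 11 stronger and 24 reversed. The log2 fold changes that reversed ranged over 0. In CaggCreERT2 kidneys these were Rps6kb1 in Tsc2 KO against control from -0.087 (without Tsc2 KO 1) to 0.045 (without Tsc2 KO 3), Rps6kb1 in DKO against Tsc2 KO from -0.037 (without Tsc2 KO 3) to 0.10 (without Tsc2 KO 1) and Nyx in DKO against Tsc2 KO from -0.98 (without Tsc2 KO 3) to 0.34 (without Tsc2 KO 2). Others there were Hmga1b in DKO against Tsc2 KO from -0.13 (without DKO 1) to 0.15 (without DKO 3). In KspCre kidneys these were Mitf in Tsc2 KO against control from -0.20 (without control 2) to 0.11 (without control 3), Eif4ebp1 in DKO against Tsc2 KO from -0.32 (without Tsc2 KO 3) to 0.20 (without Tsc2 KO 2) and Rps6kb1 in Tsc2 KO against control from -0.090 (without Tsc2 KO 3) to 0.022 (without Tsc2 KO 2). Others there were Rps6kb1 in DKO against Tsc2 KO from -0.11 (without Tsc2 KO 2) to 0.0050 (without Tsc2 KO 3) and Rheb in DKO against Tsc2 KO from -0.067 (without Tsc2 KO 3) to 0.023 (without DKO 3). In the KspCre drug cohort these were Tfeb in Tsc2 KO with rapamycin from -0.16 (without Tsc2 KO rapamycin 3) to 0.16 (without Tsc2 KO rapamycin 2), Rps6kb1 in Tsc2 KO with rapamycin from -0.015 (without Tsc2 KO rapamycin 2) to 0.13 (without Tsc2 KO rapamycin 3) and Lamp1 in Tsc2 KO against control from -0.050 (without Tsc2 KO vehicle 3) to 0.078 (without Tsc2 KO vehicle 1). Others there were Lamp1 in Tsc2 KO with rapamycin from -0.0051 (without Tsc2 KO rapamycin 3) to 0.16 (without Tsc2 KO vehicle 3), Cdh16 in Tsc2 KO against control from -0.14 (without Tsc2 KO vehicle 2) to 0.087 (without Tsc2 KO vehicle 1) and Cyp21a1 in DKO against Tsc2 KO from -1.97 (without DKO vehicle 2) to 5.91 (without Tsc2 KO vehicle 1). Others there were Hsd3b1 in DKO against Tsc2 KO from -1.34 (without DKO vehicle 2) to 5.81 (without Tsc2 KO vehicle 1).

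With DESeq2 in place of edgeR, CaggCreERT2 kidneys had 55 genes differing between Tfeb KO and control, 659 with a Tfeb effect that depends on Tsc2 and 20 of the lysosomal list decreased in DKO. KspCre kidneys had 188 genes increased in DKO against Tsc2 KO, 155 decreased in DKO against Tsc2 KO, 8 differing between Tfeb KO and control, 799 differing between DKO and control, 86 with a Tfeb effect that depends on Tsc2, 139 increased in Tsc2 KO and decreased in DKO and 12 of the lysosomal list decreased in DKO. Drug-cohort kidneys had 1117 genes differing between DKO and control, 50 changed by rapamycin in control, 954 changed by rapamycin in DKO, 597 differing between Tsc2 KO rapamycin and DKO vehicle and 168 differing between Tsc2 KO rapamycin and control vehicle. With DESeq2 fitted to only the groups compared, CaggCreERT2 kidneys had 98 genes differing between Tfeb KO and control and 2140 differing between DKO and control. KspCre kidneys had 1116 genes increased in Tsc2 KO, 1103 decreased in Tsc2 KO, 293 increased in DKO against Tsc2 KO, 231 decreased in DKO against Tsc2 KO, 3 differing between Tfeb KO and control, 912 differing between DKO and control, 198 increased in Tsc2 KO and decreased in DKO and 15 of the lysosomal list decreased in DKO. Drug-cohort kidneys had 142 genes changed by rapamycin in control, 1329 changed by rapamycin in DKO, 371 differing between Tsc2 KO rapamycin and DKO vehicle and 141 differing between Tsc2 KO rapamycin and control vehicle. Shares there were 64.4% of the increased and rapamycin-decreased genes also decreased in DKO and 61.7% of all rapamycin-decreased genes also decreased in DKO. With edgeR fitted to only the groups compared, CaggCreERT2 kidneys had 330 genes increased in DKO against Tsc2 KO, 333 decreased in DKO against Tsc2 KO, 16 differing between Tfeb KO and control, 1937 differing between DKO and control and 274 increased in Tsc2 KO and decreased in DKO. KspCre kidneys had 5 genes increased in DKO against Tsc2 KO, 8 decreased in DKO against Tsc2 KO, 157 differing between DKO and control and 6 increased in Tsc2 KO and decreased in DKO. Drug-cohort kidneys had 895 genes decreased by rapamycin in Tsc2 KO, 237 differing between DKO and control, 15 differing between Tsc2 KO rapamycin and DKO vehicle, 13 differing between Tsc2 KO rapamycin and control vehicle, 595 with a rapamycin effect that differs between Tsc2 KO and DKO, 837 increased in Tsc2 KO and decreased by rapamycin and 24 of the lysosomal list decreased by rapamycin. Shares there were 62.7% of the increased and rapamycin-decreased genes also decreased in DKO and 59.3% of all rapamycin-decreased genes also decreased in DKO. Drug-cohort log2 values reversed to -0.0096 for Lamp1 in Tsc2 KO against control.

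With no filter on low counts, CaggCreERT2 kidneys had 124 genes differing between Tfeb KO and control and 673 with a Tfeb effect that depends on Tsc2. KspCre kidneys had 86 genes increased in DKO against Tsc2 KO, 55 decreased in DKO against Tsc2 KO, 4 differing between Tfeb KO and control, 527 differing between DKO and control, 4 with a Tfeb effect that depends on Tsc2, 51 increased in Tsc2 KO and decreased in DKO and 2 of the lysosomal list decreased in DKO. Drug-cohort kidneys had 14 genes changed by rapamycin in control, 303 differing between Tsc2 KO rapamycin and DKO vehicle and 99 differing between Tsc2 KO rapamycin and control vehicle. Shares there were 36.9% of the genes increased in Tsc2 KO decreased by both treatments, 54.6% of the increased and rapamycin-decreased genes also decreased in DKO and 51.7% of all rapamycin-decreased genes also decreased in DKO. With an FPKM of at least 5 required in every library compared, CaggCreERT2 kidneys had 0 genes differing between Tfeb KO and control and 99 with a Tfeb effect that depends on Tsc2. KspCre kidneys had 411 genes increased in Tsc2 KO, 5 increased in DKO against Tsc2 KO, 184 differing between DKO and control and 7 increased in Tsc2 KO and decreased in DKO. Drug-cohort kidneys had 1159 genes increased in Tsc2 KO, 842 decreased by rapamycin in Tsc2 KO, 659 decreased in DKO against Tsc2 KO, 86 differing between Tsc2 KO rapamycin and DKO vehicle, 30 differing between Tsc2 KO rapamycin and control vehicle, 578 with a rapamycin effect that differs between Tsc2 KO and DKO, 1505 with a rapamycin effect that differs between Tsc2 KO and control, 478 increased in Tsc2 KO and decreased in DKO, 718 increased in Tsc2 KO and decreased by rapamycin, 389 increased in Tsc2 KO and decreased by both treatments and 11 of the lysosomal list decreased by both treatments. Shares there were 33.6% of the genes increased in Tsc2 KO decreased by both treatments, 54.2% of the increased and rapamycin-decreased genes also decreased in DKO, 51.5% of all rapamycin-decreased genes also decreased in DKO and 48.2% of the increased genes decreased by either treatment decreased by both. With no FPKM minimum, CaggCreERT2 kidneys had 2194 genes decreased in Tsc2 KO and 873 increased in DKO against Tsc2 KO. KspCre kidneys had 1270 genes increased in Tsc2 KO, 1033 decreased in Tsc2 KO and 516 differing between DKO and control. Drug-cohort kidneys had 3295 genes increased in Tsc2 KO, 3226 decreased in Tsc2 KO, 2622 increased by rapamycin in Tsc2 KO, 2378 decreased by rapamycin in Tsc2 KO, 2031 increased in DKO against Tsc2 KO, 1710 decreased in DKO against Tsc2 KO, 1024 differing between DKO and control, 949 changed by rapamycin in DKO, 216 differing between Tsc2 KO rapamycin and DKO vehicle, 85 differing between Tsc2 KO rapamycin and control vehicle, 1442 increased in Tsc2 KO and decreased in DKO, 2108 increased in Tsc2 KO and decreased by rapamycin and 1203 increased in Tsc2 KO and decreased by both treatments. Shares there were 36.5% of the genes increased in Tsc2 KO decreased by both treatments and 51.8% of all rapamycin-decreased genes also decreased in DKO. Both settings of the minimum change how many genes can be called.

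The mice are not paired by their replicate numbers. Deviations of libraries with the same number had correlations of -0.173 to 0.126 in the CaggCreERT2, -0.293 to 0.246 in the KspCre and -0.361 to 0.358 in the drug cohort, against -0.24 to 0.222, -0.323 to 0.329 and -0.349 to 0.431 for libraries with other numbers. With the replicate number as a block, CaggCreERT2 kidneys had 112 genes with a Tfeb effect that depends on Tsc2. CaggCreERT2 log2 values reversed to -0.0072 for Hmga1b in DKO against Tsc2 KO. KspCre kidneys had 0 genes increased in DKO against Tsc2 KO, 1 decreased in DKO against Tsc2 KO, 180 differing between DKO and control and 1 increased in Tsc2 KO and decreased in DKO. Drug-cohort kidneys had 2 genes changed by rapamycin in control. Of the 58 results, 52 did not move under the block.

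Xist stands for sex in the CaggCreERT2 cohort, while in the all-female KspCre cohorts it is not a measure of sex. With Xist as a covariate, CaggCreERT2 kidneys had 1144 genes increased in Tsc2 KO, 783 decreased in Tsc2 KO, 355 decreased in DKO against Tsc2 KO, 1 differing between Tfeb KO and control, 22 with a Tfeb effect that depends on Tsc2 and 273 increased in Tsc2 KO and decreased in DKO. CaggCreERT2 log2 values reversed to -0.11 for Hmga1b in DKO against Tsc2 KO. Drug-cohort kidneys had 1219 genes increased in Tsc2 KO, 168 differing between DKO and control, 2 changed by rapamycin in control and 60 differing between Tsc2 KO rapamycin and DKO vehicle. Shares there were 57.8% of the genes increased in Tsc2 KO decreased by both treatments, 74.3% of the increased and rapamycin-decreased genes also decreased in DKO, 66.9% of all rapamycin-decreased genes also decreased in DKO and 66.6% of the increased genes decreased by either treatment decreased by both. Drug-cohort log2 values reversed to -0.040 for Tfeb in Tsc2 KO against control, 0.21 for Tfeb in Tsc2 KO with rapamycin, 0.052 for Rps6kb1 in Tsc2 KO against control, -0.030 for Rps6kb1 in Tsc2 KO with rapamycin and -0.12 for Lamp1 in Tsc2 KO against control.

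With the count table's names, chosen after seeing the data, CaggCreERT2 kidneys had 1101 genes increased in Tsc2 KO, 338 increased in DKO against Tsc2 KO, 1 differing between Tfeb KO and control, 1 differing between DKO and control, 75 with a Tfeb effect that depends on Tsc2, 29 of the lysosomal list increased in Tsc2 KO and 6 of the lysosomal list decreased in DKO. CaggCreERT2 log2 values reversed to 0.10 for the lysosomal median in Tfeb KO against control, -0.027 for Tfec in DKO against Tsc2 KO, -0.14 for Lamp1 in DKO against Tsc2 KO and -0.71 for Hmga1b in DKO against Tsc2 KO. With only the libraries whose genotype both tables give alike, also chosen after seeing the data, CaggCreERT2 kidneys had 340 genes decreased in DKO against Tsc2 KO, 6 differing between Tfeb KO and control, 745 differing between DKO and control, 50 with a Tfeb effect that depends on Tsc2 and 294 increased in Tsc2 KO and decreased in DKO. CaggCreERT2 log2 values reversed to -0.13 for Hmga1b in DKO against Tsc2 KO.

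Without the 9 lysosomal genes shared with macrophages, the KspCre drug cohort had -0.10 for the lysosomal median in DKO against Tsc2 KO. With the inter-gene correlation estimated from the data, CaggCreERT2 kidneys had -0.12 for the lysosomal median in DKO against Tsc2 KO. The KspCre drug cohort had 0.29 for the lysosomal median in Tsc2 KO against control, -0.13 for the lysosomal median in DKO against Tsc2 KO and -0.23 for the lysosomal median in Tsc2 KO with rapamycin. These 5 values were past 0.05 in the original set test and not in the one named. The other 3 of the 7 list calls held with the estimated correlation. For the marker lists, RLE normalization left all 49 means within the spread of replicate libraries. The median in place of the mean left 42 so, moved 5 and reversed 2, to 0.40 for T cells in CaggCreERT2 Tsc2 KO kidneys and to -0.12 for fibroblasts in KspCre DKO against Tsc2 KO.

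Leaving out each library in turn was added for the marker lists after seeing the data. Of the 49 means, 9 reversed in at least 1 of these fits, 17 others moved by more than 1.5 times and 23 did neither. The ranges of the reversed ones follow. For CaggCreERT2 kidneys these were T cells in Tsc2 KO against control from -0.99 (without Tsc2 KO 3) to 0.024 (without Tsc2 KO 1) and fibroblasts in Tsc2 KO against control from -0.010 (without Tsc2 KO 2) to 0.73 (without Tsc2 KO 3). For KspCre kidneys these were B cells in Tsc2 KO against control from -0.70 (without Tsc2 KO 2) to 0.42 (without control 3), macrophages in DKO against Tsc2 KO from -0.63 (without DKO 1) to 1.30 (without DKO 2) and T cells in DKO against Tsc2 KO from -0.27 (without DKO 1) to 2.92 (without DKO 3). Also reversed were fibroblasts in DKO against Tsc2 KO from -0.17 (without DKO 1) to 0.45 (without Tsc2 KO 1). For the KspCre drug cohort these were B cells in Tsc2 KO against control from -0.041 (without Tsc2 KO vehicle 2) to 0.70 (without Tsc2 KO vehicle 1), B cells in DKO against Tsc2 KO from -0.013 (without DKO vehicle 2) to 0.99 (without Tsc2 KO vehicle 2) and T cells in Tsc2 KO with rapamycin from -0.48 (without Tsc2 KO vehicle 1) to 0.37 (without Tsc2 KO vehicle 2).

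Of 1082 values of single genes under the settings other than leaving out a library, 997 kept their direction and call, 52 were weaker, 21 stronger and 12 reversed.

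With 3 libraries per group a comparison has 10 splits, so the share of splits with a result as large is never under 10%. For Tsc2 KO against control, 1 of the 10 splits, the real one, gave as many called genes in each cohort (3109, 1405 and 3924). The same held for DKO against Tsc2 KO (1144, 22 and 2348), for rapamycin in Tsc2 KO (3078) and in control kidneys (5), and for Tfeb KO against control in the CaggCreERT2 cohort (2). Between Tfeb KO and control in the KspCre cohort all 10 of the 10 splits gave as many as the 0 genes called, with 841 at an unadjusted p under 0.05. Between Tsc2 KO rapamycin and control vehicle, 2 of the 10 splits gave as many as the 53 genes called, the real one and another with 806. Depth limits the named genes at or under 3 counts in a whole group, for which lower bounds of the fold are given.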

Differences from the paper's values

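In CaggCreERT2 kidneys, 1858 genes were increased in Tsc2 KO relative to control, where the paper's Fig. 1e shows about 1200 (read by eye). Of the alternatives set before the data were examined, DESeq2 on only the groups compared (1759), edgeR on only the groups compared (1581), RLE normalization (1792), no filter on low counts (1647), an FPKM of at least 5 in every library (1415), the replicate block (1662) and Xist as a covariate (1144) lay within 1.5 times the paper's number. DESeq2 with all groups (1970) and no FPKM minimum (2548) did not. The count table's column names, an alternative chosen after seeing the values, gave 1101, although Supplementary Data 1 matches the FPKM table's names.

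In KspCre kidneys, 13 genes were decreased in DKO relative to Tsc2 KO, where the paper's Fig. 2f shows about 470 (read by eye). None of the alternatives set before the data were examined closed the gap: DESeq2 gave 155, DESeq2 on only the groups compared 231, edgeR on only the groups compared 8, RLE normalization 13, no filter on low counts 55, an FPKM of at least 5 in every library 9, no FPKM minimum 14, the replicate block 1 and Xist as a covariate 15. Genes increased in Tsc2 KO and decreased in DKO numbered 12, where the paper's Fig. 2f shows about 370 (read by eye). The same alternatives gave, in the same order, 139, 198, 6, 12, 51, 7, 13, 1 and 14, and none closed this gap. Both DESeq2 alternatives kept the filter on low counts. A DESeq2 fit to the 2 groups without it gave the log2 fold changes of Supplementary Data 1 within 4.93e-06 for the 96 lysosomal genes. Calls over all genes were not counted from that fit, so the cause of both gaps stays open.

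Of the 96 lysosomal genes of the KspCre cohort, 0 were called decreased in DKO relative to Tsc2 KO, and 10 were when adjusted over the list alone. In the paper's Supplementary Data 1, 15 are decreased at an adjusted p of 0.05 or lower. DESeq2 gave 12 and DESeq2 on only the groups compared gave 15, so these alternatives closed the gap. No filter on low counts gave 2, and edgeR on only the groups compared, RLE normalization, both other settings of the FPKM minimum, the replicate block and Xist as a covariate gave 0. The log2 fold changes themselves were close, with a median of -0.21 here and in the paper's table.

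The paper states that both rapamycin and Tfeb inactivation lowered the larger part of the genes increased in Tsc2-deficient kidneys. Here both lowered 39.1% of the increased genes. The share was 52.8% when counted over the genes lowered by either treatment, close to about 52% in Fig. 5d (read by eye). Of all increased genes it was 57.8% with Xist as a covariate. In these all-female mice that covariate does not stand for sex and can take up part of the genotype difference. The paper also states that most lysosomal genes were among those lowered by both, and here both lowered 17 of the 45 lysosomal genes increased in Tsc2 KO kidneys, while rapamycin lowered 35 of the 45.

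The paper reports a reduced Tfeb transcript in whole kidneys of the KspCre model by quantitative PCR. Counts here cover the whole gene and cannot tell intact from recombined transcripts. In the sequenced KspCre kidneys the log2 fold change of Tfeb was -0.33 between Tfeb KO and control and -0.48 between DKO and Tsc2 KO, neither past the threshold (adjusted p = 0.627 and 0.360 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the KspCre drug cohort it was -1.07 between DKO and Tsc2 KO with vehicle (adjusted p = 0.000667 in that test), from 5.88 to 2.80 FPKM, so there the transcript was reduced as in the paper. For Mthfd2, measured by another method, the paper describes a fall of more than 50% in DKO kidneys of both models. The sequenced kidneys had log2 fold changes of -0.89 in the CaggCreERT2 and -0.51 in the KspCre cohort, with adjusted p of 0.0318 and 0.381 in the edgeR test, and the first was 0.113 without DKO 3. In the KspCre drug cohort the value was -1.21 (adjusted p = 0.000219 in that test), from 7.45 to 3.22 FPKM, a fall of more than 50% as in the paper. Between DKO and Tsc2 KO in the KspCre model, both differences from the paper are thus limited to the cohort without treatment.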

Other observations

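The tests of the names of the libraries, of marker lists with libraries left out, of the share of Tsc2-null cells and of intercalated and principal cells were chosen only after the results were seen, as was the count of calls shared with the fit on Xist, while those of macrophages and of the number of calls with Xist as a covariate were set earlier.

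The values of the other genes the paper names follow (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CaggCreERT2 Tsc2 KO kidneys relative to control, log2 fold changes were 2.26 for Mthfd2, 1.09 for Rragc, 1.16 for Rragd, 0.78 for Lamtor1, 0.69 for Flcn, 0.49 for Tfe3, 1.44 for Eif4ebp1, 0.61 for Lamp1 and -0.41 for Cdh16, all called. Those of Tfeb (0.40), Mitf (-0.49), Tfec (0.92, below the FPKM minimum), Ctsk (0.81), Rps6kb1 (-0.01) and Rheb (-0.10) were not. In DKO relative to Tsc2 KO, the called ones were Mthfd2 (-0.89), Rragc (-0.57), Lamtor1 (-0.40), Ctsk (-1.18) and Eif4ebp1 (-0.56), and not called were Rragd (-0.43, adjusted p = 0.0640), Flcn (-0.23), Tfe3 (-0.18), Mitf (0.17), Tfec (0.20), Rps6kb1 (0.02), Rheb (-0.10), Lamp1 (0.08), Cdh16 (0.20) and Tsc2 (0.28, adjusted p = 0.0720). Without Tsc2 KO 1 the adjusted p in the edgeR test was 0.112 for Mthfd2, 0.0693 for Lamtor1, 0.117 for Ctsk and 0.0570 for Eif4ebp1, so of these 5 calls in DKO kidneys the one for Rragc alone held with each library left out (adjusted p up to 0.0234). The call for Cdh16 was lost in the same way without control 2 (0.0704). In Tfeb KO relative to control kidneys, the Tfeb transcript changed by -0.80 (adjusted p = 0.394). Mlana was too low to be tested in any cohort.

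In KspCre Tsc2 KO kidneys the called genes were Mthfd2 (2.08), Rragc (0.69), Rragd (1.51), Lamtor1 (0.53) and Flcn (0.64). Tfe3 (0.43, below the FPKM minimum), Tfeb (-0.41), Mitf (-0.05), Tfec (0.43), Ctsk (0.79), Eif4ebp1 (0.64), Rps6kb1 (-0.03), Rheb (-0.27), Lamp1 (0.50) and Cdh16 (-0.18) were not. None was called between DKO and Tsc2 KO, with log2 fold changes of -0.51 for Mthfd2, -0.31 for Rragc, -0.57 for Rragd, -0.25 for Lamtor1, -0.30 for Flcn, 0.04 for Tfe3, -0.15 for Mitf, -0.36 for Tfec, -0.56 for Ctsk, -0.14 for Eif4ebp1, -0.06 for Rps6kb1, -0.02 for Rheb, -0.32 for Lamp1, 0.18 for Cdh16 and 0.47 for Tsc2.

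In the drug cohort, log2 fold changes in Tsc2 KO vehicle relative to control vehicle kidneys, with rapamycin and without Tfeb were 2.55, -2.40 and -1.21 for Mthfd2, 0.83, -0.72 and -0.68 for Rragc, 1.45, -0.82 and -0.73 for Rragd, and 1.85, -1.10 and -1.35 for Ctsk, all called. Without Tsc2 KO vehicle 2 the third value for Rragd had an adjusted p of 0.0601 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Lamtor1 (0.72, -0.66 and -0.26), Flcn (0.72, -0.78 and -0.29) and Eif4ebp1 (0.91, -1.23 and -0.27) the change without Tfeb was not called, with adjusted p of 0.269, 0.106 and 0.476 in that test. Without Tsc2 KO vehicle 1 the value for Flcn without Tfeb was 0.0478, and without control vehicle 3 that for Eif4ebp1 in Tsc2 KO was 0.0521. Rheb changed by -0.35, 0.32 and 0.19, the first and second called, which without Tsc2 KO vehicle 2 had adjusted p of 0.111 and 0.174. Tfeb changed by 0.42, -0.04 and -1.07, the last called. Tfe3 (0.47, -0.46 and -0.34), Mitf (-0.33, 0.45 and -0.18), Tfec (-0.35, 0.77 and 0.49), Rps6kb1 (-0.10, 0.07 and -0.11), Lamp1 (0.02, 0.08 and 0.12) and Cdh16 (-0.04, 0.16 and 0.13) were not called.

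The marker lists gave the following mean log2 fold changes between Tsc2 KO and control kidneys, in the order CaggCreERT2, KspCre and drug cohort. The macrophage list had 0.60, 0.79 and 1.37 (limma fry adjusted p = 0.0705, 0.380 and 0.0122, by Benjamini-Hochberg over 49 marker-list tests), proximal tubule -1.68, -0.97 and -2.20 (fry adjusted p = 0.000170, 0.00549 and 4.02e-07), distal tubule and collecting duct -1.02, -0.71 and -0.86, proliferation 0.59, 3.16 and 3.87 (fry adjusted p = 0.190, 0.000405 and 0.000384), fibroblasts 0.46, 0.44 and 0.80, T cells -0.21, 0.96 and 0.73, and B cells -0.63, -0.04 and 0.45. With genes at or under 3 counts in a group set to their bound, the KspCre B cell value was -0.22 and the drug cohort's T and B cell values were 0.55 and 0.04. Between DKO and Tsc2 KO the same lists had -0.42, 0.87 and -0.89 for macrophages, 1.03, 0.26 and 1.75 for proximal tubule, 0.42, 0.85 and 0.97 for distal tubule and collecting duct, -0.54, -0.87 and -2.57 for proliferation, -0.65, 0.20 and -0.69 for fibroblasts, 0.99, 2.34 and 0.46 for T cells and 0.83, 2.03 and 0.32 for B cells. The KspCre values for immune cells and fibroblasts rest on the library DKO 1. Without it they were -0.63 for macrophages, -0.27 for T cells, 1.28 for B cells and -0.17 for fibroblasts, and without DKO 2 the proximal tubule value was 0.019. With rapamycin in Tsc2 KO kidneys they were -0.95, 2.11, 0.90, -3.31, -0.87, -0.14 and 0.86 in the same order of lists. Other means also depended on 1 library. In CaggCreERT2 Tsc2 KO against control, T cells had -0.99 and B cells -1.34 without Tsc2 KO 3, B cells -0.21 without control 1, fibroblasts -0.010 without Tsc2 KO 2, and T cells 0.024 and proliferation 0.39 without Tsc2 KO 1. In DKO against Tsc2 KO there, T cells had 0.60 without DKO 1, B cells 0.48 and proliferation -0.33 without Tsc2 KO 1, fibroblasts -0.18 without Tsc2 KO 2, and T cells 1.84, B cells 1.54 and the distal list 0.68 without Tsc2 KO 3. In KspCre Tsc2 KO against control, T cells had 0.51 and fibroblasts 0.20 without Tsc2 KO 1, T cells 1.52 without control 2, and B cells -0.70 without Tsc2 KO 2 and 0.42 without control 3. In the drug cohort without Tsc2 KO vehicle 2, T cells had 0.22 and B cells -0.041 in Tsc2 KO against control, macrophages -0.54, B cells 0.99 and fibroblasts -0.46 in DKO against Tsc2 KO, and macrophages -0.60 and T cells 0.37 with rapamycin. In DKO against Tsc2 KO, T cells had 0.024 without Tsc2 KO vehicle 1 and B cells -0.013 without DKO vehicle 2, and with rapamycin B cells had 0.071 without Tsc2 KO rapamycin 1. Control kidneys also express 9, 8 and 6 of the 10 macrophage genes, 2, 0 and 0 of the 8 T cell genes, 1, 0 and 0 of the 6 B cell genes and 8, 0 and 0 of the 8 proliferation genes, and all 8 fibroblast, 8 proximal tubule and 7 distal genes in each cohort. The principal-cell list shares 2 genes with the distal list.

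One explanation weighed for the increase in lysosomal genes was more macrophages in Tsc2 KO kidneys, since macrophages are rich in lysosomes. Without the 9 lysosomal genes taken as abundant in macrophages, the median log2 fold change was 0.40, 0.34 and 0.27 in the CaggCreERT2, KspCre and drug cohorts. These 9 genes therefore do not make up the whole increase. Removing so few genes can move a median only a little, and macrophages may also express the remaining ones. Whether more macrophages cause the increase is thus not decided, and they may add to the change of single genes such as Cd68.

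Sex differs between the CaggCreERT2 groups. With Xist as a covariate, 1927 genes were called between Tsc2 KO and control kidneys, where 3109 were called without it. Of these, 1893 (60.9% of the 3109) were called in both fits in the same direction, which argues against sex as the whole cause. Sex may account for a part of the others, but control kidneys are all male, so a covariate for sex also takes up some of the difference between genotypes and these cannot be told apart. The choice of names for the 4 CaggCreERT2 libraries was tested as well. If the FPKM table's names were wrong, the Tfeb KO and DKO groups would be tighter under the count table's names, but the median variance within these groups was 1.78 times as large under them.

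A lower share of Tsc2-null cells in DKO or rapamycin-treated kidneys is another explanation for the fall of genes increased in Tsc2 KO. If all null cells were alike, it would move all such genes by a single mixing share. Among genes with a log2 fold change of at least 3 in Tsc2 KO, 29 of 53 (54.7%) in CaggCreERT2 DKO kidneys lay more than 2 standard errors from the best such share, 9 of 45 (20.0%) in KspCre DKO, 38 of 93 (40.9%) in DKO of the drug cohort and 32 of 93 (34.4%) with rapamycin, where chance gives 5%. The tables therefore argue against fewer null cells of a uniform kind as the whole cause. Null cells of several kinds, lost to different degrees, could also depart from a single share, and this was not tested. A contribution stays open, since the Tsc2 transcript itself rose in the drug cohort, by 0.49 on the log2 scale with rapamycin and by 0.58 without Tfeb (adjusted p = 0.00199 and 0.000843 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with each library left out up to 0.0135 and 0.00596). This is what fewer null cells could give.

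Genes of intercalated cells were increased in KspCre Tsc2 KO kidneys, with a median log2 fold change of 0.89 over 12 genes, of which 6 were increased and 1 decreased (limma fry adjusted p = 0.00452, by Benjamini-Hochberg over 26 tests of lists added after seeing the data). In the drug cohort the median was 1.59, with 8 increased and 2 decreased, and in the CaggCreERT2 cohort it was -0.47, with 0 increased and 2 decreased. The difference between cohorts was not tested. All 12 genes are also expressed in control kidneys, as are 7 of the 8 principal-cell genes. A lower share of proximal tubule cells would raise both lists alike, but the principal-cell list had -1.34 in KspCre Tsc2 KO kidneys (limma fry adjusted p = 0.00150, by Benjamini-Hochberg), which argues against that as the whole cause. This is less clear in the drug cohort, where the principal-cell list had -0.40, with 2 genes increased and 3 decreased. DKO kidneys had a higher level of the intercalated list than control in the KspCre (0.73) and drug cohorts (0.80). In the CaggCreERT2 cohort they had a lower one (-0.61). More intercalated cells, or more of their transcripts per cell, may underlie the pattern, which was found and tested on the same data. With rapamycin, Tsc2 KO kidneys had 1.04 relative to control vehicle, with 9 of the 12 genes increased.

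Adipose genes varied between libraries of one group, with Cfd from 0 to 585 FPKM in the CaggCreERT2 cohort and from 0 to 529 FPKM in the drug cohort. Of the 4 genes in this list, 3, 4 and 4 are expressed in controls of the CaggCreERT2, KspCre and drug cohorts. Xist and the 4 Y-linked genes of the sex list gave the sexes stated for each cohort.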
